# Bacterial cell cycle control by citrate synthase independent of enzymatic activity

**DOI:** 10.7554/eLife.52272

**Published:** 2020-03-09

**Authors:** Matthieu Bergé, Julian Pezzatti, Víctor González-Ruiz, Laurence Degeorges, Geneviève Mottet-Osman, Serge Rudaz, Patrick H Viollier

**Keywords:** *Caulobacter crescentus*, TCA cycle, citrate synthase, cell development, (p)ppGpp, moonlighting enzyme, Other

## Abstract

Proliferating cells must coordinate central metabolism with the cell cycle. How central energy metabolism regulates bacterial cell cycle functions is not well understood. Our forward genetic selection unearthed the Krebs cycle enzyme citrate synthase (CitA) as a checkpoint regulator controlling the G_1_→S transition in the polarized alpha-proteobacterium *Caulobacter crescentus*, a model for cell cycle regulation and asymmetric cell division. We find that loss of CitA promotes the accumulation of active CtrA, an essential cell cycle transcriptional regulator that maintains cells in G_1_-phase, provided that the (p)ppGpp alarmone is present. The enzymatic activity of CitA is dispensable for CtrA control, and functional citrate synthase paralogs cannot replace CitA in promoting S-phase entry. Our evidence suggests that CitA was appropriated specifically to function as a moonlighting enzyme to link central energy metabolism with S-phase entry. Control of the G_1_-phase by a central metabolic enzyme may be a common mechanism of cellular regulation.

## Introduction

Nutritional control of cellular development and cell cycle progression have been described in many systems, but molecular determinants that govern the responses are known in only a few instances. Bacteria are attractive models for the elucidation of the underlying mechanisms because of their genetic tractability, their apparent morphological and cellular simplicity, and the robust influence of changing nutritional states on their growth and morphology. Links between central metabolism and the bacterial cell-cycle have been described, and three cases are known in which proteins resembling metabolic enzymes execute an important regulatory step in the early stages of cell division (Monahan and Harry, 2016). Such metabolic enzymes, often enzyme paralogs, that are appropriated for regulatory functions instead of or in addition to their normal enzymatic functions have been called moonlighting or trigger enzymes. Their enzymatic ancestry makes them ideal coupling factors to coordinate regulatory changes in response to metabolic fluctuations (Commichau and Stülke, 2015; Huberts and van der Klei, 2010), for example in bacterial cell cycle control.

The synchronizable α-proteobacterium *Caulobacter crescentus* is the preeminent model for elucidating fundamental cell cycle control mechanisms (Hallez et al., 2017). Cell division in *C. crescentus* is asymmetric and thus yields two dissimilar daughter cells. One daughter cell is a stalked and capsulated S-phase cell that replicates its genome before dividing. The other is a piliated and flagellated dispersal (swarmer) cell that resides in the non-replicative and non-dividing G_1_-phase (Figure 1A). The old pole of the stalked cell features a cylindrical extension of the cell envelope, whereas that of the swarmer cell is decorated with a single flagellum and several adhesive pili. The placement and construction of organelles at the correct cell pole is dictated by the prior recruitment of polar scaffolding proteins, including the TipN and PodJ coiled-coil proteins (Figure 1A; Hinz et al., 2003; Huitema et al., 2006; Lam et al., 2006; Viollier et al., 2002) and the PopZ polar organizer (Bowman et al., 2008; Ebersbach et al., 2008). As polar remodeling occurs as function of the cell cycle, it is not surprising that polarity determinants also affect progression of the cell division cycle (reviewed inby Bergé and Viollier, 2018).

**Figure 1.**
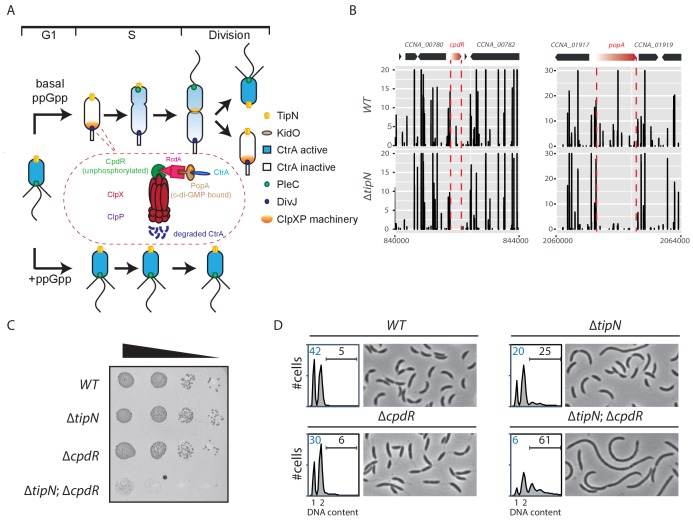
Synthetic sick interaction between *tipN* and proteolytic adaptor genes of the ClpXP machinery. (**A**) Schematic of the different stages of the *C. crescentus* cell cycle (G_1_ phase, S phase and division are shown) in the normal condition (upper part). TipN (yellow dot) and KidO (brown circle) localization are represented throughout the cell cycle. Phosphorylated CtrA (blue) activates the transcription of G_1_ phase genes and prevents DNA replication in the swarmer cell. Upon transition from a swarmer to stalked cell, the ClpXP machinery (orange) and its adaptors CpdR (green component in the encircled ClpXP machinery), RcdA (pink component) and PopA (brown component) localize to the incipient stalked pole where it degrades CtrA, allowing DNA replication and cell division. In the pre-divisional cell, the antagonistic kinase/phosphatase pair, DivJ (purple dot) and PleC (green dot) indirectly influence the phosphorylation of CtrA with the stalked cell compartment or swarmer cell compartment, respectively. PleC promotes CtrA phosphorylation in the swarmer cell whereas DivJ prevents its phosphorylation in the stalked cell. Pili and flagella are depicted as straight and wavy lines, respectively. In the case of ppGpp production occurring under conditions of carbon or nitrogen starvation, the swarmer to stalked cell transition is prevented (bottom part). (**B**) Transposon libraries were generated in the wildtype (*WT*) and the ∆*tipN* mutant (MB556). The sites of *Tn* insertion were identified by deep sequencing and mapped onto the *C. crescentus* NA1000 reference genome (nucleotide coordinates depicted on the X-axis). Two regions of the genome are depicted. The height of each line reflects a relative number in sequencing reads (Y-axis) at a given nucleotide position, and all the graphs for *WT* and ∆*tipN* are scaled similarly. *Tn* insertions in *cpdR* and *popA* were reduced in the ∆*tipN* mutant when compared to the *WT*. (**C**) EOP (efficiency of plating) assays showing spot dilutions of the indicated strains (MB1 [*WT*], MB556 [∆*tipN*], MB2001 [∆*cpdR*], and MB2017 [∆*tipN; ∆cpdR*] from top to bottom). The four strains were grown overnight, adjusted at an OD_600nm_ of 0.5 and ten-fold serially diluted. Eight microliters of each dilution were spotted onto PYE plates. (**D**) Flow cytometry profiles and phase contrast images of *WT*, ∆*tipN*, ∆*cpdR* or ∆*tipN*; ∆*cpdR* double mutants. Genome content (labelled as DNA content) was analyzed by fluorescence-activated cell sorting (FACS) during the exponential phase in peptone-yeast extract (PYE). Figure 1—source data 1.Tn-Seq data ratio comparing Tn insertion efficiency in *C. crescentus WT* and mutant strains measured as sequencing reads.The first sheet shows insertion ratios across the genome per coding sequence (CDS) and the second sheet shows the data per 100 bp window.

**Figure 1—figure supplement 1.**
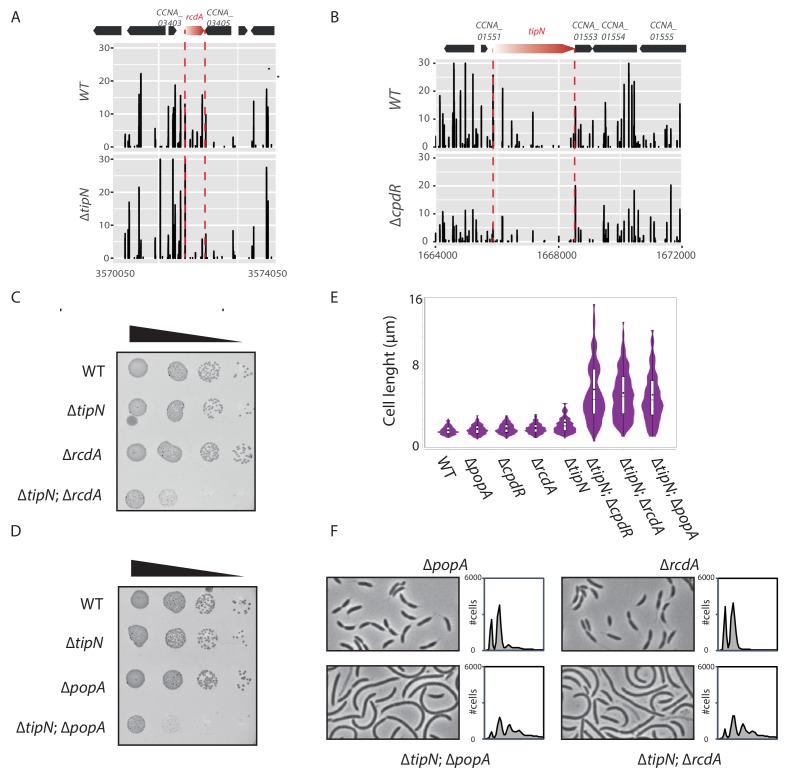
Genetic interactions between *tipN* and the genes encoding proteoyltic adaptors. (**A**) Transposon libraries were generated in the *WT* and the ∆*tipN* mutant (MB556). The region of the *rcdA* locus is depicted. (**B**) Transposon libraries were generated in the *WT* and the ∆*cpdR* mutant (MB2001). The *tipN* coding sequence is represented showing a decrease in Tn insertions in the ∆*cpdR* compared to the *WT*. In panels A and B, the numbers on the X-axis represent the nucleotide coordinates of the *C. crescentus* reference genome and the Y-axis indicates the corresponding relative value in sequencing reads. (**C**) Spot dilutions (EOP assays) of the indicated strains (MB1 [*WT*], MB556 [∆*tipN*], MB48 [∆*cpdR*], and MB3079 [∆*tipN*; ∆*cpdR*] from top to bottom) carried out as described for Figure 1C. (**D**) Spot dilutions of the indicated strains (MB1 [*WT*], MB556 [∆*tipN*], MB46 [∆*popA*], and [∆*tipN*; ∆*popA*] MB3075 from top to bottom) done as described in Figure 1 panel (C). (**E**) Cell size distribution of *WT* (MB1) (n = 732), ∆*popA* (MB46) (n = 761), ∆*cpdR* (MB2001) (n = 645), ∆*rcdA* (MB48) (n = 741), ∆*tipN* (MB556) (n = 477), ∆*tipN*; ∆*cpdR* (MB2017) (n = 357), ∆*tipN*; ∆*rcdA* (MB3079) (n = 497) and ∆*tipN*; ∆*popA* (MB3075) (n = 449). Strains were grown in PYE media. The cell length was measured automatically using MicrobeJ. (**F**) Flow cytometry profiles and phase contrast images of WT (MB1), ∆*popA* (MB46), ∆*rcdA* (MB48), and ∆*tipN*; ∆*popA* (MB3075) or ∆*tipN*; ∆*rcdA* (MB3079) double mutants. Genome content was analyzed by FACS during exponential growth in PYE.

**Figure 1—figure supplement 2.**
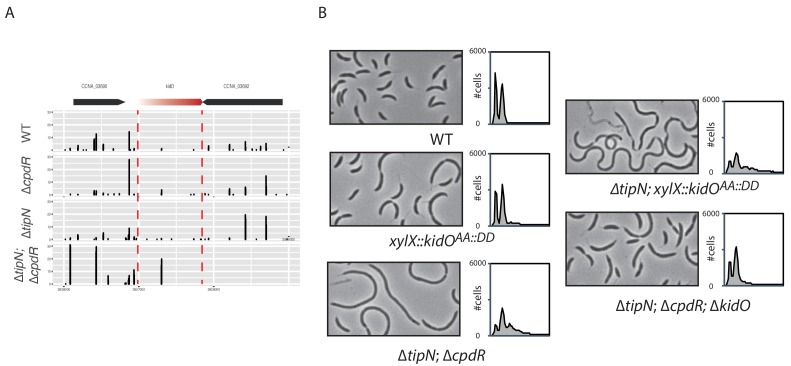
Cell length control by KidO in cells lacking both TipN and CpdR. (**A**) Transposon libraries were generated in the *WT*, the ∆*cpdR* (CC2001) and ∆*tipN* (MBC556) single mutants and the ∆*tipN*; ∆*cpdR* double mutant (MB2017). The sites of Tn insertion were identified by deep sequencing and mapped onto the *C. crescentus* NA1000 reference genome. The *kidO* locus is depicted. The height of each line reflects the number of sequencing reads at this position. Tn insertions in *kidO* was increased in the ∆*tipN*; ∆*cpdR* double mutant compared to the *WT* or to the ∆*tipN* and ∆*cpdR* single mutants. (**B**) Flow cytometry profiles and phase contrast images of the *WT* (MB1), the ∆*tipN*; ∆*cpdR* double mutant (MB2017), the ∆*tipN;* ∆*cpdR;* ∆*kidO* triple mutant (MB2720) and the *WT* (MB1972) or ∆*tipN* mutant (MB2366) expressing a non-degradable version of KidO (KidO^AA::DD^) under the control of the xylose promoter at the *xylX* locus. Genome content was analyzed by FACS during exponential growth in PYE. Note that the expression of KidO^AA::DD^ was not induced with xylose because the leakage of P*_xyl_* was sufficient to induce strong filamentation in the ∆*tipN* mutant.

The swarmer cell is obliged to differentiate into a stalked cell in order to complete the cell cycle. During the swarmer-to-stalked cell transition (also known as the G_1_→S transition), the flagellum is shed, pili are retracted, and a stalk is elaborated from the vacated pole while DNA replication competence is acquired (Goley et al., 2007; Laub et al., 2007). A critical regulatory protein that coordinates morphological and cell cycle stages is the essential cell cycle transcriptional regulator A (CtrA), a DNA-binding (OmpR-like) response regulator that, upon phosphorylation, directly binds and regulates the origin of replication (*ori*) (Laub et al., 2000; Quon et al., 1996; Quon et al., 1998) and the promoter regions of developmental genes, including those that are activated in G_1_-phase (Fiebig et al., 2014; Fumeaux et al., 2014). CtrA activates the G_1_-phase promoters of *pilA*, which encodes the structural subunit of the pilus filament (Skerker and Shapiro, 2000), several flagellin genes and other genes controlling cell envelope modification that are reviewed in Ardissone and Viollier (2015).

CtrA is regulated at the level of activity by phosphorylation and at the level of stability by cell cycle-controlled proteolysis (Figure 1A), both controlled by a complex phospho-signaling pathway via the CckA histidine kinase/phosphatase (Biondi et al., 2006; Domian et al., 1997; Jacobs et al., 1999; Tsokos et al., 2011; Wu et al., 1998). A reversal of the CckA phosphoflux during the G_1_→S transition activates the branch controlling the degradation of CtrA (Chen et al., 2009; Joshi and Chien, 2016). This proteolytic pathway involves the protease ClpXP primed by three selectivity factors that present CtrA to ClpXP (Figure 1A). These proteolytic adaptors, CpdR, RcdA and PopA, are organized into a regulatory hierarchy that coordinates the degradation of multiple cell cycle-regulated proteins during the G_1_→S transition (Duerig et al., 2009; Iniesta et al., 2006; Joshi et al., 2015; McGrath et al., 2006). Upon degradation of CtrA, the DNA replication block is relieved and G_1_-phase genes are no longer expressed. Thus, the maintenance of cells in the G_1_ phase requires CtrA to remain present and phosphorylated (Domian et al., 1997; Hung and Shapiro, 2002).

Interestingly, the duration of the G_1_ period is affected by nutrient availability in *C. crescentus* and other α-proteobacteria through a pathway involving CtrA (De Nisco et al., 2014; Hallez et al., 2017). Upon nitrogen or carbon starvation, the G_1_→S transition is blocked (Britos et al., 2011; England et al., 2010; Gorbatyuk and Marczynski, 2005; Lesley and Shapiro, 2008; Leslie et al., 2015). This G_1_ block is associated with the accumulation of the guanosine tetra- and penta-phosphate [(p)ppGpp] alarmone (Figure 1A; Boutte et al., 2012; Lesley and Shapiro, 2008; Ronneau et al., 2016), which affects important cellular processes in bacteria such as transcription, translation or DNA replication (Liu et al., 2015; Wang et al., 2019; Zhang et al., 2018). Rsh family proteins directly modulate the intracellular level of (p)ppGpp and most bacterial genomes encode at least one bifunctional Rsh protein that is able to synthesize and hydrolyze (p)ppGpp. *C. crescentus* encodes a single bifunctional Rsh enzyme, named SpoT that produces (p)ppGpp in response to nutrient deprivation (Atkinson et al., 2011; Boutte et al., 2012; Lesley and Shapiro, 2008; Ronneau et al., 2016). Previous studies have shown that (p)ppGpp accumulation leads to a stabilization of CtrA by an unknown mechanism that impairs the G_1_→S transition (Lesley and Shapiro, 2008; Leslie et al., 2015). (p)ppGpp is required for efficient recruitment of CtrA to target promoters and for CtrA-dependent promoter activity in stationary phase cells, and this requirement can be suppressed by mutations in RNA polymerase (Delaby et al., 2019).

Here, we report that citrate synthase (CitA), the first enzyme of the Krebs (tricarboxylic acid [TCA]) cycle that catalyzes the reaction between oxaloacetate and acetyl-CoA to form citrate, fulfills an unprecedent role as a checkpoint regulator that controls the G_1_→S transition by acting negatively on CtrA. We show that loss of CitA leads to an accumulation of active CtrA, prolonging the G_1_ phase provided (p)ppGpp is present. Although CitA is a functional citrate synthase, loss of CitA does not lead to an insufficiency in energy and biosynthetic precursors, because the functional paralog CitB supports biosynthetic activity. Surprisingly, catalytically inactive CitA still retains cell cycle control functions, indicating that CitA acts as a moonlighting enzyme of central energy metabolism to regulate S-phase entry.

## Results

### G_1_-phase defect in cells lacking TipN and adaptors of the ClpXP machinery

As the mild cell cycle defect of cells lacking the TipN polarity factor (*∆tipN*) is not well understood, we sought Tn mutations that enhance the defect. To this end, we compared the Tn insertion sequencing (Tn-Seq) profiles of wild-type and *∆tipN* cells, seeking Tn insertions that specifically undermine the viability or fitness of cells lacking TipN. This analysis revealed Tn insertions in *cpdR*, *rcdA* or *popA* genes that are underrepresented in *∆tipN* cells when compared with *WT* cells (Figure 1B and Figure 1—figure supplement 1A, Figure 1—source data 1). These three genes encode a hierarchical proteolytic adaptor cascade that coordinates the delivery of a range of substrates, including CtrA, to the ClpXP protease for proteolytic removal during the G_1_→S transition (Duerig et al., 2009; Iniesta et al., 2006; Joshi et al., 2015; Joshi and Chien, 2016; McGrath et al., 2006). A converse Tn-Seq comparison between *WT* and *∆cpdR* cells also revealed an underrepresentation of Tn insertions in the *tipN* gene (Figure 1—figure supplement 1B, Figure 1—source data 1). To confirm the genetic relationship between *tipN* and *cpdR, rcdA* or *popA*, we created double mutants by introducing the ∆*cpdR*, ∆*rcdA* or ∆*popA* mutations into ∆*tipN* cells and found that all of the resulting double mutants exhibit a reduction in viability by three orders of magnitude on a logarithmic scale, as determined by efficiency of plating (EOP) assays (Figure 1C; Figure 1—figure supplement 1C and D).

Examination of ∆*tipN*; ∆*cpdR* double mutant cells by phase-contrast microscopy showed that they are 70% more elongated on average than *WT* and ∆*cpdR*, ∆*rcdA* or ∆*popA* single mutant cells (Figure 1D and Figure 1—figure supplement 1E and F). Flow cytometry analysis of exponentially growing ∆*tipN*; ∆*cpdR* double mutant cells using a fluorescence activated cell sorter (FACS) revealed a massive reduction in the number of G_1_-phase cells and an increase in the frequency of cells with multiple (>2) chromosomes compared to *WT*, whereas ∆*cpdR* and ∆*tipN* single mutants only showed a slight decrease in the G_1_ population (Figure 1D). Importantly, the ∆*tipN*; ∆*rcdA* and ∆*tipN*; ∆*popA* double mutants show a similar accumulation of elongated cells and reduction in the number of G_1_-phase cells (Figure 1—figure supplement 1E and F). Thus, the proteolytic adaptors promote efficient cell cycle progression in cells that lack TipN.

### Indirect effect of proteolytic adaptors on CtrA in the ∆*tipN* mutant

A reduction in the proportion of G_1_ cells is often correlated with reduced activity or abundance of CtrA, the principal G_1_-phase transcriptional regulator. To assess whether this is also the case in cells that lack both TipN and CpdR, we introduced a translational *pilA*::P*_pilA_-GFP* promoter probe reporter into the *pilA* locus of *WT *c*ells*, *∆tipN* and *∆cpdR* single mutant cells, and *∆tipN*; *∆cpdR* double mutant cells. In this reporter, the CtrA-dependent *pilA* promoter (P*_pilA_*) that fires in G_1_-phase along with the PilA start codon is translationally fused to a start codon-less variant encoding the green fluorescent protein (GFP). GFP expression from this reporter can be conveniently observed and quantified by live-cell fluorescence microscopy (Figure 2A). In agreement with the FACS profiles shown in Figure 1E, GFP fluorescence intensity is only slightly lower in *∆cpdR* cells than in *WT* cells, but clearly reduced in *∆tipN* cells. Importantly, a further strong decrease in GFP fluorescence is observed in ∆*tipN*; *∆cpdR* double mutant cells, indicating a strong downregulation in CtrA-dependent reporter activity. Likewise, transcription from a reporter in which P*_pilA_* is fused to the promoter-less *nptII* gene (conferring resistance to kanamycin) at the *pilA* locus (*pilA*::P*_pilA_-nptII*) is strongly reduced in *∆tipN*; *∆cpdR* double mutant cells when compared to *WT* cells, precluding growth on plates containing 20 µg/mL kanamycin (Figure 2B). We conclude that cells that lack both TipN and CpdR suffer from an insufficiency of CtrA.

**Figure 2.**
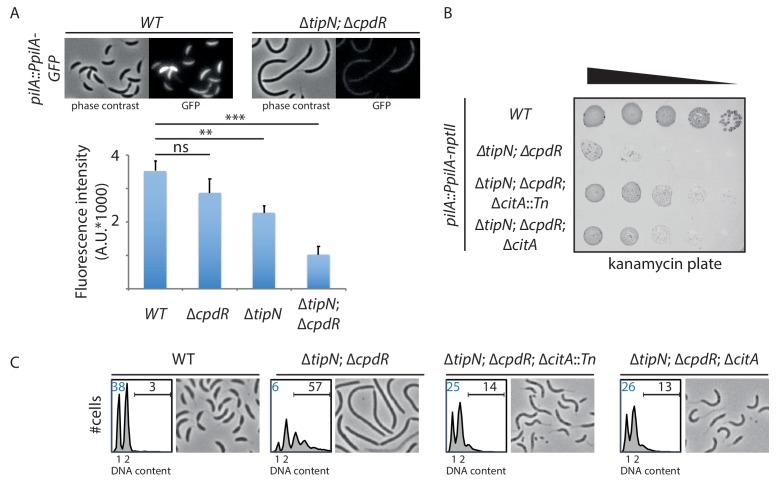
Genetic screen to identify Tn insertions that enhance CtrA. (**A**) CtrA activity in *WT* (MB2325), ∆*tipN* (MB2337) and ∆*cpdR* (MB2329) single mutant cells, and in ∆*tipN* ∆*cpdR* (MB2331) double mutant cells, was monitored using a *pilA::PpilA-GFP* transcriptional reporter whose activity is dependent on CtrA. Fluorescence intensity was automatically quantified, and t-tests were performed to determine the significance with p<0.05 (**) and p<0.005 (***). (**B**) Spot dilutions of the indicated strains (MB2268 [*WT*], MB2271 [∆*tipN*; ∆*cpdR*], MB3056 [∆*tipN*; ∆*cpdR*; ∆*citA*::*Tn*], and MB3058 [∆*tipN*; ∆*cpdR*; ∆*citA*] from top to bottom) carrying the *pilA*::P*_pilA_-nptII* transcriptional reporter on PYE plates containing kanamycin (20 µg.mL^−1^). (**C**) FACS profiles and phase contrast images of the strains shown in panel (B). FACS profiles showing genome content (ploidy) of cells growing exponentially in PYE and then treated with rifampicin (20 µg.mL^−1^) for 3 hours to inhibit DNA replication. Numbers (%) of G_1_-phase cells and cells containing more than two chromosomes are indicated in blue and black, respectively.

**Figure 2—figure supplement 1.**
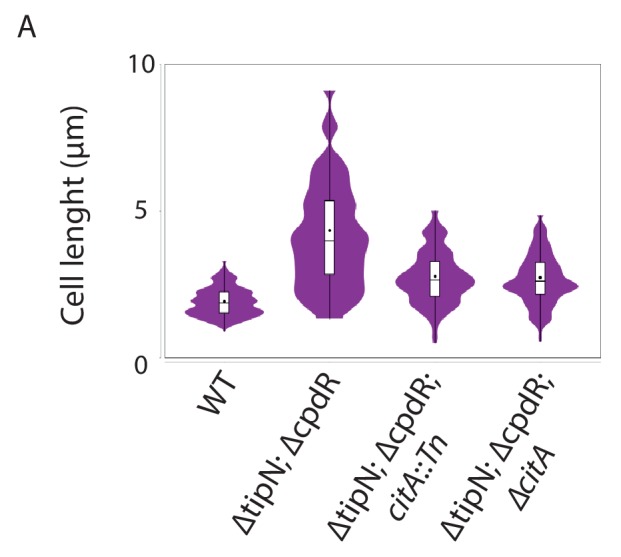
Loss of CitA attenuates the cell division defect of *tipN cpdR* double mutant cells. (**A**) Cell size distribution of *WT* (MB2268) cells (n = 638), ∆*tipN*; ∆*cpdR* double mutant (MB2271) cells (n = 635), ∆*tipN*; ∆*cpdR*; *citA*::Tn triple mutant cells (MB3056) (n = 553), and ∆*tipN*; ∆*cpdR*; ∆*citA* triple mutant cells (MB3058) (n = 498). Strains were grown in PYE media. The cell length was measured automatically using MicrobeJ.

Paradoxically, inactivation of CpdR, RcdA or PopA should enhance CtrA abundance in ∆*tipN* cells, since the proteolytic removal of CtrA at the G_1_→S transition should be blocked in the absence of each of these adaptors. We therefore reasoned that another, indirect, effect underlies the crippled CtrA activity in *∆tipN* ; *∆cpdR* cells. It could be that this effect is mediated by an inhibitor of the CtrA pathway that is also degraded by the CpdR-RcdA-PopA pathway, which would accumulate in the absence of CpdR. We sought to uncover this gene by comparative Tn-Seq analyses in ∆*tipN*; ∆*cpdR* double mutant cells *versus WT* or ∆*tipN* and ∆*cpdR* single mutant cells, and we found a 19-fold increase in Tn insertions in the *kidO* gene (Figure 1—figure supplement 2A, Figure 1—source data 1). KidO is a bifunctional oxidoreductase-like negative regulator of cell division and the CtrA pathway (Radhakrishnan et al., 2010). Akin to CtrA, KidO is degraded during the G_1_→S transition by (CpdR/RcdA/PopA) adaptor-primed ClpXP. As KidO is stabilized in cells lacking CpdR, RcdA or PopA (Radhakrishnan et al., 2010), we asked whether the stabilization of KidO confers the cell defect of ∆*tipN*; ∆*cpdR* cells. To test this idea, we expressed the *kidO^AA::DD^* allele from the *xylX* locus in ∆*tipN* cells. This allele encodes a mutant form of KidO in which the two penultimate alanine residues are both substituted by aspartic acid residues, a double substitution that prevents degradation of KidO by the ClpXP protease at the G_1_→S transition, akin to the ∆*cpdR* mutation (Radhakrishnan et al., 2010). The resulting ∆*tipN xylX::kidO^AA::DD^* cells are highly filamentous, even without induction of the *xylX* promoter by xylose: with more than two chromosomes recapitulating the phenotype of the ∆*tipN*; ∆*cpdR* double mutant cells (Figure 1—figure supplement 2B). Conversely, an in-frame deletion in *kidO* (∆*kidO*) restores a near *WT* cell division phenotype to ∆*tipN*; ∆*cpdR* cells (Figure 1—figure supplement 2B).

Taken together, these experiments support the conclusion that stabilization of KidO strongly impairs progression of the cell division cycle in cells lacking TipN.

### Genetic screen to identify regulators of the G_1_ to S transition

The impaired activity of the *pilA*::P*_pilA_-nptII* reporter in *∆tipN*; *∆cpdR* cells (Figure 2A) offered a convenient opportunity to isolate Tn insertions that restore or elevate P*_pilA_* activity. Towards this goal, we mutagenized *∆tipN*; *∆cpdR*; *pilA*::P*_pilA_-nptII* reporter cells with a mini-*himar1* Tn (Mar2xT7) encoding gentamycin resistance, and selected for growth on plates containing kanamycin and gentamycin. Among several isolated mutants, we found one mutant harboring a Tn insertion in the middle of the *CCNA_01983* (henceforth *citA*) gene, whose gene product is annotated as a type II citrate synthase (PRK05614). After confirming by backcrossing that the *citA*::Tn mutation did indeed confer kanamycin resistance to ∆*tipN*; ∆*cpdR*; *pilA*::P*_pilA_-nptII* reporter cells, we engineered an in-frame deletion of *citA* (∆*citA*) and found that this mutation also supports growth of ∆*tipN*; ∆*cpdR*; *pilA*::P*_pilA_-nptII* reporter cells on kanamycin plates, indicating that inactivation of *citA* augments P*_pilA_* activity (Figure 2B). Moreover, the *citA*::Tn or the ∆*citA* mutations both correct the abnormal cell size distribution (cell filamentation) and augment the G_1_ population of *∆tipN*; *∆cpdR* double mutant cells (Figure 2C and Figure 2—figure supplement 1A).

In sum, inactivation of *citA* gene causes a strong increase of P*_pilA_* activity and promotes the accumulation of G_1_ cells in the joint absence of TipN and CpdR.

### CitA encodes a citrate synthase

The primary structure of CitA resembles that of citrate synthases, which execute the first enzymatic reaction in the Krebs (tricarboxylic, TCA) cycle in which the acetyl group from acetyl-CoA is condensed onto oxaloacetate to form citrate (Figure 3—figure supplement 1A; Figure 3A). *C. crescentus* CitA has 65% amino acid identity to the GltA citrate synthase from *Escherichia coli* K12 (strain MG1655) and 32% identity to CitA from *Bacillus subtilis* (strain 168). To confirm that *C. crescentus* CitA does indeed have citrate synthase activity, we probed for heterologous complementation of glutamate auxotrophy in *E. coli* ∆*gltA* cells that lack citrate synthase activity (Lakshmi and Helling, 1976). To this end, we engineered *E. coli* ∆*gltA* cells expressing either *C. crescentus* CitA or *E. coli* GltA from a multicopy plasmid. As expected, *E. coli* ∆*gltA* cells harboring the empty vector were unable to grow in (M9) minimal medium without glutamate, but ∆*gltA* cells grew well in the presence of either the *gltA-* or the *citA*-expression plasmid (Figure 3B). Thus*, C. crescentus citA* encodes a functional citrate synthase.

**Figure 3.**
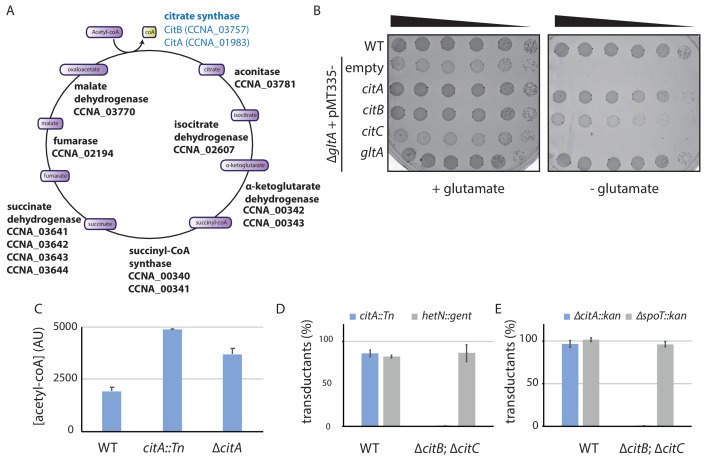
The *C. crescentus* genome encodes two functional citrate synthases. (**A**) A schematic of the Krebs cycle and the corresponding gene products in *C. crescentus*. The two functional citrate synthases are indicated in blue. Essential gene products, as inferred from Tn-Seq (Christen et al., 2011), are highlighted in bold. (**B**) Spot dilutions (EOP assays) of the indicated *WT* and ∆*gltA E. coli* strains (eMB554 [*WT*], eMB556 [∆*gltA* + empty], eMB558 [∆*gltA *+ *citA*], eMB560 [∆*gltA *+ *citB*], eMB562 [∆*gltA *+ *citC*] and eMB564 [*∆gltA + gltA* ] from top to bottom) on minimal medium containing glutamate or not. Only the strain carrying a functional citrate synthase can grow without glutamate. (**C**) LC-MS-based quantification of acetyl-CoA in extract of *WT* (MB1), *citA*::Tn (MB2622) and ∆*citA* (MB2559) cells grown in PYE liquid cultures. Error bars denote the standard deviation of the mean from three biological replicates. (**D**) ΦCR30-mediated generalized transduction frequencies of *citA*::Tn into *WT* (MB1) or ∆*citBC* double mutant cells (MB2679). For transduction, cells were normalized according to OD_600nm_ ~1 and infected with the same amount of phage lysates from *citA*::Tn cells or with phage lysates from cells with a transposon insertion in the *hetN* gene (encoding gentamycin resistance) as a control for transduction. The transductants were selected on PYE plates containing gentamycin. The numbers of transduced colonies were counted after 3 days of incubation at 30°C. Error bars denote the standard deviation of the mean for three independent experiments. Cells harboring the ∆*citBC* mutation are not able to accept the *citA*::Tn mutation. (**E**) Same as in panel (D) using the ∆*citA::kan* allele or a deletion in the *spoT* gene (encoding kanamycin resistance, ∆*spoT::kan*) delivered by ΦCR30-mediated generalized transduction. Transductants were selected on PYE plates containing kanamycin. Figure 3—source data 1.Metabolomic data sets showing the metabolites detected (sheet 1) and statistically significant changes in relative metabolite abundance between *WT* and *citA*::Tn mutant cells (sheet 2) or between *WT* and ∆*citA* mutant cells (sheet 3), presented as volcano plots.

**Figure 3—figure supplement 1.**
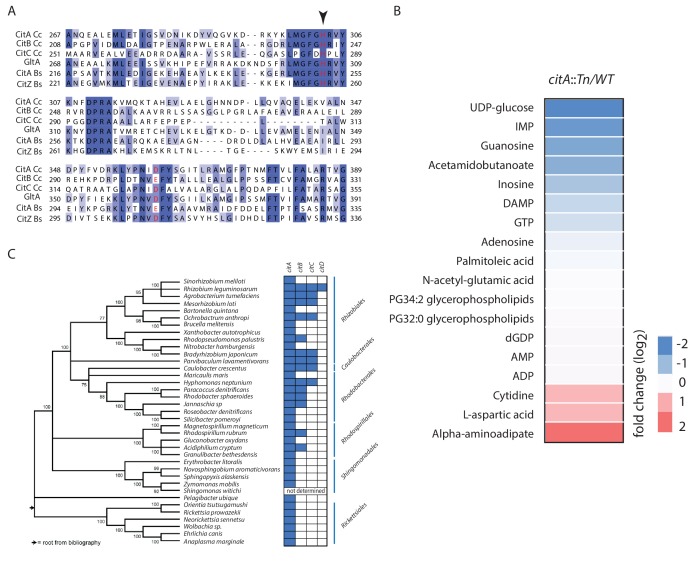
Primary structure alignment of CitA and homologs. (**A**) Partial alignment of the active site of CitA (A0A0H3C985) with CitB (A0A0H3CCE2) and CitC (A0A0H3CD20) from *C. crescentus*, GltA (P0ABH7) from *E. coli*, CitA (P39119) and CitZ (P39120) from *Bacillus subtilis*. The histidine and aspartic acid catalytic residues are highlighted in red. An arrow indicates the alanine or tryptophan substitution that abolishes the catalytic activity of CitA (Figure 4). (**B**) Heatmap showing the changes in the level of various metabolites in *WT* and *citA::Tn* cells as measured by LC-MS. Cells were grown in PYE medium. Only the metabolites that were significantly increased or decreased in ∆*citA* compared to *WT* (p-value<0.05) are shown. Fold changes were calculated based on the mean of normalized ion counts from three biological replicates. (**C**) Distribution of citrate synthase paralogs encoded in various α-proteobacterial genomes. Blue and white boxes indicate the presence or absence, respectively, of a citrate synthase as identified by bi-directional BLASTP searches.

Next, we conducted metabolic profiling experiments using liquid chromatography coupled to high-resolution mass spectrometry (LC-HRMS) to quantify the abundance of intracellular metabolites in *C. crescentus WT* and *citA*::Tn or ∆*citA* cells grown in PYE (Pezzatti et al., 2019a). Robust quantitation of 103 metabolites (Figure 3—source data 1) revealed that the metabolomic profile of *citA*::Tn resembles that of ∆*citA* cells. Surprisingly, these metabolomic analyses did not show any significant difference in many TCAs such as citrate and isocitrate when comparing *WT* and *citA* mutant cells (Figure 3—figure supplement 1B). An indication that TCA cycle flux is nevertheless affected in the absence of CitA comes from the observation that there is a small increase in the levels of acetyl-CoA, as would be expected for citrate synthase mutant cells (Figure 3C).

The relatively modest effect of the ∆*citA* mutation on the TCA cycle activity might result from the presence of a protein(s) other than CitA that has citrate synthase activity. Unlike other TCA cycle enzymes, CitA is not essential for the viability of *C. crescentus* cells on PYE (Christen et al., 2011). Therefore, we reasoned that CitA is not the only citrate-synthase-like protein encoded in the *C. crescentus* genome. Indeed, BLAST searches revealed the presence of two other putative citrate synthase genes: *CCNA_03757* and *CCNA_03758* (Figure 3—figure supplement 1A) (henceforth *citB* and *citC*, respectively), which were also annotated as non-essential for viability on PYE (Christen et al., 2011). The *citB* and *citC* genes encode proteins with 30% and 32% identity to *CitA* from *C. crescentus*, 30% and 33% identity to *GltA* from *E. coli* K12 (MG1655), and 37% and 32% identity to *CitA* from *Bacillus subtilis* strain 168. We therefore tested the ability of *citB* and *citC* to support citrate synthase function by heterologous complementation of the glutamate auxotrophy of *E. coli* ∆*gltA* cells on minimal medium lacking glutamate, and found that expression of CitB, but not CitC, supported growth (Figure 3B). Thus, *C. crescentus citB* also encodes a functional citrate synthase and *citA* mutants are probably able to grow on PYE because of residual citrate synthase activity conferred by CitB. To test whether CitA is essential in cells lacking both *citB* and *citC*, we first created a strain with in-frame deletions in *citB* and *citC* (∆*citBC*) and then attempted to introduce *citA*::Tn (which encodes gentamycin resistance) or ∆*citA* (tagged with a kanamycin resistance marker, *∆citA*::pNPTS138) by ϕCr30-mediated generalized transduction. Unlike *WT* cells, ∆*citBC* cells do not accept *citA*::Tn or ∆*citA*::pNPTS138 generalized transducing particles (Figure 3D), but accept generalized transducing particles harboring another genomic locus marked with either the gentamycin or the kanamycin resistance gene with efficiency similar to that of *WT* cells. We conclude that *C. crescentus* encodes at least two functional citrate synthases, one of which is absolutely required for growth on PYE.

### CitA promotes S-phase entry, independently of its enzymatic activity

To determine how loss of CitA signals G_1_ cell accumulation, we combined population-based and single -cell approaches. First, EOP assays and growth curve measurements indicate that the absence of CitA leads to a slow growth phenotype in PYE and that CitA is required for growth on minimal M2G medium (Figure 4A). Phase contrast microscopy of *citA*::Tn or ∆*citA* mutant cells revealed that ∆*citA* cells are shorter and narrower than *WT* cells (areas of 0.42 ± 0.009 µm and 0.43 ± 0.007 µm, respectively, for the *citA*::Tn and ∆*citA* compared to 0.69 ± 0.01 µm for *WT* cells; Figure 4B), perhaps because they spend more time in the non-growing G_1_ phase. Indeed, FACS profiles revealed a strong increase in the G_1_-phase population in the absence of CitA: 68.3 ± 1.25% and 69.3 ± 1.22 of *citA*::Tn and ∆*citA* cells, respectively, reside in G_1_ phase compared to 36.1 ± 0.6% of *WT* cells (Figure 4B). Importantly, these phenotypes of *citA* mutant cells cannot be corrected by the addition of exogenous glutamine and, therefore, are not related to glutamine auxotrophy. Indeed, the addition of glutamine to PYE or to M2G (minimal medium) does not ameliorate growth or division, as determined by EOP assays (Figure 4—figure supplement 1A). Moreover, the addition of glutamine does not restore a normal FACS profile to *citA* mutant cells (Figure 4—figure supplement 1B). The *citA* mutant phenotypes are not corrected by complementation of *citA* mutant cells with a multi-copy plasmid harboring *C. crescentus citB* (pMT335-*citB*) or *E. coli gltA* (pMT335-*gltA*), arguing that these functions probably depend on the presence of the CitA protein rather than on citrate synthase enzymatic activity (Figure 4C). However, these deficiencies are corrected when a *WT* copy of *citA* is expressed *in trans* on a multi-copy plasmid (pMT335-*citA*) (Figure 4C). Thus, CitA promotes the G_1_→S transition, a function that other citrate synthases such as CitB and GltA cannot provide.

**Figure 4.**
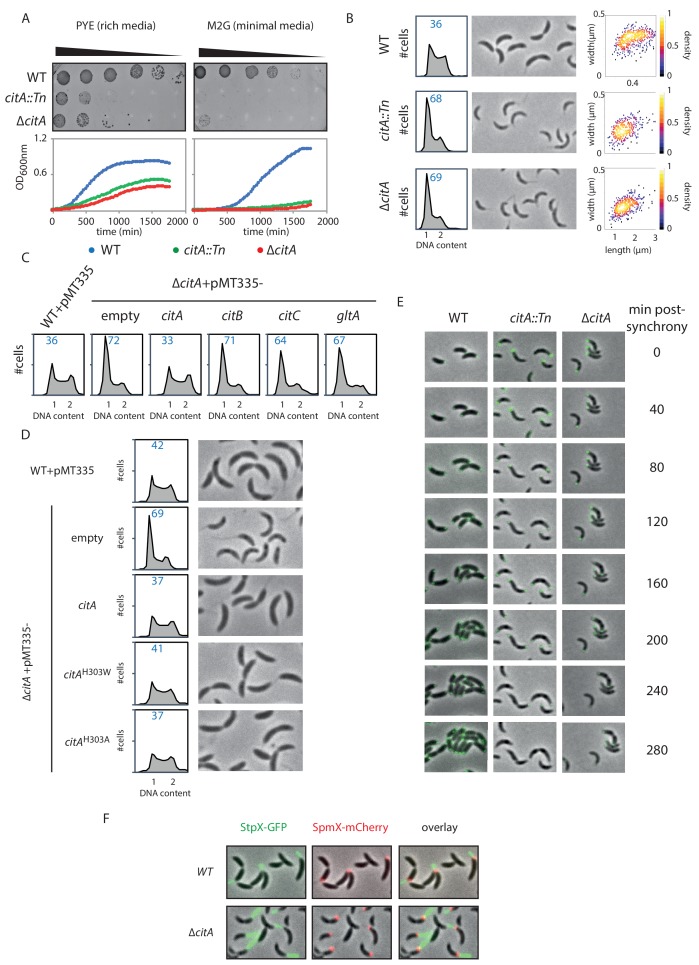
Inactivation of CitA induces a G_1_ block. (**A**) Spot dilution (EOP assays) and growth curve measurements of *WT* (MB1), *citA::Tn* (MB2622) and ∆*citA* (MB2559) cells. For spot dilution, cells were grown overnight in PYE, adjusted to OD_600nm_ ~0.5, and serially diluted on a rich (PYE) medium (left upper part) or on a minimal (M_2_G) medium (right upper part). For the growth curves, cells were grown overnight in PYE, washed twice with M_2_ buffer, and a similar amount of cellswas used to inoculate PYE medium (left bottom part) or M_2_G medium (right bottom part). (**B**) FACS profiles and phase contrast images of *WT* (MB1), *citA*::Tn (MB2622) and ∆*citA* (MB2559) cells growing exponentially in PYE. The right panel shows a scatter plot of the cell lengths and widths of each indicated population. (**C**) FACS profiles of ∆*citA* cells harboring an empty plasmid (MB3433), or a derivative with *citA* (MB3435), *citB* (MB3469), or *citC* (MB3471) from *C. crescentus,* or the citrate synthase gene (*gltA*) from *E. coli* (MB3473). *WT* cells harboring an empty pMT335 are also shown (MB1537). (**D**) FACS profiles and phase-contrast images of *C. crescentus* expressing a catalytic mutant of CitA. *WT* cells carrying an empty plasmid (MB1537), or ∆*citA* cells harboring an empty plasmid (MB3433) or a derivative with *citA* (MB3435), *citA*^H303A^ (MB3439) or *citA*^H303W^ (MB3437) are shown. (**E**) Time-lapse fluorescence microscopy of *WT* (MB557), *citA*::Tn (MB2452) and ∆*citA* (MB3467) cells harboring a *parB::gfp-parB *reporter. Cells were grown in PYE, synchronized and spotted on a PYE agarose pad. A picture was taken every 20 minutes. (**F**) Fluorescence microscopy of *WT* (MB334) and *citA*::Tn (MB3598) cells harboring a *spmX::spmX-mCherry* or a *stpX::stpX-gfp *reporter. Cells were grown exponentially in PYE. Each fluorescence channel is shown alone or together superimposed on phase contrast images.

**Figure 4—figure supplement 1.**
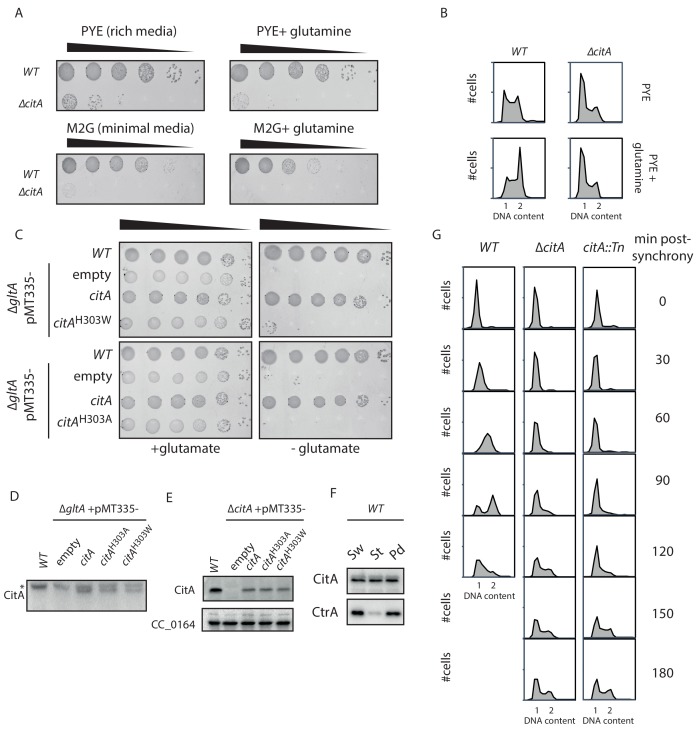
Addition of glutamine does not ameliorate the *citA* mutant phenotype. (**A**) Spot dilutions (EOP assays) of *WT* (MB1) and ∆*citA* (MB2559) cells. Each strain was grown overnight in PYE, adjusted to an OD_600nm_ of 0.5, and ten-fold serially diluted on a PYE plate (upper part) or on minimal medium M2G (lower part) containing glutamine (right panel) or not (left panel). Eight microliters of each dilution were spotted onto the plates. (**B**) FACSprofiles of *WT* (MB1) and ∆*citA* (MB2559) cells during the exponential growth phase in PYE (upper panel) or in PYE containing glutamine (lower panel). (**C**) Spot dilutions of the *WT E. coli* carrying an empty plasmid (eMB554) or *E. coli* ∆*gltA* cells harboring an empty plasmid (eMB556) or a derivative expressing *citA*^H303A^ (eMB583) or *citA*^H303W^ (eMB581) on minimal medium containing glutamate (left panel) or not (right panel). Only the strain carrying a functional citrate synthase was able to grow without glutamate. (**D**) Immunoblot showing the abundance of CitA in the *E. coli* strains presented in panel (C) using an antibody to CitA. An asterisk indicates proteins that cross-react with the anti-CitA antibodies. All of the CitA variants are expressed at a similar level. (**E**) Immunoblot showing the abundance of CitA in the *C. crescentus* strains presented in Figure 4D using an antibody to CitA. All of the CitA variants are expressed at a similar level. CC_0164 serves as an immunoblot loading control. (**F**) Immunoblotting to determine the relative abundance of CitA and CtrA during the cell cycle of *WT* (MB1) *C. crescentus*. All strains were in synchronized in PYE and the Sw, St and Pd time point were taken at 0 minutes, 25 minutes and 60 minutes, respectively, post-synchrony. In the control, CtrA was probed to determine the quality of the synchrony. (**G**) FACS profiles on synchronized populations of the *WT* (MB1), *citA::*Tn (MB2622) and ∆*citA* (MB2559) to monitor DNA content throughout the *C. crescentus* cell cycle. *WT* (left panel), *citA::gent* (middle panel) and ∆*citA* (right panel) were synchronized and samples were withdrawn every 30 minutes and prepared for FACS analysis.

Further support for the conclusion that CitA fulfills a regulatory role that is independent of its catalytic activity came from the discovery that catalytically inactive CitA can still control the cell cycle. Residue H306 of *E. coli* GltA is critical to bind oxaloacetate, and its substitution impairs the catalytic activity of GltA (Handford et al., 1988; Pereira et al., 1994). We thus engineered variants in which the corresponding residue (H303) in *C. crescentus* CitA is substituted either by a tryptophan or by an alanine, giving rise to the H303W and H303A CitA variants. As expected, expression of the CitA^H303W^ or CitA^H303A^ variant in *E. coli* ∆*gltA* cells no longer correct the glutamate auxotrophy on minimal medium, as determined by EOP assays (Figure 4—figure supplement 1C). Immunoblotting using polyclonal antibodies to CitA revealed that these variants are produced to the same levels as WT CitA (Figure 4—figure supplement 1D). We therefore conclude that CitA^H303W^ and CitA^H303A^ have lost enzymatic activity. When these variants are expressed in *C. crescentus* ∆*citA* mutant cells to similar levels as WT CitA (Figure 4—figure supplement 1E), a normal FACS profile and cell size distribution is observed by phase-contrast microscopy (Figure 4D). As these results show that the catalytic activity of CitA is dispensable for its developmental function, CitA must fulfill a specific regulatory role in promoting the G_1_→S transition.

To establish that CitA is required for the G_1_→S transition, we performed cell cycle studies using synchronized *WT* and *citA* mutant cells. FACS profiles revealed that *WT* G_1_ cells initiate DNA replication 30 minutes after their release into PYE, whereas *citA*::Tn or *∆citA* G_1_ cells do not enter S-phase before 90 minutes after their release into PYE (Figure 4—figure supplement 1G). We also discovered that a fraction of *citA*::Tn or ∆*citA* cells remain in G_1_ phase, with only approximately half entering S-phase. To confirm this observation at the single-cell level, we conducted time-lapse microscopy experiments with synchronized *WT* and *citA*::Tn or ∆*citA* G1 cells expressing GFP-ParB as a marker for DNA replication (Figure 4E). ParB is a chromosome partitioning protein that specifically binds near the origin of replication (C*_ori_*) and is translocated with a duplicated copy of C*_ori_* to the daughter cell pole once DNA replication commences (Mohl and Gober, 1997; Thanbichler and Shapiro, 2008). In synchronized *WT* G1 cells expressing ParB-GFP, we observed a single, polarly localized C*_ori_*, represented by a single GFP-ParB focus. After 40 minutes, ~80% (n = 39) of the cells have a duplicated GFP-ParB focus, one of which is segregated to the opposite pole. Finally, cell division is completed by 120 minutes. By contrast, in *citA*::Tn (n = 35) or ∆*citA* (n = 29) G_1_ cells, a duplicated GFP-ParB focus only appeared in some cells after 100 minutes. Importantly, we noticed that even after 260 minutes, ~60% of the population still exhibit only one GFP-ParB focus. Thus, a large fraction of the population remains in G_1_-phase and only part of the *citA* mutant population enters S-phase.

While chromosome duplication is delayed, *citA* G_1_ cells harbor a long stalk, as indicated by live-cell fluorescence imaging with the stalk marker StpX-GFP (Hughes et al., 2010), which coincides with the presence of a SpmX-mCherry focus, a marker of the stalked pole (Figure 4F). Knowing that SpmX is normally absent from the G_1_ cells, we hypothesized that polar remodeling and chromosome replication might be uncoupled in the absence of CitA (Figure 5—figure supplement 1C). Snapshot analyses of a population of synchronized *WT* cells expressing MipZ-YFP (a marker of chromosome origin) and SpmX-mCherry (a marker of polar remodeling) revealed that chromosome duplication occurs before the appearance of SpmX-mCherry. Contrary to that, 60 minutes after synchronization, *citA*::Tn cells have a MipZ-YFP and SpmX-mCherry focus at the same pole, suggesting that chromosome replication and polar remodeling is uncoupled in the absence of CitA. This is typically a phenotype observed in cells that have hyperactivation of CtrA (Hung and Shapiro, 2002).

### Loss of CitA enhances the abundance of active CtrA

As inactivation of *citA* augments P*_pilA_* activity, we hypothesized that the *citA* mutation elevates CtrA activity and/or abundance. To test this hypothesis, we asked whether the activity of other CtrA-activated promoters is also elevated in ∆*citA* cells compared to *WT* cells. LacZ-based promoter probe assays indeed revealed elevated activity of CtrA-dependent promoters (Figure 5A). To explore whether loss of CitA alters the levels of active CtrA, we used immunoblotting of Phos-tag PAGE to confirm that the levels of phosphorylated CtrA (CtrA ~P) in extracts of ∆*citA* cells are elevated relative to those in *WT* cell extracts (Figure 5B and C). This result prompted us to investigate whether this increase of CtrA steady-state levels was caused by increased stability of CtrA. Chloramphenicol chase experiments (Figure 5D and E) revealed that CtrA is indeed more stable in ∆*citA* cells than in *WT* cells, with the stability levels being similar to that of a non-degradable version of CtrA (*ctrA::ctrA-M2*) (Domian et al., 1997).

**Figure 5.**
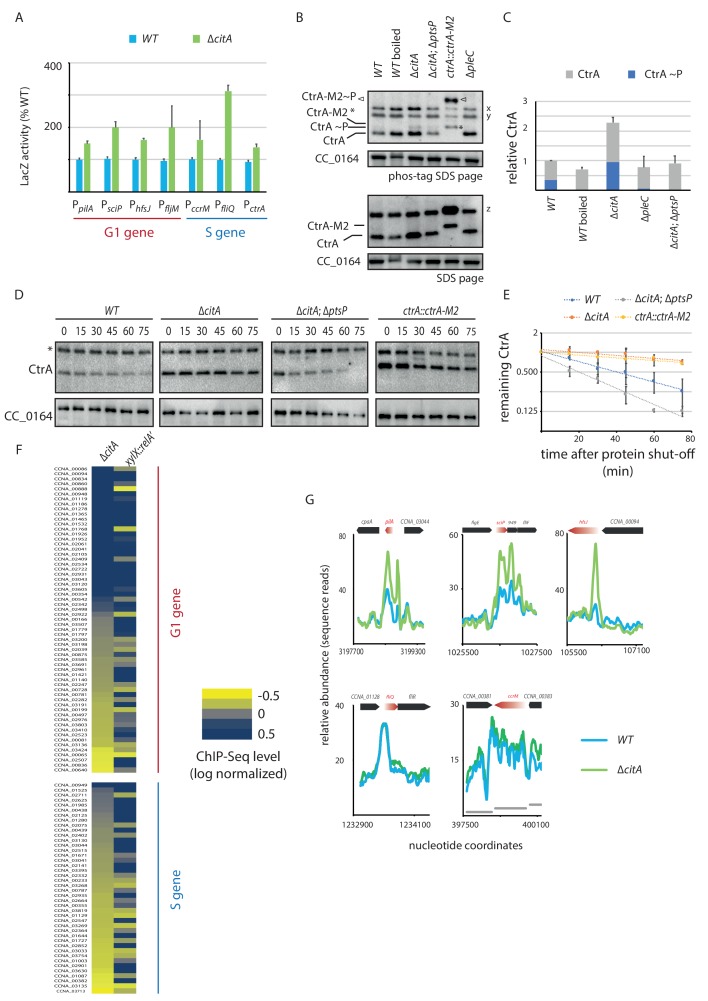
Absence of *citA* induces hyperactivation of CtrA. (**A**) Promoter-probe assays of G_1_ (P*_pilA_*, P*_sciP_*, P*_hfsJ_*, P*_fljM_*) and S (P*_ccrM_*, P*_fliQ_*, P*_ctrA_*) transcriptional reporters that are directly activated by CtrA in *WT* or ∆*citA* cells. Values are expressed as relative values compared to the *WT* (activity in *WT* set at 100%). Error bars represent the standard deviation from the mean of three independent replicates. (**B**) Phos‐tag SDS‐PAGE (top part) immunoblots show phosphorylation of CtrA (CtrA ~P) in extracts from *WT* (MB1), ∆*citA* (MB2559) or ∆*citA*; ∆*ptsP* (MB2426) cells. As a control, boiling of a *WT* lysate leads to loss of detectable CtrA ~P. As additional controls, lysates from ∆*pleC* cells in which CtrA ~P levels are reduced (Biondi et al., 2006; Radhakrishnan et al., 2010) and from a strain harboring a tagged version (*ctrA::ctrA-M2*) as the only source CtrA (Domian et al., 1997) were analyzed. The same samples were analyzed by standard SDS-PAGE immunoblotting (bottom part) to measure total CtrA protein levels. In both cases, polyclonal antibodies to CtrA were used to reveal the immunoblot. The position of non-phosphorylated CtrA-M2 and phosphorylated CtrA-M2 (CtrA-M2 ~P) are indicated by a star and triangle, respectively. Non-specific bands that resulted from cross-reactivity of the antiserum to CtrA are indicated as x, y and z on the right of the immunoblots. (**C**) Graph showing quantification of band intensities from panel (B); the averages from two independent replicates are represented with error bars showing the standard deviations. (**D**) Immunoblot showing the stability of CtrA in *WT* (MB1), ∆*citA* (MB2529); ∆*ptsP citA*::Tn (MB2426) cells and in a strain expressing a stable variant of CtrA (NA1000; *ctrA::ctrA-M2*). Exponentially growing cultures were treated with chloramphenicol (50 μg.mL^−1^) to shut off protein synthesis. The abundance of CtrA and CC_0164 (as a loading control) was monitored over time. An asterisk indicates a contaminant band that cross-reacts with the CtrA antibody. (**E**) Graph showing quantification of band intensities from panel (C); averages from three independent replicates are represented with standard deviations shown as error bars. (**F**) Heat map to compare ChIP-Seq (chromatin immunoprecipitation coupled to deep-sequencing) performed with antibodies recognizing the RNAP on chromatin from *WT* (MB1), ∆*citA* (CC2529) and a strain expressing *relA’-FLAG* from the *xylX* promoter (MB3282). Direct targets of CtrA, classified into two classes—G_1_ and S—are represented. The color key indicates the degree to which the occupancy of RNAP is altered in the different genetic background compared to *WT* expressed as log_2_ ratio. (**G**) ChIP-Seq traces of RNAP on different CtrA target promoters in *WT* (MB1) (blue line) or ∆*citA* (MB2529) (green line) cells. Genes encoded are represented as boxes on the upper part of the graph, red genes indicate the gene of interest represented. Figure 5—source data 1.ChIP-Seq data set showing RNAP peak abundance measured as sequencing reads of a 20-bp window across the genome of *WT*, ∆*citA* and *xylX*::P*_xyl_-relA’-FLAG* cells (in sheet 1). Sheet two shows the peaks sorted for CtrA-activated promoters that fire in G_1_-phase, and sheet three shows the peaks for CtrA-activated promoters that fire in late S-phase.

**Figure 5—figure supplement 1.**
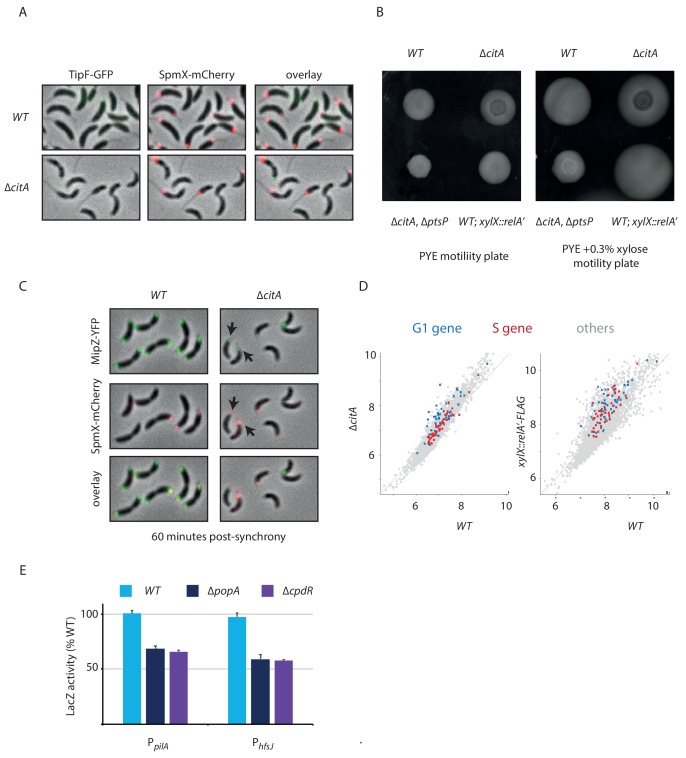
Delayed polar development of cells lacking CitA. (**A**) Fluorescence microscopy of WT (MB3566) and *citA::Tn* (MB3613) cells harboring a *spmX::spmX-mCherry* or a *tipF::tipF-gfp *reporter. Cells were grown in PYE. Each channel is shown individually, and an overlay is presented. (**B**) Motility plates (0.3% agar) inoculated with *WT* (MB1), ∆*citA* (MB2529), ∆*ptsP citA*::Tn (MB2426) and a strain expressing *relA’-FLAG* from the *xylX* promoter (MB3282) containing xylose (right panel) or not (left panel) to induce the *relA’-FLAG* construct. In the case of xylose induction, hypermotility of the MB3282 strain is observed contrary to the other strain. (**C**) Fluorescence microscopy 60 min post synchrony of WT (MB3568) cells and *citA::Tn* (MB3615) cells harboring a *spmX::spmX-mCherry* or a *xylX::mipZ-yfp *reporter. Cells were grown in PYE and induced by 0.3% xylose 1 hr before the beginning of the synchrony. Each channel is shown individually, and an overlay is presented. Black arrows indicate cells containing one spot of SpmX, which have not duplicated their chromosome, as shown by the MipZ foci. (**D**) Scatter plot comparing RNAP occupancy (log normalized) in *WT* (x-axis) and ∆*citA* (y-axis) strains (left panel) or in *WT* (x-axis) and *xylX::relA’-FLAG* (y-axis) strains (right panel). Blue: G_1_ gene; red: S gene; gray: others (**E**) Promoter-probe assays of G_1_ (P*_pilA_*, P*_hfsJ_*) transcriptional reporters that are direct targets of CtrA in *WT* or ∆*popA* or ∆*rcdA* cells. Values are expressed as relative values compared to the *WT* value (activity in *WT* set at 100%). Error bars represent the standard deviations of the means from three independent replicates.

To correlate these indirect reporter assays directly and specifically with increased transcription at CtrA-dependent promoters on a genome-wide scale, we quantified the occupancy of RNA polymerase (RNAP) on the genome using chromatin-immunoprecipitation followed by deep-sequencing (ChIP-Seq) experiments (Figure 5F and G, Figure 5—source data 1). This quantification revealed an increase of RNAP occupancy at many, but not all, CtrA-dependent promoters in cells lacking CitA when compared with *WT* cells. 

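RNAP occupancy was measured in 3 ChIP-Seq libraries of *C. crescentus* NA1000, 1 library per strain: *WT* cells (MB1), the library labelled ∆*citA* (MB2529) and cells with *relA’-FLAG* at the *xylX* locus (MB3282), in which a truncated RelA makes (p)ppGpp when xylose is present. The sample labels give 0.3% xylose, 30°C and an optical density of 0.5 for each of the 3 cultures. RNAP was precipitated with a mixture of monoclonal antibodies to the *E. coli* enzyme, and an input library is not named in the sources used here. The authors mapped the single-end reads of 50 bp to the NA1000 chromosome with BWA (version 0.7.17.4 in the submitters' processing notes). They counted reads with SeqMonk in 20-bp bins and in windows from 200 bp upstream to 200 bp downstream of the start of the CDS, for 61 G_1_-phase and 42 S-phase promoters taken from earlier studies. The methods describe the values as read counts. From their steps and sums they were taken as reads per 1000000 reads of the library (RPM), with a read counted in every bin it touches. The step between neighbouring values corresponds to 31634100 reads for *WT*, 17139880 for the library labelled ∆*citA* and 19722660 for *relA’-FLAG* cells, and 100% of the values of the 20-bp bins lay within 0.1 of a whole multiple of that step. A window held 2098 to 17918 reads in *WT* cells (median 4131), 1158 to 14305 in the library labelled ∆*citA* (median 2852) and 1850 to 13216 in *relA’-FLAG* cells (median 3690). The 95% counting interval of a window's ratio to *WT* therefore reached 2.22% to 7.44% to each side for the library labelled ∆*citA* and 2.30% to 6.07% for *relA’-FLAG* cells. Reads that are PCR copies are not independent molecules, so these intervals cover counting error only. With 1 library per strain the spread between cultures is not known, and no p-value for a difference between strains was computed.

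Each promoter is given as the log_2_ ratio of its deposited value to that of *WT*, without further scaling or pseudocount, and is called higher or lower when it changed by at least 1.2-fold. For comparison, the mean of the 20-bp bins in the same window was taken at the CDS starts of 3798 protein-coding genes. These starts are called promoters here, although genes inside operons were not set apart. The median of each class was set against 10000 random lists of the same size, drawn from these promoters with matched mean occupancy, which describes these libraries and not a population of cultures. Over all promoters the median log_2_ ratio to *WT* was −0.03 for the library labelled ∆*citA* and −0.03 for *relA’-FLAG* cells. When the libraries were scaled on their background instead, these medians moved to 0.20 and 0.23, which adds the same amount to every promoter and leaves the comparison with random lists as it is.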

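The label of the mutant library was checked first. The coding sequence of *citA* (CCNA_01983, positions 2128834 to 2130114 of the NA1000 chromosome) still gave reads in the library labelled ∆*citA*: a mean of 11.3 RPM per 20-bp bin, against 18.3 in *WT* cells and 17.2 in *relA’-FLAG* cells. In the inner part of the gene the values were 9.96 in the library labelled ∆*citA* and 17.9 in *WT* cells, a ratio of 0.556, and the median of the lowest 25% of bins across that library was 9.22. Just upstream, from 2128241 to 2128820, the library labelled ∆*citA* was 2.43-fold above *WT* (39.2 against 16.1), and from 2130121 to 2130240, just downstream, it was 1.41-fold above. Both stretches were chosen as bins touching the gene at over 1.2 times the ratio of its neighbourhood (5 kb each side), so that they are raised by choice. Since reads were present inside the gene, the library is named by its label throughout. Other measures of the paper go the way of the label: the immunoblot in Figure 4—figure supplement 1E shows no CitA band in ∆*citA* cells with an empty plasmid, and Figure 4B shows more G_1_-phase cells. Figure 4B shows strain MB2559, and the immunoblot shows a strain made from it. The paper gives the ChIP-Seq strain as MB2529 in Figure 5G and as CC2529 in Figure 5F. Its strain list holds MB2559, which carries a plasmid with the ∆*citA* allele integrated nearby, and no MB2529, so whether they are the same strain is not known here. For MB2529 itself, the paper reports CtrA to be more stable than in *WT* cells (Figure 5D). At *xylX*, the stretch from 945821 to 948500 upstream of the gene was 1.81-fold above *WT* in *relA’-FLAG* cells and 1.14-fold in the library labelled ∆*citA*. It was chosen in the same way from the ratio of *relA’-FLAG* cells, so the higher value there follows from the choice. The *xylX* promoter window held 65.4 RPM per bin in *WT* cells, 115 in the library labelled ∆*citA* and 107 in *relA’-FLAG* cells.

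**Figure D1:**
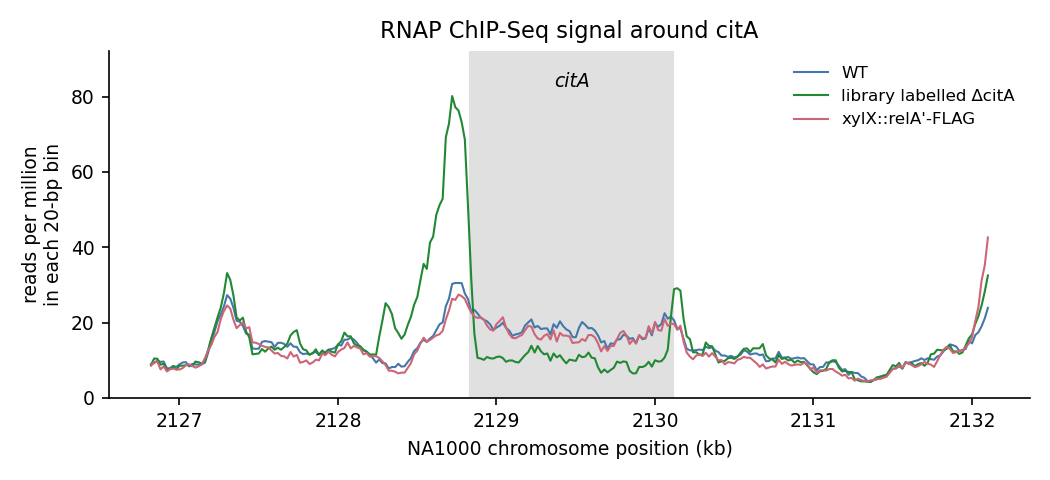
RPM in each 20-bp bin (y axis) along the NA1000 chromosome in kb (x axis) around *citA* (gray) in *WT* cells (blue), the library labelled ∆*citA* (green) and *relA’-FLAG* cells (red). The green line runs below the others in the inner part of the gene, where its mean is 9.96, and above them just upstream, where its mean is 39.2.

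The libraries also differed along the chromosome. The log_2_ ratio to *WT*, as the median of each 20-kb bin, was lower near the replication origin than near the terminus, by 0.29 for the library labelled ∆*citA* and 0.27 for *relA’-FLAG* cells from one end of the fitted line to the other. The 10% of the chromosome nearest to the origin had 1.45 times the median value of the 10% nearest to the terminus in *WT* cells, 1.19 times in the library labelled ∆*citA* and 1.17 times in *relA’-FLAG* cells. The median G_1_-phase promoter lay at 0.470 of the way from origin to terminus and the median S-phase promoter at 0.510.

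**Figure D2:**
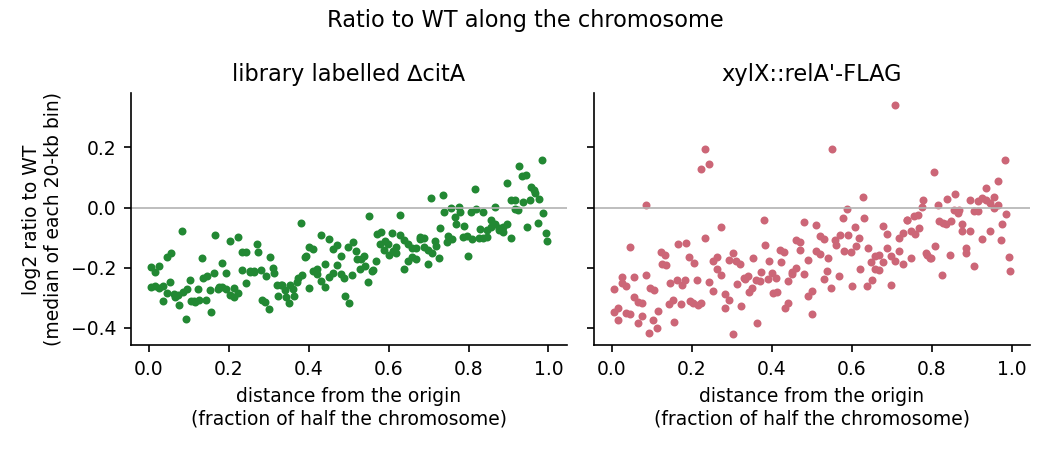
Log_2_ ratio to *WT* (y axis, median of each 20-kb bin, 1 point per bin) against the distance from the replication origin as a fraction of the distance between origin and terminus (x axis), for the library labelled ∆*citA* (left) and *relA’-FLAG* cells (right). Points climb from origin to terminus in both panels, by 0.29 and 0.27 along the fitted line.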

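RNAP occupancy was at least 1.2-fold higher at 40 of the 103 CtrA-dependent promoters in the library labelled ∆*citA*, at least 1.2-fold lower at 1 and between these bounds at 62. The 40 were 32 of the 61 G_1_-phase promoters and 8 of the 42 S-phase promoters. The median G_1_-phase promoter stood at 1.22-fold of *WT* (log_2_ ratio 0.28, 95% counting interval 0.26 to 0.34) and the median S-phase promoter at 1.05-fold (0.08, interval 0.05 to 0.10). Among S-phase promoters the highest ratios were at CCNA_00949, whose window overlaps that of *sciP* (log_2_ ratio 0.66), *flbT*, a regulator of flagellin synthesis (0.37), *hfaA*, which anchors the holdfast (0.34), the cell division gene *ftsQ* (0.34) and CCNA_01985 (0.32). The 1 lower promoter was that of *rpoN*, which encodes σ54 (0.821-fold, interval 0.788 to 0.855, which includes the bound of the call), and it was no longer called with median-ratio or background scaling, with the trend along the chromosome removed or with a window of 100 bp each way. The next lowest were *fliI*, the ATPase of flagellar export, at −0.20, *ccrM* at −0.17, *eipA* at −0.15 and *socA* at −0.10. The 20-kb bins of the chromosome around them stood at −0.23, −0.22, −0.14 and −0.31 in the same order. Most of each fall is therefore shared with its surroundings. *ctrA* itself, with the S-phase promoters, had a log_2_ ratio of 0.21. In the G_1_-phase class no promoter was 1.2-fold lower, and the lowest ratios were at CCNA_00640 (−0.22), the flagellin gene *fljO* (−0.20), *hfsE* of holdfast synthesis (−0.18), CCNA_00065 (−0.18) and *tacA*, a regulator of stalk genes (−0.14). Their 20-kb bins stood at −0.28, −0.23, −0.10, −0.31 and −0.28 in the same order, so that only *hfsE* lay below its surroundings.

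The G_1_-phase median lay above that of 99.99% of random lists with matched occupancy, whose middle value was 0.14. The S-phase median lay above 55.1% of them, with a middle value of 0.07. With the libraries scaled on background the numbers of higher promoters became 52 of 61 and 24 of 42. Over the coding sequence in place of the promoter window, the S-phase median was −0.012, with 4 promoters higher and 4 lower.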

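Ranked by their ratio to *WT*, the 10 highest of the 103 CtrA-dependent promoters in the library labelled ∆*citA* all belonged to the G_1_-phase class, as did 19 of the highest 20, where 11.8 would follow from the sizes of the classes. The highest was CCNA_02931 (CC_2839) at 3.44-fold of *WT* (95% counting interval 3.31 to 3.57), with 459 RPM in its window against 134 in *WT* cells. It was followed by CCNA_02061 at 2.26-fold (2.15 to 2.37) and CCNA_01186 (CC_1128) at 2.15-fold (2.06 to 2.25). The window of CCNA_02061 was assigned by its position on the start of that gene, since the deposited table leaves its name blank and gives the opposite strand, and the paper's source data names it *clpP*. *fljM*, a flagellin gene, stood at 1.89-fold, *hfiA*, an inhibitor of holdfast synthesis, at 1.87-fold, *flaY* at 1.77-fold and *perP*, which encodes a periplasmic protease of polar development, at 1.72-fold. After *pilA* came CCNA_03120 and CCNA_00888 at 1.67-fold each. Of all 3798 promoters, the highest 10% began at 1.32-fold and held 29 of the 61 G_1_-phase promoters (6.1 expected from the size of the list) and 1 of the 42 S-phase promoters (4.2 expected). These expected numbers take no account of occupancy, and the ratio went up with it across promoters (Spearman's rho 0.680). The G_1_-phase median exceeded the S-phase median by 0.21 on the log_2_ scale. This difference was larger than in 99.99% of 10000 random reassignments of the 103 promoters to the classes. The reassignments take no account of occupancy either. Random lists matched on it already had middle values of 0.14 for the G_1_-phase and 0.07 for the S-phase class, so a part of the difference goes with occupancy.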

Interestingly, the promoters with the highest change in abundance of RNAP in *citA* cells when compared with *WT* cells are those that are activated by CtrA in G_1_-phase (Figure 5F, Figure 5—figure supplement 1D; Delaby et al., 2019; Fumeaux et al., 2014; Schrader et al., 2016). This is exemplified by traces of RNAP occupancy in *WT* and *citA* mutant cells on well characterized G_1_-promoters of *sciP*, *pilA*, and *hfsJ* (Figure 5G).

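At *sciP*, *pilA* and *hfsJ* the RNAP peak near the start of the CDS was higher in the library labelled ∆*citA* than in *WT* cells. Within the 400-bp window, the highest 20-bp bin at *sciP*, an inhibitor of CtrA-dependent transcription (CDS start at 1026439), held 51.0 RPM in the library labelled ∆*citA*, 30.7 in *WT* cells and 58.9 in *relA’-FLAG* cells. At *pilA*, the pilin gene (start at 3198702 on the minus strand), the highest bin held 67.4 RPM in the library labelled ∆*citA* and 39.4 in *WT* cells within the CDS. The highest bin there in *relA’-FLAG* cells, 77.2 RPM, lay upstream of the CDS at 3198801, where the library labelled ∆*citA* had 60.4 and *WT* cells 27.4. At *hfsJ*, a glycosyltransferase of holdfast synthesis (start at 106230 on the minus strand), the highest bin held 72.5 RPM in the library labelled ∆*citA*, 28.8 in *WT* cells and 58.2 in *relA’-FLAG* cells. The library labelled ∆*citA* was above *WT* in 20 of the 20 bins of the window at *sciP*, in 20 of 20 at *pilA* and in 16 of 20 at *hfsJ*. Over the whole 400-bp window the deposited values give 1.56-fold at *sciP* (95% counting interval 1.49 to 1.63), 1.68-fold at *pilA* (1.61 to 1.75) and 1.63-fold at *hfsJ* (1.55 to 1.70).

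Of the S-phase promoters drawn in the same panel, *fliQ*, a gene of the flagellar export apparatus (start at 1233504), had a highest bin of 37.6 RPM in the library labelled ∆*citA*, 33.3 in *WT* cells and 33.1 in *relA’-FLAG* cells. Its window ratio was 1.01-fold (0.964 to 1.06). *ccrM*, the DNA methyltransferase gene (start at 399713 on the minus strand), had 20.1, 22.9 and 46.3 within its 400-bp window. Over the whole drawn range of *ccrM* the highest bins held 23.9, 26.7 and 46.3 in the same order. The library labelled ∆*citA* was above *WT* in 1 of the 20 bins of the *ccrM* window, and the window ratio was 0.886-fold (0.836 to 0.939). On the log_2_ scale this ratio is −0.17, and the 20-kb bin of the chromosome around *ccrM* itself stood at −0.22.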

To see whether this effect is specific to the *citA* mutant phenotype or a generalized response of a cellular G_1_ block, we used a control strain harboring a *relA’-FLAG* under the control of a promoter that is inducible by xylose. When induced, the resulting cells exhibit a G_1_ arrest similar the ∆*citA* strain . Tracking RNAP occupancy by ChIP-Seq revealed an increase of binding on CtrA-regulated promoters, but without preference for the G_1_-phase and S-phase promoter classes (Figure 5F). It is also important to note that global analysis of RNAP binding on all promoters in pairwise comparison between *relA’-FLAG* cells and *WT* cells or ∆*citA* cells (with a R^2^ of 0.83 and 0.81, respectively) showed poor correlation (Figure 5F; Figure 5—figure supplement 1D). Thus, although RNAP occupancy under ectopic (p)ppGpp production leads to an enrichment on both classes of CtrA-dependent promoters, the changes induced by the *citA* mutation, at least on the level of RNAP occupancy, are restricted to G_1_-phase promoters. 

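RNAP occupancy was at least 1.2-fold higher at 72 of the 103 CtrA-dependent promoters in *relA’-FLAG* cells, 45 of 61 in the G_1_-phase class and 27 of 42 in the S-phase class, and 1.2-fold lower at 0. The median log_2_ ratio to *WT* was 0.49 for G_1_-phase promoters (95% counting interval 0.47 to 0.51) and 0.39, or 1.31-fold, for S-phase promoters (interval 0.36 to 0.43). Among G_1_-phase promoters the highest were CCNA_03191 at 3.13-fold (3.00 to 3.26), CCNA_01186 at 2.57-fold and CCNA_02931 at 2.34-fold, followed by *fljM* at 2.27-fold, *sciP* at 2.22-fold, *perP* at 2.06-fold, *hvyA* at 2.04-fold, CCNA_02534 at 2.01-fold, CCNA_03120 at 1.94-fold and the diguanylate cyclase gene *dgcB* at 1.87-fold. Among S-phase promoters they were CCNA_02901 at 2.39-fold (2.28 to 2.51), *socA*, the antitoxin gene of the SocAB pair, at 2.21-fold, *flbT* at 2.03-fold, CCNA_00439 at 1.91-fold and CCNA_00438, whose window overlaps that of CCNA_00439, at 1.88-fold. *ctrA* had a log_2_ ratio of 0.91 and *ccrM* one of 0.71, whereas the lowest S-phase promoters were *fliI* (−0.13), *fliQ* (−0.04), CCNA_03269 (−0.03), CCNA_03033 (−0.00) and *dgrB* (0.01), whose window overlaps that of CCNA_03269. The lowest G_1_-phase promoters were CCNA_00888 (−0.21), CCNA_00065 (−0.18), CCNA_01768 (−0.02), the pilus gene *cpaL* (0.00) and CCNA_02922 (0.02). The 20-kb bins of the chromosome around *fliI* and CCNA_00065 stood at −0.21 and −0.35, below these promoters, and that around CCNA_00888 at −0.05.

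Both class medians lay above nearly all random lists with matched occupancy: 100% of them for the G_1_-phase class, with a middle value of 0.16, and 99.97% for the S-phase class, with a middle value of 0.10. Over the coding sequence the medians were 0.30 and 0.14, with 14 of 42 S-phase promoters higher, and with the background subtracted they were 0.93 and 0.96. The highest 10 promoters of both classes were 7 of the G_1_-phase class and 3 of the S-phase class, and the highest 20 were 13 and 7. The highest 10% of all promoters held 22 G_1_-phase and 12 S-phase promoters, where 6.1 and 4.2 would follow from the list sizes. These expected numbers again leave out occupancy, with which the ratio went up (Spearman's rho 0.404). The G_1_-phase median exceeded the S-phase median by 0.10. That was more than in 85.5% of random reassignments of the promoters to the classes, which also leave out occupancy. This difference turned to −0.034 after subtraction of the background and to −0.030 with promoters of low occupancy left out, and over the coding sequence it was 0.17, above 98.7% of reassignments.

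**Figure D3:**
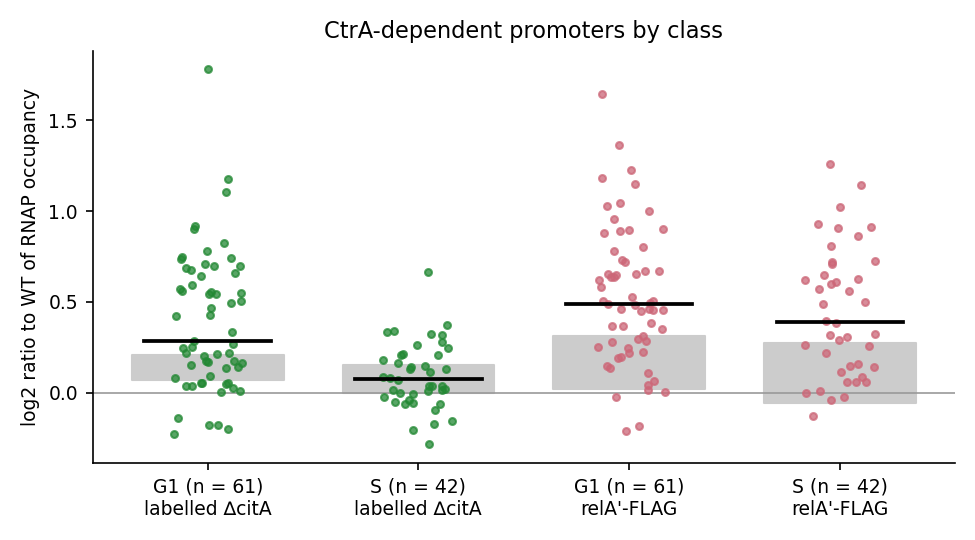
Log_2_ ratio to *WT* of RNAP occupancy (y axis) of each G_1_-phase and S-phase promoter (x axis, 1 point per promoter) in the library labelled ∆*citA* (green) and *relA’-FLAG* cells (red), with the class median (black line) and the central 95% of medians of random lists with matched occupancy (gray). The black line lies above the gray area for G_1_ in green (0.28) and for both classes in red (0.49 and 0.39), and inside it for S in green (0.08).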

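Across the 3798 promoters, log_2_ RNAP occupancy in *relA’-FLAG* cells had an R2 of 0.720 with *WT* cells and of 0.751 with the library labelled ∆*citA*, while the library labelled ∆*citA* had an R2 of 0.920 with *WT* cells. Promoters are not independent replicates, and each R2 compares 1 library with 1 other. Occupancy was at least 1.2-fold higher at 995 promoters and lower at 878 in *relA’-FLAG* cells, and higher at 625 and lower at 530 in the library labelled ∆*citA*. The highest folds in *relA’-FLAG* cells, among promoters whose higher library lay above the median promoter, were at CCNA_00481 (4.81-fold of *WT*), CCNA_01863 (4.31-fold), which shares its window with CCNA_01864 (4.06-fold), CCNA_03176 (4.24-fold), and CCNA_00571 (3.77-fold), which shares its window with CCNA_00570 (3.63-fold). CCNA_03191 (3.34-fold from the 20-bp bins), CCNA_01840 (3.28-fold), CCNA_00615 (3.22-fold) and CCNA_00482 (3.15-fold), whose window overlaps that of CCNA_00481, followed. Of these, CCNA_00615 alone was over 1.5-fold in the library labelled ∆*citA* (1.73-fold). The lowest in *relA’-FLAG* cells were the neighbours CCNA_00722 (0.295-fold), CCNA_00723 (0.358-fold) and CCNA_00721 (0.500-fold), whose windows overlap that of CCNA_00722, the chaperone gene *dnaK* (0.421-fold), CCNA_00276 (0.438-fold) with *dapE* of lysine synthesis (0.452-fold) in the same window, the transcript cleavage factor gene *greB* (0.455-fold), CCNA_02341 (0.466-fold) with CCNA_02340 (0.489-fold) in an overlapping window, and CCNA_03152 (0.485-fold). CCNA_00722 stood at 1.44-fold in the library labelled ∆*citA*, *greB* at 1.77-fold and CCNA_02341 at 1.48-fold.

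In the library labelled ∆*citA* the highest folds over all promoters were at CCNA_02931 (3.47-fold from the 20-bp bins) and the next gene downstream of it, CCNA_02930 (3.41-fold), then CCNA_03147 (2.78-fold), CCNA_02779 (2.59-fold), CCNA_02061 (2.38-fold), *zwf*, the glucose-6-phosphate dehydrogenase gene (2.37-fold), CCNA_02114 (2.30-fold), CCNA_02200 (2.21-fold), CCNA_01186 (2.19-fold) and *flmH* (2.18-fold). *zwf* was also 2.88-fold in *relA’-FLAG* cells, while CCNA_03147 stood at 0.868-fold there, CCNA_02114 at 0.907-fold and *flmH* at 0.572-fold. The lowest were CCNA_00963 (0.563-fold), *ubiA* of ubiquinone synthesis (0.653-fold), CCNA_03139 (0.694-fold) and CCNA_03140 (0.726-fold) with overlapping windows, CCNA_00223 (0.733-fold), CCNA_00207 (0.740-fold), *kefB* (0.742-fold), CCNA_03596 (0.743-fold), CCNA_00077 (0.747-fold) and CCNA_00234 (log_2_ ratio −0.42). The last 6 of these lie near the replication origin, in 20-kb bins of the chromosome that themselves had log_2_ ratios of −0.23 to −0.31, so that most of each fall is shared with its surroundings. The log_2_ ratios of both comparisons had a Pearson r of 0.359 across promoters (Spearman's rho 0.429). Counting noise alone with the shared *WT* library gave a simulated r of 0.366 but a covariance of 0.000665, against 0.0449 observed. There were 342 promoters higher in both (164 expected from the counts in each) and 278 lower in both (123 expected). The *WT* library enters both ratios, and a single library cannot be split to remove its part from these counts.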

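Of 15 gene lists, cell cycle regulators and holdfast genes had medians above the central 95% of random lists with matched occupancy in *relA’-FLAG* cells, and protein quality control and xylose genes had medians below it. Of 24 cell cycle regulators 19 were at least 1.2-fold higher and 0 lower, with a median log_2_ ratio of 0.58 (above 99.9% of random lists). They included *gcrA*, a master regulator of S-phase genes (2.42-fold from the 20-bp bins), *sciP* (2.28-fold), the flagellar placement gene *tipF* (2.18-fold) and *perP* (2.12-fold). Of these 24 genes 7 also belong to the CtrA-dependent classes above. Of 16 holdfast genes 8 were higher and 1 lower (median 0.29, above 98.5%), among them *hfaE* (1.74-fold), *hfsJ* (1.51-fold), *hfsD* (1.51-fold) and *hfsA* (1.51-fold), whose windows overlap, and 5 of the 16 belong to the CtrA-dependent classes. Of 11 chaperone and protease genes of protein quality control 6 were lower and 2 higher (median −0.47, below 100% of random lists, whose middle value was 0.24). Members of this list were found by gene symbol, so genes named here only by locus tag were not counted. Among the 11, the 4 lowest were *dnaK* (0.421-fold), *dnaJ* (0.553-fold), *clpB* (0.628-fold) and *grpE* (0.666-fold), all chaperone genes. The protease gene *lon* was also lower (30.5 RPM per bin against 44.5 in *WT* cells), while the protease subunit gene *clpX* was higher (56.9 against 39.9). Of 6 xylose genes 3 were lower and 2 higher (median −0.30, above 1.26% of random lists), with *xylB* at 0.661-fold, *xylD* at 0.697-fold and *xylA* at 0.740-fold but *xylC* at 1.94-fold and *xylX*, the locus of the *relA’-FLAG* construct, at 1.64-fold. *xylX* stood at 1.76-fold in the library labelled ∆*citA* as well, so its rise is not particular to cells with the construct.

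In the library labelled ∆*citA* no list lay above the central 95% and 3 lay below it. Random lists draw genes independently, whereas genes of a list can be neighbours that share signal. The percentiles of gene lists in either strain are therefore descriptions, not rates expected by chance. Ribosomal protein genes had a median of 0.20 (above 0.125% of random lists, whose middle value was 0.38), with 10 of 26 higher and 0 lower, led by *rpsM* (1.61-fold) and *rpsJ* (1.42-fold). tRNA genes had a median of 0.17 (above 0.01%, middle value 0.33), with 14 of 44 higher. Xylose genes had a median of −0.13 (above 1.50%), with 1 higher (*xylX* at 1.76-fold), 1 lower and *xylD* at 0.793-fold. Mean occupancy, on which the random lists were matched, contains the value of the mutant library, and gene lists were not matched on *WT* occupancy. For the S-phase class in this library, that change moved the percentile from 55.1 to 90.6. The other medians in this library, all inside the central 95%, were −0.07 for 45 flagellum genes (9 higher, 4 lower), −0.04 for 15 chemotaxis genes, −0.03 for 14 pilus genes, 0.05 for holdfast, 0.12 for 18 cell division genes, 0.18 for cell cycle regulators (8 higher, 1 lower), −0.04 for 10 DNA replication genes, 0.00 for 8 genes of the TCA cycle with *citA* among them, 0.20 for 27 respiration genes (8 higher, with *cydA* at 1.87-fold and *ccoN* at 1.87-fold), 0.03 for 11 genes of RNAP and sigma factors, 0.19 for protein quality control (4 higher, with *lon* and *clpX* at 1.51-fold each) and 0.01 for 16 genes of nitrogen metabolism and the PTS. In *relA’-FLAG* cells the remaining medians, inside the central 95%, were 0.19 for ribosomal proteins, 0.26 for tRNA genes, 0.08 for flagellum (18 higher, 3 lower, with *fljK* at 2.31-fold), 0.22 for chemotaxis, −0.04 for pilus, 0.04 for cell division, −0.18 for DNA replication, −0.15 for the TCA cycle, 0.02 for respiration, 0.34 for RNAP and sigma factors and 0.17 for nitrogen metabolism and the PTS, where *glnA2* stood at 2.06-fold. With the trend along the chromosome removed, 5 lists in place of 3 lay below the central 95% in the library labelled ∆*citA*, and the medians of chemotaxis (0.05) and pilus (0.09) there and of pilus in *relA’-FLAG* cells (0.08) turned positive. In *relA’-FLAG* cells respiration then lay below the central 95% as well, above 1.08% of random lists in place of 4.28%.

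**Figure D4:**
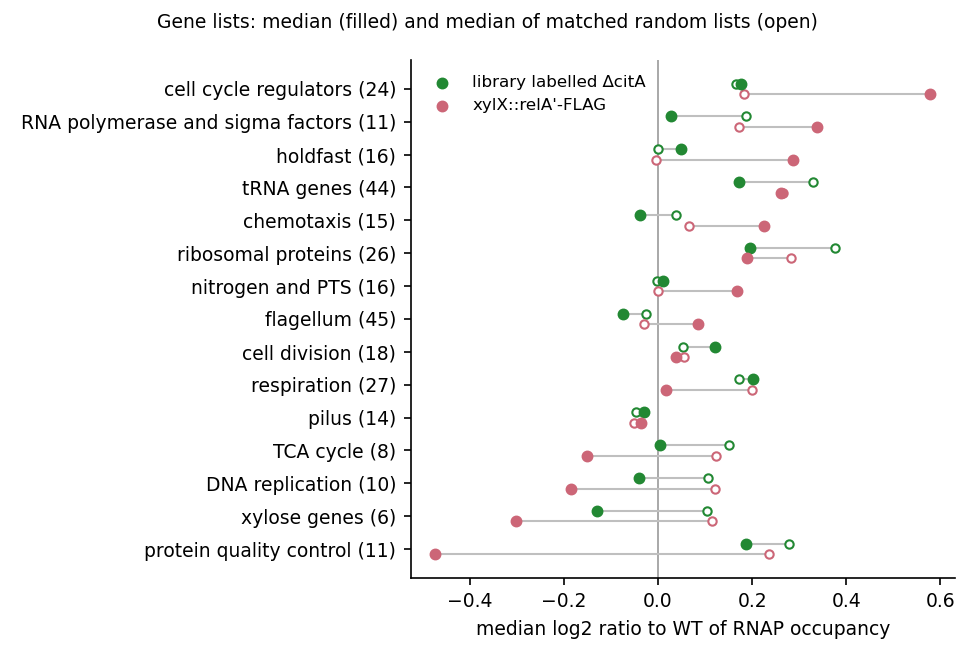
Median log_2_ ratio to *WT* of RNAP occupancy (x axis) of each gene list, with its number of genes (y axis), in the library labelled ∆*citA* (green, filled) and *relA’-FLAG* cells (red, filled), beside the middle value of random lists with matched occupancy (open). The widest gap is that of protein quality control in red, −0.47 against 0.24.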

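The G_1_-phase class stood further above the S-phase class in the library labelled ∆*citA* than in *relA’-FLAG* cells, by 0.11 in the difference of median log_2_ ratios (95% counting interval 0.07 to 0.19). This difference was larger than in 89.8% of 10000 random reassignments of the promoters to the classes, which leave out occupancy. Promoter by promoter, 26 of the 61 G_1_-phase promoters were at least 1.2-fold higher in both strains, 6 in the library labelled ∆*citA* alone and 19 in *relA’-FLAG* cells alone, and 10 in neither. Of the 42 S-phase promoters 7 were higher in both, 1 in the library labelled ∆*citA* alone, 20 in *relA’-FLAG* cells alone and 14 in neither. The ratio was larger in *relA’-FLAG* cells at 37 of 42 S-phase promoters and at 40 of 61 G_1_-phase promoters. *hfiA*, with a log_2_ ratio of 0.37 in *relA’-FLAG* cells, and CCNA_00888 had the larger ratio in the library labelled ∆*citA*. CCNA_03191, with a log_2_ ratio of 0.05 in the library labelled ∆*citA*, *ccrM* and *ctrA* had the larger ratio in *relA’-FLAG* cells. The difference between the strains lay above the central 95% of reassignments under 3 of the 9 other ways of processing that can move it: 0.32 with the background subtracted, 0.24 with the trend along the chromosome removed and 0.35 with promoters of low occupancy left out. From the higher occupancy at both classes in *relA’-FLAG* cells and the rise at G_1_-phase promoters in *citA* mutant cells, the paper concludes that the changes caused by the *citA* mutation in RNAP occupancy concern the G_1_-phase class, unlike those under ectopic (p)ppGpp production.

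**Figure D5:**
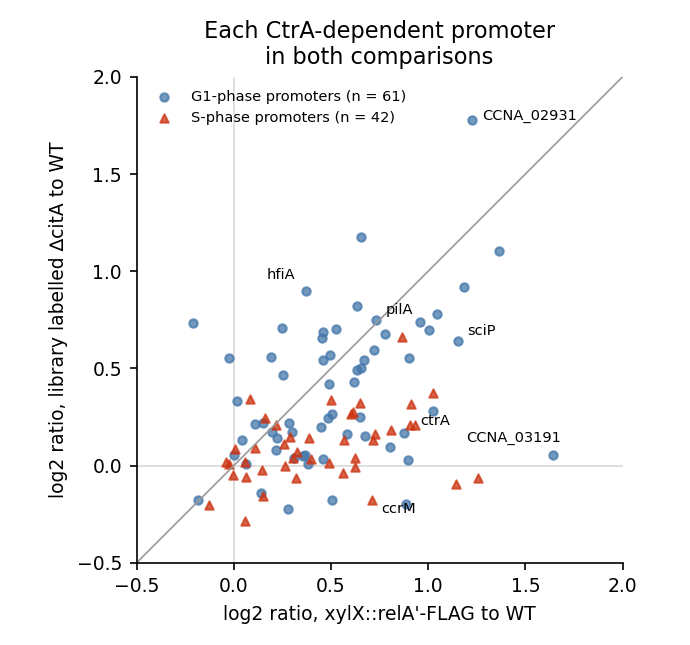
Log_2_ ratio to *WT* in the library labelled ∆*citA* (y axis) against that in *relA’-FLAG* cells (x axis) for 61 G_1_-phase (blue circles) and 42 S-phase (red triangles) promoters, 1 point per promoter, with the line of equal ratios in gray. All but 5 of the red triangles and 40 of the blue circles lie below the line.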

Interestingly, the LacZ promoter probe assays suggest that the *citA* mutation might also promote a transcriptional event after RNAP promoter recruitment.

### CitA and (p)ppGpp act antagonistically on CtrA

Immunoblotting experiments, using polyclonal antibodies to CitA, revealed that CitA is present at a constant level throughout the cell cycle (Figure 4—figure supplement 1F). This is consistent with RNA-Seq and ribosome profiling data showing that the levels of the citrate synthase (*citA*, *citB* and *citC*) transcripts and their association with ribosomes does not vary considerably during the cell cycle and that the *citA* transcript is more abundant than those of *citB* and *citC* (Schrader et al., 2016). As the cell cycle control function of CitA is not explained by changes in CitA abundance, other cell cycle signals or events probably affect CitA action. As the delay in the G_1_→S transition of *citA* mutant cells probably confers a reduced growth rate of the population (Figure 6—figure supplement 1A), we anticipated that the isolation of fast-growing suppressor mutants would reveal how the cell cycle defect of *citA* cells can be overcome. We therefore isolated spontaneous suppressor mutants by serially diluting ∆*citA* or *citA*::Tn cultures. After three days of serial dilution, we plated cells on PYE and isolated large colonies from the background of slower-growing *citA*::Tn or ∆*citA* colonies. The growth and morphology of these mutant cells is like that of *WT* cells (Figure 6—figure supplement 1A). Whole-genome sequencing of two *citA::*Tn and one ∆*citA* suppressor mutant revealed a different frameshift mutation in the same domain of the PEP-phosphotransferase protein encoded by the *ptsP* gene (*CCNA_00892*) (Ronneau et al., 2016; Sanselicio et al., 2015). PtsP resembles the first enzyme of a nitrogen-related PEP-phosphotransferase (PTS) protein homolog (EI^Ntr^ in Enterobacteria) and was shown to inhibit the hydrolase activity of SpoT, the bifunctional synthase/hydrolase of the (p)ppGpp alarmone (Ronneau et al., 2016).

We hypothesized that the PtsP frameshift mutation in the *citA* suppressor mutants eliminates or decreases PtsP function by affecting (p)ppGpp levels. Indeed, when the *citA::*Tn mutation was introduced into ∆*ptsP* or ∆*spoT* cells, the resulting double mutants grow faster in PYE broth than the ∆*citA* single mutant and have a higher EOP (Figure 6—figure supplement 1B). Importantly, the FACS profile of ∆*ptsP citA::*Tn or ∆*spoT citA::*Tn double mutant cells mirrors that of *WT* cells, indicating that loss of (p)ppGpp production indeed mitigates the effects caused by loss of CitA (Figure 6A), including the enhanced levels of CtrA ~P that are restored to WT levels in *citA*; *ptsP* double-mutant cells (Figure 5B, C, D and E). Quantification of radiolabeled (p)ppGpp extracted from *WT* and *citA* mutant cells grown in PYE did not reveal an increase in (p)ppGpp levels (Figure 6B), suggesting that inactivation of *citA* and the (p)ppGpp pathways converge on the same target. In addition, artificial (p)ppGpp production by expressing RelA’-FLAG enhances swarming motility in soft (0.3%) agar (Figure 5—figure supplement 1B), but the *citA* mutant does not show a commensurate increase, further reinforcing the notion that (p)ppGpp levels are not elevated in *citA* mutant cells when compared to *WT* cells.

**Figure 6.**
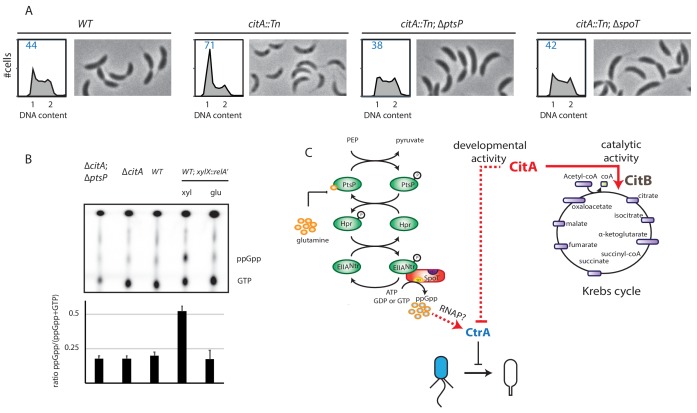
Absence of (p)ppGpp counteracts the ∆*citA* phenotype. (**A**) Flow cytometry profiles and phase contrast images of *WT* (MB1), *citA*::Tn (MB2622), ∆*spoT citA*::Tn (MB2413) and ∆*ptsP citA*::Tn (MB2426) cells. Genome content was analyzed by FACS during the exponential growth phase in PYE. (**B**) Intracellular levels of (p)ppGpp in *WT*, ∆*citA* (MB2529), ∆*citA*; ∆*ptsP* (MB2426) and (as a positive control) RelA’-FLAG-expressing cells (MB3282). Cells were cultivated in PYE. MB3282 was cultivated in PYE for 3 hours and, then, cultures were divided in two. Glucose 0.2% or xylose 0.3% was added to repress or induce the induction of *relA’-FLAG* for one hour. The TLC autoradiograph image shown in the upper part of the figure was used to calculate the ppGpp/(GTP+ppGpp) shown in the lower panel. Error bars represent the standard deviations of the means from three independent replicates. (**C**) Scheme of the Pts^Ntr^signalling pathway (Ronneau et al., 2016) Intracellular glutamine regulates the autophosphorylation of PtsP. Under nitrogen starvation, the glutamine pool drops, triggering PtsP phosphorylation that leads to an increase of phosphorylated EII^Ntr^. Once phosphorylated, EII^Ntr^ inhibits the hydrolase activity of SpoT, leading to the accumulation of (p)ppGpp, which acts as a positive regulator of CtrA and is bound by RNA polymerase (RNAP). The two functions of CitA are represented, one as a metabolic enzyme in the Krebs cycle and the other in the development of *C. crescentus* involving negative activity on CtrA that is independent of its catalytic activity. Dashed lines indicate that the suspected action on CtrA is indirect.

**Figure 6—figure supplement 1.**
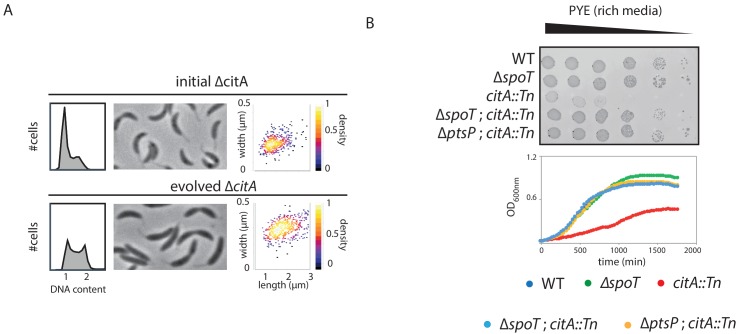
Bypass of the *citA* mutation by inactivation of *ptsP* or *spoT*. (**A**) FACS profiles and phase-contrast images of ∆*citA* (initial strain, upper part) or ∆*citA* after the evolution experiment (evolved strain, bottom part). Cells were exponentially grown in PYE and genome content was analyzed by FACS. The right part shows scatter plots of cell lengths and widths of each indicated population. (**B**) Spot EOP assays) dilution and growth curve of *WT* (MB1), ∆*spoT* (MB2403), *citA::Tn* (MB2622), ∆*spoT*; *citA::Tn* (MB2413) and ∆*ptsP*; *citA::Tn* (MB2426) cells. For spot dilution, cells were grown overnight in PYE, adjusted to OD_600nm_ ~0.5, and serially diluted on a rich PYE medium (upper part). For growth curve, cells were grown overnight in PYE, and a similar amount of each strain was used to inoculate PYE medium (bottom part).

We conclude that CitA acts negatively on CtrA ~P and that this action depends on the presence of (p)ppGpp.

## Discussion

### Convergence of positive regulation by (p)ppGpp and negative regulation by CitA

Ectopic induction of (p)ppGpp in *WT* cells delays the G_1_→S transition and prevents the concomitant turnover of CtrA. The augmentation of the G_1_ population when *citA* is inactivated and the stabilization of CtrA turnover perfectly mirror these effects. However, (p)ppGpp levels are not altered in the *citA* mutant, yet (p)ppGpp is absolutely required for the manifestation of the *citA* phenotype. On the basis of these results, we propose that CitA and the (p)ppGpp pathways converge to cause an increase in active CtrA (Figure 6C). Although we cannot exclude the hypothesis that CitA acts downstream of (p)ppGpp, a well-known transcriptional target of (p)ppGpp is RNAP (Hauryliuk et al., 2015). RNAP also seems to be a target of (p)ppGpp in alpha-proteobacteria (Delaby et al., 2019; Wells and Long, 2003), suggesting that the effect of (p)ppGpp on CtrA is mediated by a change in transcription. An active site in the cavity created by the alpha, beta' and omega subunits of RNAP binds (p)ppGpp (Hauryliuk et al., 2015). The observed accumulation of CtrA ~P in *citA* mutant cells and the increase in occupancy of RNAP at CtrA target promoters could result in effects that are comparable to the ectopic induction of (p)ppGpp.

As control of CtrA stability is mediated by the proteolytic adaptors CpdR, RcdA and PopA (Joshi and Chien, 2016), it is tempting to speculate that the *citA* mutation influences this pathway. However, the fact that the *citA*::Tn mutation was isolated as a suppressor from a ∆*tipN* ∆*cpdR* background already argues against this possibility. Moreover, we observed that the activities of the CtrA-dependent transcriptional reporters P*_pilA_-lacZ* and P*_hfsJ_-lacZ* are diminished in ∆*popA* and ∆*cpdR* mutant cells relative to those in *WT* cells (Figure 5—figure supplement 1E), whereas reporter activities in the *citA* mutant exceed *WT* levels. Thus, if the effects on CtrA in *citA* cells are mediated via CpdR/RcdA/PopA, then another pathway must also be affected to explain the observed effects on CtrA ~P.

### CitA as a cell cycle checkpoint

By affecting CtrA, arguably the master regulator of the *C. crescentus* cell cycle, CitA is perfectly positioned to integrate central energy metabolism with cell cycle transcriptional regulation. This function is unique to CitA, as expression of the paralog CitB from *C. crescentus* or the GltA ortholog from *E. coli* in ∆*citA* cells does not restore cell cycle control, even though both enzymes exhibit efficient citrate synthase activity in an *E. coli* reporter system. Our finding that addition of glutamine does not rescue the developmental problem of a ∆*citA* strain and that metabolite extractions from *citA* mutant cells grown on PYE do not reveal a major perturbance in the levels of tricarboxylic acids, provide further support for the conclusion that the *citA* mutant phenotype is not simply caused by a metabolic deficiency of blocked citrate production. Complementation analysis with catalytically inactive CitA variants revealed that they still confer cell cycle control functions. Moreover, other TCA cycle enzymes are essential for viability in *C. crescentus* (Christen et al., 2011) Figure 3, presumably because TCA products are essential during growth on PYE. Thus, the apparent redundancy in citrate synthase activities may have allowed the appropriation of CitA to control the cell cycle, as a checkpoint regulator and ‘moonlighting’ or ‘trigger’ enzyme.

Other bacterial lineages also encode multiple citrate synthases, and even within the Rhizobia, symbiotic relatives of *C. crescentus*, genera with three *citA* paralogs are often found (Figure 3—figure supplement 1C). The requirement of citrate synthase in virulence and development has been noted in other bacteria. Recently, the GltA citrate synthase from *Klebsiella pneumoniae* was identified as a virulence determinant (Vornhagen et al., 2019) that is required for replication in different organs, despite the presence of a GltA paralog in the genome. In addition, TCA cycle proteins have been implicated in conferring persister (non-growing) traits in *Staphylococcus aureus* cells that protect them against bacteriocidal antibiotics (Zalis et al., 2019). This finding aligns well with our observation that the non-replicative G_1_-phase population is increased in *C. crescentus citA* mutants.

Developmental roles have also been described for citrate synthase in other bacteria. *B. subtilis* cells that lack citrate synthase sporulate poorly (Ireton et al., 1995) and a citrate synthase mutant of *Streptomyces coelicolor* is impaired in aerial mycelium formation (Viollier et al., 2001). Importantly, while the growth defect of the citrate synthase mutant in *S. coelicolor* on minimal medium was suppressed by the addition of glutamate, development remains perturbed. Thus, developmental events in bacteria may be controlled by switches, and central metabolic enzymes serve as ideal checkpoint mechanisms that couple developmental gene expression to central energy metabolism.

Eukaryotic cells, such as those of *Saccharomyces cerevisiae*, restrict citrate synthase paralogs to different compartments of the cell. CIT1 is located in the mitochondria where it participates in the TCA cycle, while CIT2 is located in the peroxisome, where it acts in the glyoxylate cycle (Kim et al., 1986; Rosenkrantz et al., 1986). In *Podospora anserina*, a citrate synthase mutant strain exhibits a developmental phenotype that impairs meiosis independently of its catalytic citrate synthase activity (Ruprich-Robert et al., 2002), reminiscent of our finding highlighting alternate functions of citrate synthases in cell cycle control of another domain of life.

### Metabolic fluctuations during the *C. crescentus* cell cycle

The regulatory role of moonlighting enzymes raises the question of whether metabolic changes occur during the bacterial cell cycle to direct developmental changes, perhaps using moonlighting enzymes as sensors. Evidence has been provided that the cellular redox potential changes as a function of the *C. crescentus* cell cycle (Narayanan et al., 2015), and a recent study revealed that glutathione and many unknown metabolites fluctuate in accordance with the cell cycle (Hartl et al., 2020). The oxidoreductase homolog KidO is an NADH-binding protein that is present in the G_1_-phase and during cell constriction. KidO is bifunctional, acting as cell division inhibitor that binds FtsZ and as a negative regulator of the CtrA activation pathway (Radhakrishnan et al., 2010). Interestingly, another division regulator that functions as a moonlighting enzyme and that is degraded in a ClpXP and CpdR-dependent manner has been identified: the glutamate dehydrogenase GdhZ whose activity is modulated by glutamate and NADH (Beaufay et al., 2015). The fact that KidO and GdhZ, two NAD(H) binding proteins, and CitA, an active citrate synthase, execute cell cycle control functions, indicates that *C. crescentus*, and probably other bacteria, integrate cell cycle control with central cellular metabolism (at multiple levels) using different checkpoint regulators derived from metabolic enzymes.

The moonlighting functions of KidO, GdhZ and CitA are not apparent by analysis of their primary structure. Although GdhZ was discovered as an interaction partner of FtsZ in a yeast two-hybrid screen (Beaufay et al., 2015), the genes encoding KidO and CitA both emerged from a forward genetic selection for cell cycle mutants that restore activity of the CtrA-regulated promoter P*_pilA_* that fires in G_1_-phase (Radhakrishnan et al., 2010). As CtrA targeted promoters include not only those controlling expression of envelope and developmental functions, but also those controlling metabolic functions (Fiebig et al., 2014; Fumeaux et al., 2014; Laub et al., 2000), it is appealing to speculate that the molecular and genetic interplay between metabolism and cell cycle control is much more profound than anticipated, at least in *C. crescentus* and related bacteria.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Caulobacter crescentus* NA1000)	*Caulobacter crescentus* NA1000	Evinger and Agabian; PMID:334726		See Supplementary file 1
Antibody	CtrA Rrabbit polyclonal	Delaby et al., 2019 PMID:31598724	CtrA antibody are home-made raised against the full-length protein of *C. crescentus*.	Immunoblot: 1/5000 dilution. Figure 4—figure supplement 1
Antibody	CitA Rrabbit polyclonal	This study	CitA antibody are home-made raised against the full-length protein of *C. crescentus.*	Immunoblot: 1/5000 dilution Figure 4—figure supplement 1
Antibody	*E. coli* RNA Polymerase Antibody Sampler Kit Mouse monoclonal	Biolegend	699907	Mix 1:1:1:1 between all sera. ChIP-Seq: 1/500 dilution, Figure 5
Commercial assay or kit	Phos-tag	FUJIFILM Wako Chemicals	Distributor 300–93523 Manufacturer AAL-107M	25 μM final, Figure 5
Chemical compound	H332PO4	Hartmann Analytic	Cat n° P-RB-1	
Chemical compound	Acetonitrile OPTIMA LC/MS grade	Fisher Scientific	A955-212	
Chemical compound	Methanol OPTIMA LC/MS grade	Fisher Scientific	A456-212	
Chemical compound	Water LC/MS grade	Fisher Scientific	W/0112/17	
Chemical compound	Formic acid	Biosolve	069141	
Chemical compound	Ammonium hydroxide solution 25%	Sigma-Aldrich	30501	
Chemical compound	Mass Spectrometry Metabolite Library	Sigma-Aldrich	MSMLS-1EA	
Chemical compound	Major Mix IMS TOF calibration kit	Waters	186008113	
Chemical compound	Leucine Enkephalin	Waters	700004768–1	Waters TOF G2-S Sample Kit −2 (700008892)
Software, algorithm	UNIFI V.1.9.3	Waters		
Software, algorithm	Progenesis QI v2.3	Nonlinear Dynamics, Waters		
Software,algorithm	SIMCA-P 15.0	Umetrics		
Software, algorithm	MicrobeJ	Ducret, 2017 PMID:27572972		
Software, algorithm	SeqMonk	Babraham Bioinformatics Institute	V1.40.0	
Other	Polyethyleneimine (PEI) plate	Sigma-Aldrich	Ref Z122882-25EA	Figure 6
Other	Merck SeQuant ZIC-pHILIC column (150 × 2.1 mm, 5 µm)	Merck Millipore	1504600001	
Other	Merck SeQuant ZIC-pHILIC Guard kit (20 × 2.1 mm, 5 µm)	Merck Millipore	1504380001	

### Strains and growth conditions

Strains, plasmids and oligos are listed in Supplementary files 1, 2 and 3. *C. crescentus* NA1000 (Marks et al., 2010) and derivatives were cultivated at 30°C in peptone yeast extract (PYE)-rich medium (2 g/L bactopeptone, 1 g/L yeast extract, 1 mM MgSO_4_, and 0.5 mM CaCl_2_) or in M2 minimal salts supplemented with 0.2% glucose (M2G, 0.87 g/L Na_2_HPO_4_, 0.54 g/L KH_2_PO_4_, 0.50 g/L NH_4_Cl, 0.2% [wt/vol] glucose, 0.5 mM MgSO_4_, 0.5 mM CaCl_2_, and 0.01 mM FeSO_4_) (Ely, 1991). *E. coli* S17-1 *λpir* (Simon et al., 1983) and EC100D (Epicentre Technologies, Madison, WI) cells were grown at 37°C in Lysogeny Broth (LB)–rich medium (10 g/L NaCl, 5 g/L yeast extract, and 10 g/L tryptone). When appropriate, media were supplemented with antibiotics at the following concentrations (µg/mL in liquid/solid medium for *C. crescentus* strains; μg.mL^−1^ in liquid/solid medium for *E. coli* strains): kanamycin (5/20 μg.mL^−1^; 20/20 μg.mL^−1^), tetracycline (1/1 μg.mL^−1^; not appropriate), spectinomycin and streptomycin 5 μg.mL^−1^ (in solid medium for *C. crescentus* only) (25/25 μg.mL^−1^; 30/90 μg.mL^−1^), gentamycin (1/1; 10/25 μg.mL^−1^), aztreonam (in solid medium only) (2.5 μg.mL^−1^) and colistin (4 μg.mL^−1^). PYE plates containing 3% sucrose were used to select for loss of pNTPS138-derived plasmids by recombination when constructing mutants by double recombination. When needed, for *C. crescentus*, D-xylose was added at 0.3% final concentration, glucose at 0.2% final concentration. Glutamine was used at 9.3 mM final in liquid and solid medium.

Swarmer cell isolation, electroporations, biparental matings (intergeneric conjugations) and bacteriophage ϕCr30-mediated generalized transductions were performed as described previously (Ely and Johnson, 1977) with slight modifications. Briefly, swarmer cells were isolated by Percoll density-gradient centrifugation at 4°C, followed by three washes and final re-suspension in pre-warmed (30°C) PYE. Electroporation was done from 1 mL overnight culture that had been washed three times in sterile water. Biparental mattings were done using exponential phase *E. coli* S17-1 donor cells and *C. crescentus* recipient cells washed in PYE and mixed at 1:3 ratio on a PYE plate. After 4–5 hr of incubation at 30°C, the mixture of cells was plated on PYE harboring aztreonam (to counter select *E. coli*) and the antibiotic that the conjugated plasmid confers resistance to. Generalized transductions using ϕCr30 were carried out by mixing 50 μL ultraviolet-inactivated ϕCr30 lysate with 500 μL stationary phase recipient cells, incubating for 2 hours, followed by plating on PYE-containing antibiotic to select for the transduced DNA.

### Metabolite extraction

For metabolite extraction, *C. crescentus* cells were grown overnight at 30°C in PYE medium and diluted to reach an OD_600nm_ ~ 0.4. Ten mL of cell culture were centrifuged at 2000 g for 5 minutes at 4°C. Metabolism was then quenched by resuspending the pellet in 1 mL of precooled methanol/H_2_O (80:20 [vol/vol], kept at ~ −20°C). Cells were subjected to lysis by five thaw/freeze (40°C /–80°C) cycles. Cellular debris was removed by centrifugation at 17,000 g for 20 minutes at 4°C. Metabolite extracts were kept at −80°C prior to analysis on LC-MS. Bacterial biomass of individual samples was determined for normalization. The supernatants were completely evaporated using a SpeedVac (ThermoFisher, Langenselbold, Germany) and metabolite extracts were reconstituted in 100 µL acetonitrile:H_2_O 50:50. Quality control (QC) and diluted QC (dQC, diluted by 50%) samples were prepared by pooling equivalent volumes of all reconstituted samples and injected at a regular interval of five samples to assess analytical variability.

### Liquid chromatography–high resolution mass spectrometry (LC-HRMS) analysis

LC experiments were performed on a Waters H-Class Acquity UPLC system composed of a quaternary pump, an auto-sampler including a 15 μL flow-through-needle injector and a two-way column manager (Waters, Milford, USA) for which temperatures were set at 7°C and 40°C, respectively. The injected volume was 10 μL. Samples were analyzed with a hydrophilic liquid interaction chromatography (HILIC) SeQuant Zic-pHILIC column (150 × 2.1 mm, 5 μm) and the appropriate guard kit. For mobile phases, solvent A was acetonitrile and solvent B was H_2_O containing 2.8 mM ammonium formate adjusted to pH 9. Column flow rate was set at 300 µL.min^−1^. The following gradient was applied: 5% B for one minute, increased to 51% B over 9 minutes, holding for 3 minutes at 51% B and then returning back to 5% B in 0.1 min and re-equilibrating the column for 6.9 min. The UPLC system was coupled to a TWIMS-QTOF high resolution HRMS (Vion, Waters, Manchester, UK) through an electrospray ionization (ESI) interface. Analyses were performed in negative ESI mode, and continuum data in the range of 50–1000 m/z were acquired with a scan time of 0.2 s. The ESI parameters were set as follows: capillary voltage was −2.0 kV, source and desolvation temperatures were set at 120°C and 500°C, respectively, cone and desolvation gas flow were 50 and 800 L/h, respectively. Velocity and height of StepWave1 and StepWave2 were set to 300 m/s and 5 V and to 200 m/s and 30 V, respectively. The high definition MS^E^ (HDMS^E^, using ion mobility) settings consisted of trap wave velocity at 100 m/s; trap pulse height A at 10 V; trap pulse height B at 5 V; IMS wave velocity at 250 m/s; IMS pulse height at 45 V; wave delay set at 20 pushes; and gate delay at 0 m/s. Gas flows of ion mobility instrument were set to 1.60 L/minute for trap gas, and 25 mL/min for IMS gas. Buffer gas was nitrogen. Fragmentation was performed in HDMS^E^ mode. For the collision energy, 6.0 eV was used for low energy and high energy was a ramp from 10 to 60 eV. Nitrogen was used as collision gas. Leucine-encephalin served as a lock-mass (554.2615 m/z for ESI-) infused at 5 minute intervals. The CCS and mass calibration of the instrument were done with the calibration mix ‘Major mix IMS-TOF calibration’ (Waters, Manchester, UK). UNIFI v1.9.3 was used for data acquisition and data treatment.

### Analysis of raw LC-MS data

Run alignment, peak picking, adduct deconvolution and feature annotation were sequentially performed on Progenesis QI v2.3 (Nonlinear Dynamics, Waters, Newcastle upon Tyne, UK). Detected peaks were annotated with regard to a set of pure reference standards (MSMLS Library of Standards, Sigma-Aldrich) measured under the experimental conditions described previously (Pezzatti et al., 2019b). The following tolerances were used: 2.5 ppm for precursor and fragment mass, 10% for retention time (Rt), and 5% in the case of collisional cross section (CCS). Data processing was achieved by SUPreMe, which is in-house software with capabilities for drift correction, noise filtering and sample normalization. Finally, data were transferred to SIMCA-P 15.0 software (Umetrics, Umea, Sweden) for multi-variate analysis (MVA).

### Microscopy and image analysis

Exponential phase *C. crescentus* cells cultivated in PYE were immobilized on a thin layer of 1.2% agarose. For *C. crescentus* time-lapse imaging, cells were first synchronized by Percoll density-gradient centrifugation and then immobilized on a thin layer of 1.2% agarose in PYE. Fluorescence and contrast microscopy images were taken with a phase contrast objective (Zeiss, alpha plan achromatic 100X/1.46 oil phase 3) on an Axio Imager M2 microscope (Zeiss), with appropriate filter (Visitron Systems GmbH) and a cooled CCD camera (Photometrics, CoolSNAP HQ2) controlled through Metamorph (Molecular Devices). Images were acquired and processed with ImageJ via Fiji software (Schindelin et al., 2012; Schneider et al., 2012). To perform cell segmentation and tracking, images were processed using MicrobeJ (Ducret et al., 2016). Statistics were performed on experiments performed in triplicate representing more than 300 cells.

### ChIP-SEQ

Mid-log phase cells were cross-linked in 10 mM sodium phosphate (pH 7.6) and 1% formaldehyde at room temperature (RT) for 10 minutes and on ice for 30 minutes thereafter, washed three times in phosphate-buffered saline (PBS) and lysed in a Ready-Lyse lysozyme solution (Epicentre Technologies) according to the manufacturer’s instructions. Lysates were sonicated in an ice-water bath (15 cycles of 30 seconds ON, 30 seconds OFF) to shear DNA fragments to an average length of 0.3–0.5 kbp and cleared by centrifugation at 14,000 rpm for 2 minutes at 4°C. Lysates were normalized by protein content, diluted to 1 mL using ChIP buffer (0.01% SDS, 1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris-HCl [pH 8.1]), 167 mM NaCl plus protease inhibitors (Roche, Switzerland) and pre-cleared with 80 μl of protein-A agarose (Roche) and 100 μg BSA. To immunoprecipitate the chromatin, 2 µL of a mixed of RNA polymerase antibody sampler kit (ratio 1:1:1:1, Biolegend) were added to the supernatant, incubated overnight at 4°C with 80 μL of protein-A agarose beads pre-saturated with BSA. The immunoprecipitate was washed once with low salt buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl [pH 8.1] and 150 mM NaCl), high salt buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl [pH 8.1] and 500 mM NaCl) and LiCl buffer (0.25 M LiCl, 1% NP-40, 1% sodium deoxycholate, 1 mM EDTA and 10 mM Tris-HCl [pH 8.1]), and twice with TE buffer (10 mM Tris-HCl [pH 8.1] and 1 mM EDTA). The protein–DNA complexes were eluted in 500 μL freshly prepared elution buffer (1% SDS and 0.1 M NaHCO_3_), supplemented with NaCl to a final concentration of 300 mM and incubated overnight at 65°C to reverse the crosslinks. The samples were treated with 2 μg of Proteinase K for 2 hours at 45°C in 40 mM EDTA and 40 mM Tris-HCl (pH 6.5). DNA was extracted using phenol:chloroform:isoamyl alcohol (25:24:1), ethanol precipitated using 20 μg of glycogen as carrier and resuspended in 100 μL of water.

Immunoprecipitated chromatin was used to prepare barcoded libraries for deep-sequencing at Fasteris SA (Geneva, Switzerland). ChIP-Seq libraries were prepared using the DNA Sample Prep Kit (Illumina) following the manufacturer’s instructions. Single-end runs were performed on an Illumina Genome Analyzer IIx or HiSeq2000, 50 cycles were read and yielded several million reads. The single-end sequence reads stored in FastQ files were mapped against the genome of Caulobacter crescentusNA1000 (NC_011916) and converted to SAM using BWA and SAM tools from the galaxy server (https://usegalaxy.org/). The resulting SAM was imported into SeqMonk (http://www.bioinformatics.babraham.ac.uk/projects/seqmonk/, version 0.21.0) to build sequence read profiles. The initial quantification of the sequencing data was done in SeqMonk: the genome was subdivided into 20-bp probes, and for every probe, we calculated a value that represents the number of reads that occur within the probe (using the Read Count Quantitation option). The heatmaps represent the abundance of RNA polymerase 200 bp upstream and 200 bp after the beginning of the CDS of the gene that belongs to the CtrA regulon, as determined in previous studies (Fumeaux et al., 2014; Schrader et al., 2016). Sequence data have been deposited in the Gene Expression Omnibus (GEO) database (GSE144533).

### Detection of (p)ppGpp

(p)ppGpp levels were determined using a protocol adapted from a previous study by Lesley and Shapiro (2008). Briefly, strains were grown in PYE medium, and 1 mL normalized at OD_600_ of 0.4 was centrifuged for 3 minutes at 10,000 RPM and resuspended in 250 μl of PYE. A final concentration of 20 μCi of H_3_^32^PO_4_ (Hartmann Analytic) was added to the cultures, and the cells were incubated for 120 minutes at 30°C with agitation, before being fixed by the addition of 2M formic acid. As a positive control, a culture of NA1000 expressing *relA’-FLAG* under the control of the *xylX* promoter was grown in PYE for 3 hours, then xylose or glucose was added to induce or repress, respectively, the expression of *relA’-FLAG* for 120 minutes. All cell extracts were kept on ice for 30 min and then centrifuged for 5 minutes, and 8 × 2 μl of the supernatant (16 μl total) was spotted onto a polyethyleneimine (PEI) plate (Sigma-Aldrich). The PEI plate had been soaked in sterile distilled water overnight and dried at room temperature before spotting. The plate was developed in 1.5 M KH_2_PO_4_ (pH 3.4) in a saturated thin-layer chromatography (TLC) chamber for approximately 180 min and dried at RT. Nucleotides were detected via a phosphorimaging system (Tritium screen). ppGpp, and GTP were identified on the basis of their retardation factor (*R_f_*) and by comparison with a standard for GTP. Spots were quantified using ImageJ software.

### Phos-tag polyacrylamide gel electrophoresis (PAGE)

To determine the in vivo phosphorylation of CtrA, strains were grown to mid‐log phase (OD_600nm_ around 0.4), and 1 mL of cells were pelleted at 20,000 g at 4°C for 5 minutes. Pellets were resuspended in 75 µL TE buffer (10 mM Tris-HCl [pH 8.0] and 1 mM EDTA) followed by the addition of 75 µL loading buffer 2X (0.25 M Tris [pH 6.8], 6% [wt/vol] SDS, 10 mM EDTA, 20% [vol/vol] glycerol) containing 10% (vol/vol) β-mercaptoethanol. Samples were normalized for equivalent loading using OD_600nm_. Some samples were boiled by heating at 90°C for 10 minutes. Samples were stored on ice for a short time (<10 minutes) prior to loading onto Phos‐tag acrylamide gels.

Phos‐tag SDS‐PAGE gels were prepared with 25 μM Phos‐tag acrylamide and 50 μM MnCl_2_. All gels were run at 4°C under constant voltage (80 V). Before transfer by blotting, gels were washed three times for 10 minutes in transfer buffer containing 10 mM EDTA at 4°C to remove Mn^2+^ from the gel and once with transfer buffer without EDTA at 4°C. Blots were revealed by immunodetection using Western Blot Signal Enhancer (Thermo Pierce) after incubation with rabbit anti‐CtrA (1:5000) primary antibodies and a polyclonal donkey anti-rabbit HRP conjugated secondary antibody (Jackson ImmunoResearch). Band intensities were analyzed using ImageJ. The total CtrA content was determined using a control gel that did not contain Phos‐tag, whereas phosphorylated and non-phosphorylated forms of CtrA were estimated from the gel containing Phos‐tag using two independent biological replicates.

### CtrA stability measurements by chloramphenicol chase

To measure protein stability in vivo, cells were grown to mid‐log phase (OD_600nm_ of ca. 0.4). Protein synthesis was blocked by the addition of 50 μg/mL chloramphenicol. Samples were taken every 15 min and frozen immediately at −80°C before being analyzed by immunoblotting.

### β-galactosidase assay

100 μL of cells at OD_600nm_ = 0.1–0.4 were lysed with chloroform and mixed with 700 μl of Z buffer (60 mM Na_2_HPO_4_, 40 mM NaH_2_PO_4_, 10 mM KCl and 1 mM MgSO_4_ heptahydrate). 200 μL of ONPG (4 mg ml^−1^ o-nitrophenyl-β-D-galactopyranoside in 0.1 M KPO_4_[pH 7.0]) were added and the was reaction timed. When a medium-yellow color developed, the reaction was stopped with 500 μL of 1 M Na_2_CO_3_. The OD_420nm_ of the supernatant was determined and the units were calculated with the equation: U = (OD_420nm_ × 1000)/(OD_660nm_ × time [in min]×volume of culture [in mL]). The assays were done in triplicate and normalization was performed by conversion of the Miller Units (absolute values) of one arbitrarily chosen *WT* construct or *WT* background as reference, set to 100%. All absolute values were then converted to relative values, averaged and the error was determined by calculation of the standard deviation (s.d.). Data are from three biological replicates.

### Genome-wide transposon mutagenesis coupled to deep-sequencing (Tn-Seq)

Pools of >100,000 Tn mutants were isolated as kanamycin-aztreonam or kanamycin-colistin resistant clones in the NA1000 (WT), Δ*tipN, ∆cpdR*::Ω backgrounds, using the previously described protocol involving a mini-*himar1* Tn encoding kanamycin resistance (Viollier et al., 2004). For each Tn pool, chromosomal DNA was extracted and used to generate a Tn-Seq library sequenced on an Illumina HiSeq 2500 sequencer (Fasteris, Geneva, Switzerland). The single-end sequence reads (50 bp) stored in FastQ files were mapped against the genome of the *Caulobacter crescentus* NA1000 (NC_011916) (Marks et al., 2010) genome and converted to BED files using BWA-MEM and bedtools BAM to BED tools, respectively, from the Galaxy server (https://usegalaxy.org/). The resulting BED file was imported into SeqMonk (http://www.bioinformatics.babraham.ac.uk/projects/seqmonk/) to build sequence read profiles. The initial quantification of the sequencing data was done in SeqMonk: the genome was subdivided into 50-bp probes, and for every probe, we calculated a value that represents a normalized read number per million. A ratio of the reads obtained in the ∆*tipN* or ∆*cpdR* strains to the *WT* reads was calculated for each 50-bp position. This file was used to generate the zoomed panels of the *popA*, *rcdA* and *cpdR* loci (Figure 1B) or the *tipN* locus (Figure 1—figure supplement 1A and B).

### Identification of *citA* (P*_pilA_-nptII* suppressor screen)

The *citA*::Tn insertion was identified using a modification of the kanamycin resistance suppressor screen (Radhakrishnan et al., 2010). Briefly, we screened for mini-*himar1* Tn insertions that restore P*_pilA_* firing to Δ*tipN*; ∆*cpdR* double mutant cells harboring the P*_pilA_-nptII* transcriptional reporter, which confers kanamycin resistance to 20 μg mL^−1^ when P*pilA* is fully active. The Tn encodes gentamycin resistance on plasmid pMar2xT7 delivered from *E. coli* S17-1 *λpir* (Liberati et al., 2006) to Δ*tipN;* ∆*cpdR*; *pilA*::P*_pilA_-nptII C. crescentus* cells by selection on plates with gentamycin (1 μg mL^−1^), kanamycin (20 μg mL^−1^) and aztreonam (2.5 μg mL^−1^, to counter-select *E. coli*). This screen gave rise to one isolate Φ40 with the desired resistance profile. The Tn insertion in Φ40 was mapped to the uncharacterized *CCNA_01983* gene at nucleotide (nt) position 1061847 of the *C. crescentus* NA1000 genome sequence using arbitrarily primed PCR (Liberati et al., 2006).

### Evolution experiment selecting for fast-growing *citA* suppressor mutants

Two independent clones of *C. crescentus* NA1000 freshly transduced with ∆*citA::kan* or *citA*::Tn were inoculated in 3 mL of PYE. Stationary phase cultures were diluted in 3 mL PYE to OD_600nm _~0.02. After 2 days, the four cultures were re-diluted to OD_600nm_ ~0.001 in 3 mL PYE. The phenotype of each strain was checked by phase-contrast microscopy and FACS analysis. Each culture was streaked on a PYE plate and one single colony from each culture was grown overnight and chromosomal DNA was extracted. Three suppressors were subjected to whole-genome sequencing. Library preparation and sequencing were performed by the Genomic platform iGE3 at the university of Geneva on a HiSeq 2500 with 50-bp paired-end reads. Data analysis to identify mutations was done using freebayes v1.1.0–3 (Garrison and Marth, 2012) against the *C. crescentus* NA1000 reference genome (NC_011916.1).

### Growth curves

The overnight cultures were started in PYE or in M2G. The cultures were diluted to obtain an OD_600nm_ of 0.1 in PYE or M2G and were incubated at 30°C with continuous shaking in a microplate reader (Synergy H1, Biotek). The OD_600nm_ was recorded every 30 min for 30 hours. The graph represents the trend of the growth curve of three independent experiments.

### Fluorescence-activated cell sorting (FACS)

Cells in exponential growth phase (OD_600_0.3 to 0.6) were fixed 1:10 (vol/vol) in ice-cold 70% ethanol solution and stored at −20°C until further use. For rifampicin treatment, the mid-log phase cells were grown in the presence of 20 µg/mL rifampicin at 30°C for 3 hours. Cells were fixed as mentioned above. Fixed cells were centrifuged at 6200 g for 3 minutes at room temperature and washed once in FACS staining buffer (10 mM Tris-HCl, 1 mM EDTA, 50 mM Na-citrate, 0.01% Triton X-100 [pH 7.2]). Then, cells were centrifuged at 6200 g for 3 minutes at RT, and resuspended in FACS staining buffer containing RNase A (Roche) at 0.1 mg.mL^−1^ for 30 minutes at RT. Cells were stained in FACS staining buffer containing 0.5 µM of SYTOX green nucleic acid stain solution (Invitrogen) and then analyzed using a BD Accuri C6 flow cytometer instrument (BD Biosciences, San Jose, CA, United States). Flow cytometry data were acquired and analyzed using the CFlow Plus v1.0.264.15 software (Accuri Cytometers Inc). A total of 20,000 cells were analyzed from each biological sample, performed in triplicates. The green fluorescence (FL1-A) parameters was used to determine cell chromosome contents. Flow cytometry profiles within one figure were recorded in the same experiment, on the same day with the same settings. The scales of the y- and x-axes of the histograms within one figure panel are identical. Each experiment was repeated independently three times and representative results are shown. The relative chromosome number was directly estimated from the FL1-A value of NA1000 cells treated with 20 µg/mL rifampicin for 3 hours at 30°C. Rifampicin treatment of cells blocks the initiation of chromosomal replication but allows ongoing rounds of replication to finish.

### Preparation of cell-free extracts

500 μL of an exponential *Caulobacter* or *E. coli* cells (OD_600nm_ = 0.4 and 0.8, respectively) were harvested with 20,000 g at 4°C for 5 minutes. Whole-cell extracts were prepared by resuspension of cell pellets in 75 µL TE buffer (10 mM Tris-HCl [pH 8.0] and 1 mM EDTA) followed by addition of 75 µL loading buffer 2X (0.25 M Tris [pH 6.8], 6% [wt/vol] SDS, 10 mM EDTA, 20% [vol/vol] glycerol) containing 10% (vol/vol) β-mercaptoethanol. Samples were normalized for equivalent loading using OD_600nm_ and were heated for 10 min at 90°C prior to loading.

### Immunoblot analysis

Protein samples were separated by SDS–polyacrylamide gel electrophoresis and blotted on polyvinylidenfluoride membranes (Merck Millipore). Membranes were blocked overnight with Tris-buffered saline 1X (TBS) (50 mM Tris-HCl, 150 mM NaCl [pH 8]) containing, 0.1% Tween-20% and 8% dry milk and then incubated for an additional three hours with the primary antibodies diluted in TBS 1X, 0.1% Tween-20, 5% dry milk. The different polyclonal antisera to CitA (1:5000) and to CtrA (1:5000) were used. Primary antibodies were detected using HRP-conjugated donkey anti-rabbit antibody (Jackson ImmunoResearch) with ECL Western Blotting Detection System (GE Healthcare) and a luminescent image analyzer (Chemidoc MP, Biorad).

### CitA purification and production of antibodies

Recombinant CitA protein was expressed as an N-terminally His_6_-tagged variant from pET28a in *E. coli* BL21(DE3)/pLysS and purified under native conditions using Ni^2+^ chelate chromatography. Cells were grown in LB at 37°C to an OD_600nm_ of 0.6, induced by the addition of IPTG to 1 mM for 3 hr, and harvested at 5000 RPM at 4°C for 30 minutes. Cells were pelleted and re-suspended in 25 mL of lysis buffer (10 mM Tris HCl [pH 8], 0.1 M NaCl, 1.0 mM β-mercaptoethanol, 5% glycerol, 0.5 mM imidazole Triton X-100 0.02%). Cells were sonicated in a water–ice bath (15 cycles of 30 s ON, 30 s OFF). After centrifugation at 5000 g for 20 minutes at 4°C, the supernatant was loaded onto a column containing 5 mL of Ni-NTA agarose resin (Qiagen, Hilden, Germany) pre-equilibrated with lysis buffer. The column was rinsed with lysis buffer, 400 mM NaCl and 10 mM imidazole, both prepared in lysis buffer. Fractions were collected (in 300 mM imidazole buffer, prepared in lysis buffer) and used to immunize New Zealand white rabbits (Josman LLC).

### Strain construction

#### MB3075 (NA1000 ∆*tipN*; ∆*popA*)

A pNTPS138 derivative (pNTPS138-∆*tipN*) (Huitema et al., 2006) was integrated nearby the marker-less ∆*tipN* mutation by homologous recombination. Phage ϕCr-30-mediated generalized transduction was used to transfer the mutant ∆*tipN* allele into the recipients NA1000 ∆*popA* by selecting for kanamycin resistance. Clones that have lost pNPTS138-*∆tipN* by homologous recombination were probed for kanamycin resistance (on PYE plates supplemented with kanamycin) following sucrose counter-selection. PCR was used to verify the integrity of the mutants.

#### MB3079 (NA1000 ∆*tipN*; ∆*rcdA*::Ω)

A pNTPS138 derivative (pNTPS138-∆*tipN*) (Huitema et al., 2006) was integrated nearby the marker-less ∆*tipN* mutation by homologous recombination. Phage ϕCr-30-mediated generalized transduction was used to transfer the mutant ∆*tipN* allele into the recipients NA1000 ∆*rcdA*::Ω by selecting for kanamycin resistance. Clones that have lost pNPTS138-*∆tipN* by homologous recombination were probed for kanamycin resistance (on PYE plates supplemented with kanamycin) following sucrose counter-selection. PCR was used to verify the integrity of the mutants.

#### MB2017 (NA1000 ∆*tipN*; ∆*cpdR*::*tet*)

The ∆*cpdR::tet* allele was introduced into NA1000 ∆*tipN* by generalized transduction using ϕCr30 and then selected on PYE plates containing tetracycline.

#### MB2366 (NA1000 ∆*tipN*; *xylX*::*kidO^AA::DD^*)

The *xylX*::*kidO*^AA::DD^ (kan^R^) allele was introduced into NA1000 ∆*tipN* by generalized transduction using ϕCr30 and then selected on PYE plates containing kanamycin.

#### MB2720 (NA1000 ∆*tipN*; ∆*cpdR*::*tet*; ∆*kidO*)

A pNTPS138 derivative (pNTPS138-∆*tipN*) (Huitema et al., 2006) was integrated nearby the marker-less ∆*tipN* mutation by homologous recombination. ϕCr-30-mediated generalized transduction was used to transfer the mutant ∆*tipN* allele into the recipients NA1000 ∆*kidO* by selecting for kanamycin resistance. Clones that have lost pNPTS138-*∆tipN* by homologous recombination were probed for kanamycin resistance (on PYE plates supplemented with kanamycin) following sucrose counter-selection. PCR was used to verify the integrity of the mutants. Then, ∆*cpdR::tet* allele was introduced into NA1000 ∆*tipN*; ∆*kidO* by transduction using ϕCr30 and then selected on PYE plates containing tetracycline.

#### MB2325 (NA1000 *pilA*::P*_pilA_-GFP*)

The *pilA*::P*_pilA_-GFP* (kan^R^) allele was introduced into NA1000 by generalized transduction using ϕCr30 and then selected on PYE plates containing kanamycin.

#### MB2327 (NA1000 ∆*cpdR*::Ω; *pilA*::P*_pilA_-GFP*)

The *pilA*::P*_pilA_-GFP* (kan^R^) allele was introduced into NA1000 ∆*cpdR*::Ω (Spc^R^) by generalized transduction using ϕCr30 and then selected on PYE plates containing kanamycin.

#### MB2329 (NA1000 ∆*tipN*; *pilA*::P*_pilA_-GFP*)

The *pilA*::P*_pilA_-GFP* (kan^R^) allele was introduced into NA1000 ∆*tipN* by generalized transduction using ϕCr30 and then selected on PYE plates containing kanamycin.

#### MB2331 (NA1000 ∆*tipN;* ∆*cpdR*::Ω; *pilA*::P*_pilA_-GFP*)

The *pilA*::P*_pilA_-GFP* (kan^R^) allele was introduced into MB2017 (NA1000 ∆*tipN*; ∆*cpdR*::Ω by generalized transduction using ϕCr30 and then plated on PYE-containing kanamycin.

#### MB2268 (NA1000 *pilA*::P*_pilA_-nptII*)

The *pilA*::P*_pilA_-nptII* (Spc^R^) allele was introduced into NA1000 by generalized transduction using ϕCr30 and then selected on PYE plates containing spectinomycin.

#### MB2271 (NA1000 ∆*tipN*; ∆*cpdR::tet*; *pilA*::P*_pilA_-nptII*)

The *pilA*::P*_pilA_-nptII* (Spc^R^) allele was introduced into MB2017 (NA1000 ∆*tipN*; ∆*cpdR*::*tet*) by generalized transduction using ϕCr30 and then selected on PYE plates containing spectinomycin.

#### MB2559 (NA1000 *∆citA*::pNTPS138-∆citA)

A pNTPS138 derivative (pNTPS138-∆*citA*) was integrated nearby the marker-less ∆*citA* mutation by homologous recombination. ϕCr-30-mediated generalized transduction was used to transfer the mutant ∆*citA* allele into the recipients NA1000 by selecting for kanamycin resistance on PYE plates containing kanamycin.

#### MB3056 (NA1000 ∆*tipN*; ∆*cpdR*::*tet citA*::*Tn*; *pilA*::P*_pilA_-nptII*)

The *citA*::Tn (Gent^R^) allele was introduced into MB2271 (NA1000 ∆*tipN*; ∆*cpdR*::*tet*; *pilA*::P*_pilA_-nptII*) cells by transduction using ϕCr30 and then selected on PYE plates containing gentamycin.

#### MB3058 (NA1000 ∆*tipN*; ∆*cpdR*::*tet*; ∆*citA pilA*::P*_pilA_-nptII*)

ϕCr-30-mediated generalized transduction was used to transfer the mutant ∆*citA* allele from MB2559 into MB2017 (NA1000; ∆*tipN*; ∆*cpdR*::*tet*) recipient cells by selecting for kanamycin resistance. Clones that have lost pNPTS138-*∆citA* by homologous recombination were probed for kanamycin resistance (on PYE plates supplemented with kanamycin) following sucrose counter-selection (giving rise to strain named MB3054). PCR was used to verify the integrity of the mutants. Then, the *pilA*::P*_pilA_-nptII* (Spc^R^) allele was introduced into MB3054 (NA1000 ∆*tipN*; ∆*cpdR*::*tet* ∆*citA*) by generalized transduction using ϕCr30, selecting on PYE plates containing spectinomycin.

#### MB2679 (NA1000 ∆*citBC*)

The markerless ∆*citBC* double mutant was created by introducing into the *WT* (NA1000) using the standard two-step recombination sucrose counter-selection procedure induced by the pNTPS138-∆*citBC* (pMB309). Briefly, first integration was done by mating of the eMB552 (S17-1 carrying the pMB309) and *C. crescentus* NA1000, selecting for kanamycin and aztreonam (to eliminate the donor strain). Clones that have lost pNPTS138-*∆tipN* by homologous recombination were probed for kanamycin resistance (on PYE plates supplemented with kanamycin) following sucrose counter-selection (giving rise to a strain named MB2679). PCR, using outside primers that do not hybridize within the ∆*citBC* deletion carried on pNTPS138, was used to verify the integrity of the mutants.

#### MB2622 (NA1000 *citA*::Tn)

The *citA*::Tn (Gent^R^) allele was introduced into NA1000 by generalized transduction using ϕCr30 and then selected on PYE plates containing gentamycin.

#### MB1537 (NA1000; pMT335)

Plasmid pMT335 was introduced into NA1000 by electroporation and then plated on PYE harboring gentamycin.

#### MB3433 (NA1000 ∆*citA*; pMT335)

ϕCr-30-mediated generalized transduction was used to transfer the mutant ∆*citA* allele from MB2559 into MB1537 recipient cells by selecting for kanamycin resistance.

#### MB3435 (NA1000 ∆*citA*; pMT335*-citA*)

Plasmid pMB302 (pMT335-*citA*) was introduced into NA1000 by electroporation and then plated on PYE harboring gentamycin. ϕCr-30-mediated generalized transduction was used to transfer the mutant ∆*citA* allele from MB2559 into NA1000; pMT335-*citA* cells by selecting for kanamycin resistance.

#### MB3469 (NA1000 ∆*citA*; pMT335*-citB*)

Plasmid pMB303 (pMT335-*citB*) was introduced into NA1000 by electroporation and then plated on PYE harboring gentamycin. ϕCr-30-mediated generalized transduction was used to transfer the mutant ∆*citA* allele from MB2559 into NA1000; pMT335-*citB* cells by selecting for kanamycin resistance.

#### MB3471 (NA1000 ∆*citA*; pMT335*-citC*)

Plasmid pMB304 (pMT335-*citC*) was introduced into NA1000 by electroporation and then plated on PYE harboring gentamycin. ϕCr-30-mediated generalized transduction was used to transfer the mutant ∆*citA* allele from MB2559 into NA1000; pMT335-*citC* cells by selecting for kanamycin resistance.

#### MB3473 (NA1000 ∆*citA*; pMT335*-gltA*)

Plasmid pMB310 (pMT335-*gltA*) was introduced into NA1000 by electroporation and then plated on PYE harboring gentamycin. ϕCr-30-mediated generalized transduction was used to transfer the mutant ∆*citA* allele from MB2559 into NA1000; pMT335-*gltA* cells by selecting for kanamycin resistance.

#### MB3437 (NA1000 ∆*citA*; pMT335*-citA^H303W^*)

Plasmid pMB325 (pMT335-*citA^H303W^*) was introduced into NA1000 by electroporation and then plated on PYE harboring gentamycin. ϕCr-30-mediated generalized transduction was used to transfer the mutant ∆*citA* allele from MB2559 into NA1000; pMT335*-citA^H303W^* cells by selecting for kanamycin resistance.

#### MB3439 (NA1000 ∆*citA*; pMT335*-citA^H303A^*)

Plasmid pMB326 (pMT335-*citA^H303A^*) was introduced into NA1000 by electroporation and then plated on PYE harboring gentamycin. ϕCr-30-mediated generalized transduction was used to transfer the mutant ∆*citA* allele from MB2559 into NA1000; pMT335*-citA^H303A^* cells by selecting for kanamycin resistance.

#### MB2452 (NA1000 *parB*::*GFP-parB*; *citA*::Tn)

The *citA*::Tn (Gent^R^) allele was introduced into MB557 (NA1000; *parB*::*GFP-parB*) by generalized transduction using ϕCr30 and then plated on PYE plates containing gentamycin.

#### MB3467 (NA1000 *parB*::*GFP-parB*; ∆*citA*)

ϕCr-30-mediated generalized transduction was used to transfer the mutant ∆*citA* allele from MB2559 into MB557 (NA1000; *parB*::*GFP-parB*) by selecting for kanamycin resistance on plates containing kanamycin.

#### MB2413 (NA1000 ∆*spoT*; *citA*::Tn)

ϕCr-30-mediated generalized transduction was used to transfer the *citA*::Tn allele into MB2403 (NA1000 ∆*spoT*) cells by selection on PYE plates containing gentamycin.

#### MB2426 (NA1000 ∆*ptsP*; *citA*::Tn)

ϕCr-30-mediated generalized transduction was used to transfer the *citA*::Tn allele into MB2417 (NA1000 ∆*ptsP*) cells by selection on plates PYE containing gentamycin.

#### UG430 (NA1000 *stpX*::*stpX-GFP*; *spmX*::*spmX-mCherry*)

ϕCr-30-mediated generalized transduction was used to transfer the *stpX*::*stpX-GFP* construct into *spmX*::*spmX-mCherry* cells by selection on PYE plates containing kanamycin.

#### MB3598 (NA1000 *citA*::Tn; *stpX*::*stpX-GFP*; *spmX*::*spmX-mCherry*)

ϕCr-30-mediated generalized transduction was used to transfer the *citA*::Tn allele into UG430 (NA1000 *stpX*::*stpX-GFP*; *spmX::spmX-mCherry*) cells by selection on PYE plates containing gentamycin.

#### MB3566 (NA1000 *spmX*::*spmX-mCherry*; *tipF*::*tipF-GFP*)

ϕCr-30-mediated generalized transduction was used to transfer the *tipF*::*tipF-GFP* (KanR) allele into MB656 (NA1000 *spmX*::*spmX-mCherry*) cells by selection on PYE plates containing kanamycin.

#### MB3613 (NA1000 *citA*::Tn; *spmX*::*spmX-mCherry*; *tipF*::*tipF-GFP*)

ϕCr-30-mediated generalized transduction was used to transfer the *citA*::Tn allele into MB3566 (NA1000 *tipF*::*tipF-GFP*; *spmX*::*spmX-mCherry*) cells by selection on PYE plates containing gentamycin.

#### MB3568 (NA1000 *spmX*::*spmX-mCherry*; *xylX*::*mipZ-YFP*)

ϕCr-30-mediated generalized transduction was used to transfer the *xylX*::*mipZ-YFP* (KanR) allele into MB656 (NA1000 *spmX*::*spmX-mCherry*) cells by selection on PYE plates containing kanamycin.

#### MB3615 (NA1000 *citA*::Tn; *spmX*::*spmX-mCherry*; *xylX*::*mipZ-YFP*)

ϕCr-30-mediated generalized transduction was used to transfer the *citA*::Tn allele into MB3568 (NA1000 *xylX*::*mipZ-YFP*; *spmX*::*spmX-mCherry*) cells by selection on PYE plates containing gentamycin.

#### MB3623 (NA1000 ∆*citA*; plac290-*P_pilA_*)

ϕCr-30-mediated generalized transduction was used to transfer the mutant ∆*citA* allele from MB2559 into NA1000 plac290-*P_pilA_* (Skerker and Shapiro, 2000) by selecting for kanamycin resistance on plates containing kanamycin.

#### MB3625 (NA1000 ∆*citA*; plac290-*P_fljM_*)

ϕCr-30-mediated generalized transduction was used to transfer the mutant ∆*citA* allele from MB2559 into NA1000 plac290-*P_fljM_* (Fumeaux et al., 2014) by selecting for kanamycin resistance on plates containing kanamycin.

#### MB3627 (NA1000 ∆*citA*; plac290-*P_ctrA_*)

ϕCr-30-mediated generalized transduction was used to transfer the mutant ∆*citA* allele from MB2559 into NA1000 plac290-*P_ctrA_* (Fumeaux et al., 2014) by selecting for kanamycin resistance on plates containing kanamycin.

#### MB3590 (NA1000 ∆*citA;* plac290-*P_sciP_*)

ϕCr-30-mediated generalized transduction was used to transfer the mutant ∆*citA* allele from MB2559 into NA1000 plac290-*P_sciP_* (Fumeaux et al., 2014) by selecting for kanamycin resistance on plates containing kanamycin.

#### MB3592 (NA1000 ∆*citA*; plac290-*P_hfsJ_*)

ϕCr-30-mediated generalized transduction was used to transfer the mutant ∆*citA* allele from MB2559 into NA1000 plac290-*P_hfsJ_* (Fumeaux et al., 2014) by selecting for kanamycin resistance on plates containing kanamycin.

#### MB3594 (NA1000 ∆*citA*; plac290-*P_ccrM_*)

ϕCr-30-mediated generalized transduction was used to transfer the mutant ∆*citA* allele from MB2559 into NA1000 plac290-*P_ccrM_* (Stephens et al., 1995) by selecting for kanamycin resistance on plates containing kanamycin.

#### MB3596 (NA1000 ∆*citA*; plac290-*P_fliQ_*)

ϕCr-30-mediated generalized transduction was used to transfer the mutant ∆*citA* allele from MB2559 into NA1000 plac290-*P_fliQ_* (Fumeaux et al., 2014) by selecting for kanamycin resistance on plates containing kanamycin.

#### MB3601 (NA1000 ∆*popA*; plac290*-P_pilA_*)

Plasmid plac290-*P_pilA_* (Skerker and Shapiro, 2000) was introduced into MB46 (NA1000 ∆*popA*) by electroporation and then plated on PYE harboring tetracycline.

#### MB3605 (NA1000 ∆*popA*; plac290*-P_hfsJ_*)

Plasmid plac290-*P_hfsJ_* (Fumeaux et al., 2014) was introduced into MB46 (NA1000 ∆*popA*) by electroporation and then plated on PYE harboring tetracycline.

#### MB3607 (NA1000 ∆cpdR::Ω; plac290*-P_pilA_*)

Plasmid plac290-*P_pilA_* (Skerker and Shapiro, 2000) was introduced into MB47 (NA1000 ∆*cpdR*::Ω [Spc^R^]) by electroporation and then plated on PYE harboring tetracycline.

#### MB3611 (NA1000 ∆cpdR::Ω; plac290*-P_hfsJ_*)

Plasmid plac290-*P_hfsJ_* (Fumeaux et al., 2014) was introduced into MB47 (NA1000 ∆*cpdR*::Ω [Spc^R^]) by electroporation and then plated on PYE harboring tetracycline.

#### eMB554 (BW35113; pMT335)

Plasmid pMT335 was introduced into BW35113 by electroporation and then plated on LB agar containing gentamycin to isolate eMB556 (BW35113; ∆*gltA*::770; pMT335).

Plasmid pMT335 was introduced into JW0710-1 (BW35113; Δ*gltA770*::*kan*) by electroporation and then plated on LB agar containing gentamycin.

#### eMB558 (BW35113; ∆*gltA*::770; pMT335-*citA*)

Plasmid pMB302 (pMT335-*citA*) was introduced into JW0710-1 (BW35113; Δ*gltA770*::*kan*) by electroporation and then plated on LB agar containing gentamycin.

#### eMB560 (BW35113; ∆*gltA*770::*kan*; pMT335-*citB*)

Plasmid pMB303 (pMT335-*citB*) was introduced into JW0710-1 (BW35113; Δ*gltA770*::*kan*) by electroporation and then plated on LB agar containing gentamycin to isolate eMB562 (BW35113; Δ*gltA770*::*kan*; pMT335-*citC*).

Plasmid pMB304 (pMT335-*citC*) was introduced into JW0710-1 (BW35113; Δ*gltA770*::*kan*) by electroporation and then plated on LB agar containing gentamycin.

#### eMB564 (BW35113; ∆*gltA*::770; pMT335-*gltA*)

Plasmid pMB310 (pMT335-*gltA*) was introduced into JW0710-1 (BW35113; Δ*gltA770*::*kan*) by electroporation and then plated on LB agar containing gentamycin.

#### eMB581 (BW35113; ∆*gltA*770::*kan*; pMT335-*citA^H303W^*)

Plasmid pMB325 (pMT335-*citA^H303W^*) was introduced into JW0710-1 (BW35113; Δ*gltA770*::*kan*) by electroporation and then plated on LB agar containing gentamycin.

#### eMB581 (BW35113; ∆*gltA*770::*kan*; pMT335-*citA^D361E^*)

Plasmid pMB327 (pMT335-*citA^D361E^*) was introduced into JW0710-1 (BW35113; Δ*gltA770*::*kan*) by electroporation and then plated on LB agar containing gentamycin.

#### Plasmid constructions pMB278 (pNTPS138-∆*citA*)

The plasmid construct used to delete *citA* (*CCNA_01983*) was made by PCR amplification of two fragments: the first to amplify the upstream region of *citA*, a 617-bp fragment was amplified using primers OMB173 and OMB174, flanked by a *Hin*dIII and a *Pst*I site; and the second to amplify the downstream region of *citA*, a 567-bp fragment was amplified using primers OMB175 and OMB176, flanked by a *Pst*I site and an *Eco*RI site. These two fragments were first digested with appropriate restriction enzymes and then triple ligated into pNTPS138 (M.R.K. Alley, Imperial College London, unpublished) previously restricted with *Eco*RI*/Hin*dIII.

#### pMB288 (pNTPS138-∆*citB*)

The plasmid construct used to delete *citB* (*CCNA_03757*) was made by PCR amplification of two fragments: the first to amplify the upstream region of *citB*, a 550-bp fragment was amplified using primers OMB184 and OMB185, flanked by a *Hin*dII and an *Nde*I; and the second to amplify the downstream region of *citB*, a 538-bp fragment was amplified using primers OMB186 and OMB187, flanked by a *Nde*I site and an *Eco*RI site. These two fragments were first digested with appropriate restriction enzymes and then triple ligated into pNTPS138 (M.R.K. Alley, Imperial College London, unpublished) previously restricted with *Eco*RI*/Hin*dIII.

#### pMB289 (pNTPS138-∆*citC*)

The plasmid construct used to delete *citC* (*CCNA_03758*) was made by PCR amplification of two fragments: he first to amplify the upstream region of *citC*, a 568-bp fragment was amplified using primers OMB188 and OMB189, flanked by a *HindII* and a *NdeI* site; and the second to amplify the downstream region of *citC*, a 551-bp fragment was amplified using primers OMB190 and OMB191, flanked by a *Nde*I site and an *Eco*RI site. These two fragments were first digested with appropriate restriction enzymes and then triple ligated into pNTPS138 (M.R.K. Alley, Imperial College London, unpublished) previously restricted with *Eco*RI*/Hin*dIII.

#### pMB309 (pNTPS138-∆*citB*/*citC*)

The plasmid construct used to delete *citB* and *citC* (*CCNA_03757 and CCNA_03758*) was made by digestion of the upstream region of *citB* of the pMB288, a 532-bp fragment using the *Nde*I and *Eco*RI sites. This fragment was ligated into the pMB289 digested by *Mfe*I and *Nde*I enzymes.

#### pMB302 (pMT335-*citA*)

The *citA* coding sequence was PCR amplified from NA1000 using the OMB179 and OMB182 primers. This fragment was digested with *Nde*I/*Eco*RI and cloned into *Nde*I/*Eco*RI-digested pMT335.

#### pMB303 (pMT335-*citB*)

The *citB* coding sequence was PCR amplified from NA1000 using the OMB194 and OMB195 primers. This fragment was digested with *Nde*I/*Eco*RI and cloned into *Nde*I/*Eco*RI-digested pMT335.

#### pMB304 (pMT335-*citC*)

The *citC* coding sequence was PCR amplified from NA1000 using the OMB196 and OMB197 primers. This fragment was digested with *Nde*I/*Eco*RI and cloned into *Nde*I/*Eco*RI-digested pMT335.

#### pMB310 (pMT335-*gltA*)

The *gltA* coding sequence was PCR amplified from *E. coli* MG1655 using the OMB203 and OMB204 primers. This fragment was digested with *Nde*I/*Eco*RI and cloned into *Nde*I/*Eco*RI-digested pMT335.

#### pMB287 (pSC-*citA*)

The *citA* coding sequence was PCR amplified from *C. crescentus* using the OMB179 and OMB183 primers. This fragment was digested with *Nde*I/*Hin*dIII and cloned into *Nde*I/*Hin*dIII digested pSC.

#### pMB325 (pMT335-*citA^H303W^*)

The *citA* catalytic mutant was generated using the QuickChange Site-directed Mutagenesis kit (Agilent technologies). Briefly, the plasmid pMB302 (pMT335-*citA*) was PCR amplified using the mutagenic primers OMB232 and OMB233, containing the H303W mutation. This PCR was followed by a *Dpn*I digestion to digest the parental plasmid, and this digestion was used to transform electrocompetent *E. coli*. The integration of the site-directed mutation in *citA* coding sequence was verified by sequencing.

#### pMB326 (pMT335-*citA^H303A^*)

The *citA* catalytic mutant was generated using QuickChange Site-directed Mutagenesis kit (Agilent technologies). Briefly, the plasmid pMB302 (pMT335-*citA*) was PCR amplified using the mutagenic primers OMB236 and OMB237, containing the H303A mutation. This PCR was followed by a *Dpn*I digestion to digest the parental plasmid, and this digestion was used to transform electrocompetent *E. coli*. The integration of the site-directed mutation in *citA* coding sequence was verified by sequencing.

## Data Availability

All data generated or analysed during this study are included in the manuscript and supporting files. Source data files have been provided for Tn-seq and metabolomics data. The following dataset was generated: BergèMDegeorgesLViollierP2020Polymerase occupancy (ChIP-Seq) in WT and mutants of Caulobacter crescentus NA1000NCBI Gene Expression OmnibusGSE144533 The following previously published dataset was used: FumeauxCRadhakrishnanSKArdissoneSThéraulazLFrandiAMartinsDNesperJAbelSJenalUViollierPH2014Examination of 5 transcripton factor binding in two different speciesNCBI Gene Expression OmnibusGSE52849

## Additional files

Supplementary file 1. Table of *C. crescentus* and *E. coli* strains used in this study.

Supplementary file 2. Table of plasmids used in this study.

Supplementary file 3. Table of oligonucleotides used in this study.

Supplementary file 4. Key resources table: table of reagents and antibodies used in this study.

Transparent reporting form

## References

[bib1] Ardissone S, Viollier PH (2015). Interplay between flagellation and cell cycle control in *Caulobacter*. Current Opinion in Microbiology.

[bib2] Atkinson GC, Tenson T, Hauryliuk V (2011). The RelA/SpoT homolog (RSH) superfamily: distribution and functional evolution of ppGpp synthetases and hydrolases across the tree of life. PLOS ONE.

[bib3] Beaufay F, Coppine J, Mayard A, Laloux G, De Bolle X, Hallez R (2015). A -dependent glutamate dehydrogenase coordinates metabolism with cell division in *Caulobacter crescentus*. The EMBO Journal.

[bib4] Bergé M, Viollier PH (2018). End-in-Sight: cell polarization by the polygamic organizer PopZ. Trends in Microbiology.

[bib5] Biondi EG, Reisinger SJ, Skerker JM, Arif M, Perchuk BS, Ryan KR, Laub MT (2006). Regulation of the bacterial cell cycle by an integrated genetic circuit. Nature.

[bib6] Boutte CC, Henry JT, Crosson S (2012). ppGpp and polyphosphate modulate cell cycle progression in *Caulobacter crescentus*. Journal of Bacteriology.

[bib7] Bowman GR, Comolli LR, Zhu J, Eckart M, Koenig M, Downing KH, Moerner WE, Earnest T, Shapiro L (2008). A polymeric protein anchors the chromosomal origin/ParB complex at a bacterial cell pole. Cell.

[bib8] Britos L, Abeliuk E, Taverner T, Lipton M, McAdams H, Shapiro L (2011). Regulatory response to carbon starvation in *Caulobacter crescentus*. PLOS ONE.

[bib9] Chen YE, Tsokos CG, Biondi EG, Perchuk BS, Laub MT (2009). Dynamics of two phosphorelays controlling cell cycle progression in *Caulobacter crescentus*. Journal of Bacteriology.

[bib10] Christen B, Abeliuk E, Collier JM, Kalogeraki VS, Passarelli B, Coller JA, Fero MJ, McAdams HH, Shapiro L (2011). The essential genome of a bacterium. Molecular Systems Biology.

[bib11] Commichau FM, Stülke J (2015). Trigger enzymes: coordination of metabolism and virulence gene expression. Microbiology Spectrum.

[bib12] De Nisco NJ, Abo RP, Wu CM, Penterman J, Walker GC (2014). Global analysis of cell cycle gene expression of the legume symbiont *Sinorhizobium meliloti*. PNAS.

[bib13] Delaby M, Panis G, Viollier PH (2019). Bacterial cell cycle and growth phase switch by the essential transcriptional regulator CtrA. Nucleic Acids Research.

[bib14] Domian IJ, Quon KC, Shapiro L (1997). Cell type-specific phosphorylation and proteolysis of a transcriptional regulator controls the G1-to-S transition in a bacterial cell cycle. Cell.

[bib15] Ducret A, Quardokus EM, Brun YV (2016). MicrobeJ, a tool for high throughput bacterial cell detection and quantitative analysis. Nature Microbiology.

[bib16] Duerig A, Abel S, Folcher M, Nicollier M, Schwede T, Amiot N, Giese B, Jenal U (2009). Second messenger-mediated spatiotemporal control of protein degradation regulates bacterial cell cycle progression. Genes & Development.

[bib17] Ebersbach G, Briegel A, Jensen GJ, Jacobs-Wagner C (2008). A self-associating protein critical for chromosome attachment, division, and polar organization in *Caulobacter*. Cell.

[bib18] Ely B (1991). Genetics of *caulobacter crescentus*. Methods in Enzymology.

[bib19] Ely B, Johnson RC (1977). Generalized transduction in *Caulobacter crescentus*. Genetics.

[bib20] England JC, Perchuk BS, Laub MT, Gober JW (2010). Global regulation of gene expression and cell differentiation in *Caulobacter crescentus* in response to nutrient availability. Journal of Bacteriology.

[bib21] Fiebig A, Herrou J, Fumeaux C, Radhakrishnan SK, Viollier PH, Crosson S (2014). A cell cycle and nutritional checkpoint controlling bacterial surface adhesion. PLOS Genetics.

[bib22] Fumeaux C, Radhakrishnan SK, Ardissone S, Théraulaz L, Frandi A, Martins D, Nesper J, Abel S, Jenal U, Viollier PH (2014). Cell cycle transition from S-phase to G1 in *Caulobacter* is mediated by ancestral virulence regulators. Nature Communications.

[bib23] Garrison E, Marth G (2012). Haplotype-based variant detection from short-read sequencing. arXiv.

[bib24] Goley ED, Iniesta AA, Shapiro L (2007). Cell cycle regulation in *Caulobacter*: location, location, location. Journal of Cell Science.

[bib25] Gorbatyuk B, Marczynski GT (2005). Regulated degradation of chromosome replication proteins DnaA and CtrA in *Caulobacter crescentus*. Molecular Microbiology.

[bib26] Hallez R, Delaby M, Sanselicio S, Viollier PH (2017). Hit the right spots: cell cycle control by phosphorylated guanosines in alphaproteobacteria. Nature Reviews Microbiology.

[bib27] Handford PA, Ner SS, Bloxham DP, Wilton DC (1988). Site-directed mutagenesis of citrate synthase; the role of the active-site aspartate in the binding of acetyl-CoA but not oxaloacetate. Biochimica Et Biophysica Acta (BBA) - Protein Structure and Molecular Enzymology.

[bib28] Hartl J, Kiefer P, Kaczmarczyk A, Mittelviefhaus M, Meyer F, Vonderach T, Hattendorf B, Jenal U, Vorholt JA (2020). Untargeted metabolomics links glutathione to bacterial cell cycle progression. Nature Metabolism.

[bib29] Hauryliuk V, Atkinson GC, Murakami KS, Tenson T, Gerdes K (2015). Recent functional insights into the role of (p)ppGpp in bacterial physiology. Nature Reviews Microbiology.

[bib30] Hinz AJ, Larson DE, Smith CS, Brun YV (2003). The *Caulobacter crescentus* polar organelle development protein PodJ is differentially localized and is required for polar targeting of the PleC development regulator. Molecular Microbiology.

[bib31] Huberts DHEW, van der Klei IJ (2010). Moonlighting proteins: an intriguing mode of multitasking. Biochimica Et Biophysica Acta (BBA) - Molecular Cell Research.

[bib32] Hughes HV, Huitema E, Pritchard S, Keiler KC, Brun YV, Viollier PH (2010). Protein localization and dynamics within a bacterial organelle. PNAS.

[bib33] Huitema E, Pritchard S, Matteson D, Radhakrishnan SK, Viollier PH (2006). Bacterial birth scar proteins mark future flagellum assembly site. Cell.

[bib34] Hung DY, Shapiro L (2002). A signal transduction protein cues proteolytic events critical to *Caulobacter* cell cycle progression. PNAS.

[bib35] Iniesta AA, McGrath PT, Reisenauer A, McAdams HH, Shapiro L (2006). A phospho-signaling pathway controls the localization and activity of a protease complex critical for bacterial cell cycle progression. PNAS.

[bib36] Ireton K, Jin S, Grossman AD, Sonenshein AL (1995). Krebs cycle function is required for activation of the Spo0A transcription factor in *Bacillus subtilis*. PNAS.

[bib37] Jacobs C, Domian IJ, Maddock JR, Shapiro L (1999). Cell cycle-dependent polar localization of an essential bacterial histidine kinase that controls DNA replication and cell division. Cell.

[bib38] Joshi KK, Bergé M, Radhakrishnan SK, Viollier PH, Chien P (2015). An adaptor hierarchy regulates proteolysis during a bacterial cell cycle. Cell.

[bib39] Joshi KK, Chien P (2016). Regulated proteolysis in Bacteria: *Caulobacter*. Annual Review of Genetics.

[bib40] Kim KS, Rosenkrantz MS, Guarente L (1986). *Saccharomyces cerevisiae* contains two functional citrate synthase genes. Molecular and Cellular Biology.

[bib41] Lakshmi TM, Helling RB (1976). Selection for citrate synthase deficiency in *icd* mutants of *Escherichia coli*. Journal of Bacteriology.

[bib42] Lam H, Schofield WB, Jacobs-Wagner C (2006). A landmark protein essential for establishing and perpetuating the polarity of a bacterial cell. Cell.

[bib43] Laub MT, McAdams HH, Feldblyum T, Fraser CM, Shapiro L (2000). Global analysis of the genetic network controlling a bacterial cell cycle. Science.

[bib44] Laub MT, Shapiro L, McAdams HH (2007). Systems biology of caulobacter. Annual Review of Genetics.

[bib45] Lesley JA, Shapiro L (2008). SpoT regulates DnaA stability and initiation of DNA replication in carbon-starved *Caulobacter crescentus*. Journal of Bacteriology.

[bib46] Leslie DJ, Heinen C, Schramm FD, Thüring M, Aakre CD, Murray SM, Laub MT, Jonas K (2015). Nutritional control of DNA replication initiation through the proteolysis and regulated translation of DnaA. PLOS Genetics.

[bib47] Liberati NT, Urbach JM, Miyata S, Lee DG, Drenkard E, Wu G, Villanueva J, Wei T, Ausubel FM (2006). An ordered, nonredundant library of *Pseudomonas aeruginosa* strain PA14 transposon insertion mutants. PNAS.

[bib48] Liu K, Myers AR, Pisithkul T, Claas KR, Satyshur KA, Amador-Noguez D, Keck JL, Wang JD (2015). Molecular mechanism and evolution of guanylate kinase regulation by (p)ppGpp. Molecular Cell.

[bib49] Marks ME, Castro-Rojas CM, Teiling C, Du L, Kapatral V, Walunas TL, Crosson S (2010). The genetic basis of laboratory adaptation in *Caulobacter crescentus*. Journal of Bacteriology.

[bib50] McGrath PT, Iniesta AA, Ryan KR, Shapiro L, McAdams HH (2006). A dynamically localized protease complex and a polar specificity factor control a cell cycle master regulator. Cell.

[bib51] Mohl DA, Gober JW (1997). Cell cycle-dependent polar localization of chromosome partitioning proteins in Caulobacter crescentus. Cell.

[bib52] Monahan LG, Harry EJ (2016). You are what you eat: metabolic control of bacterial division. Trends in Microbiology.

[bib53] Narayanan S, Janakiraman B, Kumar L, Radhakrishnan SK (2015). A cell cycle-controlled redox switch regulates the topoisomerase IV activity. Genes & Development.

[bib54] Pereira DS, Donald LJ, Hosfield DJ, Duckworth HW (1994). Active site mutants of *Escherichia coli* citrate synthase. Effects of mutations on catalytic and allosteric properties. The Journal of Biological Chemistry.

[bib55] Pezzatti J, Bergé M, Boccard J, Codesido S, Gagnebin Y, Viollier PH, González-Ruiz V, Rudaz S (2019a). Choosing an optimal sample preparation in Caulobacter crescentus for untargeted metabolomics approaches. Metabolites.

[bib56] Pezzatti J, González-Ruiz V, Codesido S, Gagnebin Y, Joshi A, Guillarme D, Schappler J, Picard D, Boccard J, Rudaz S (2019b). A scoring approach for multi-platform acquisition in metabolomics. Journal of Chromatography A.

[bib57] Quon KC, Marczynski GT, Shapiro L (1996). Cell cycle control by an essential bacterial two-component signal transduction protein. Cell.

[bib58] Quon KC, Yang B, Domian IJ, Shapiro L, Marczynski GT (1998). Negative control of bacterial DNA replication by a cell cycle regulatory protein that binds at the chromosome origin. PNAS.

[bib59] Radhakrishnan SK, Pritchard S, Viollier PH (2010). Coupling prokaryotic cell fate and division control with a bifunctional and oscillating oxidoreductase homolog. Developmental Cell.

[bib60] Ronneau S, Petit K, De Bolle X, Hallez R (2016). Phosphotransferase-dependent accumulation of (p)ppGpp in response to glutamine deprivation in *Caulobacter crescentus*. Nature Communications.

[bib61] Rosenkrantz M, Alam T, Kim KS, Clark BJ, Srere PA, Guarente LP (1986). Mitochondrial and nonmitochondrial citrate synthases in *Saccharomyces cerevisiae* are encoded by distinct homologous genes. Molecular and Cellular Biology.

[bib62] Ruprich-Robert G, Zickler D, Berteaux-Lecellier V, Vélot C, Picard M (2002). Lack of mitochondrial citrate synthase discloses a new meiotic checkpoint in a strict aerobe. The EMBO Journal.

[bib63] Sanselicio S, Bergé M, Théraulaz L, Radhakrishnan SK, Viollier PH (2015). Topological control of the *Caulobacter* cell cycle circuitry by a polarized single-domain PAS protein. Nature Communications.

[bib64] Schindelin J, Arganda-Carreras I, Frise E, Kaynig V, Longair M, Pietzsch T, Preibisch S, Rueden C, Saalfeld S, Schmid B, Tinevez JY, White DJ, Hartenstein V, Eliceiri K, Tomancak P, Cardona A (2012). Fiji: an open-source platform for biological-image analysis. Nature Methods.

[bib65] Schneider CA, Rasband WS, Eliceiri KW (2012). NIH image to ImageJ: 25 years of image analysis. Nature Methods.

[bib66] Schrader JM, Li GW, Childers WS, Perez AM, Weissman JS, Shapiro L, McAdams HH (2016). Dynamic translation regulation in *Caulobacter* cell cycle control. PNAS.

[bib67] Simon R, Priefer U, Pühler A (1983). A broad host range mobilization system for *In* Vivo Genetic Engineering: Transposon Mutagenesis *in* Gram Negative Bacteria. Bio/Technology.

[bib68] Skerker JM, Shapiro L (2000). Identification and cell cycle control of a novel pilus system in *Caulobacter crescentus*. The EMBO Journal.

[bib69] Stephens CM, Zweiger G, Shapiro L (1995). Coordinate cell cycle control of a *Caulobacter* DNA methyltransferase and the flagellar genetic hierarchy. Journal of Bacteriology.

[bib70] Thanbichler M, Shapiro L (2008). Getting organized--how bacterial cells move proteins and DNA. Nature Reviews Microbiology.

[bib71] Tsokos CG, Perchuk BS, Laub MT (2011). A dynamic complex of signaling proteins uses polar localization to regulate cell-fate asymmetry in *Caulobacter crescentus*. Developmental Cell.

[bib72] Viollier PH, Minas W, Dale GE, Folcher M, Thompson CJ (2001). Role of acid metabolism in *Streptomyces coelicolor* morphological differentiation and antibiotic biosynthesis. Journal of Bacteriology.

[bib73] Viollier PH, Sternheim N, Shapiro L (2002). Identification of a localization factor for the polar positioning of bacterial structural and regulatory proteins. PNAS.

[bib74] Viollier PH, Thanbichler M, McGrath PT, West L, Meewan M, McAdams HH, Shapiro L (2004). Rapid and sequential movement of individual chromosomal loci to specific subcellular locations during bacterial DNA replication. PNAS.

[bib75] Vornhagen J, Sun Y, Breen P, Forsyth V, Zhao L, Mobley HLT, Bachman MA (2019). The *Klebsiella pneumoniae* citrate synthase gene, *gltA*, influences site specific fitness during infection. PLOS Pathogens.

[bib76] Wang B, Dai P, Ding D, Del Rosario A, Grant RA, Pentelute BL, Laub MT (2019). Affinity-based capture and identification of protein effectors of the growth regulator ppGpp. Nature Chemical Biology.

[bib77] Wells DH, Long SR (2003). Mutations in *rpoBC* suppress the defects of a *Sinorhizobium meliloti relA* mutant. Journal of Bacteriology.

[bib78] Wu J, Ohta N, Newton A (1998). An essential, multicomponent signal transduction pathway required for cell cycle regulation in *Caulobacter*. PNAS.

[bib79] Zalis EA, Nuxoll AS, Manuse S, Clair G, Radlinski LC, Conlon BP, Adkins J, Lewis K (2019). Stochastic variation in expression of the tricarboxylic acid cycle produces persister cells. mBio.

[bib80] Zhang Y, Zborníková E, Rejman D, Gerdes K (2018). Novel (p)ppGpp binding and metabolizing proteins of *Escherichia coli*. mBio.

# Supplementary material for: Bacterial cell cycle control by citrate synthase independent of enzymatic activity
**Source:** eLife. 2020 Mar 9;9:e52272. doi: 10.7554/eLife.52272
**Supplement:** Supplementary file 1.

**Supplementary File 4 – Table of *C. crescentus* and *E. coli* strains**

# Supplementary material for: Bacterial cell cycle control by citrate synthase independent of enzymatic activity
**Source:** eLife. 2020 Mar 9;9:e52272. doi: 10.7554/eLife.52272
**Supplement:** Supplementary file 2.

**Supplementary File 5 – Table of Plasmids**

| Name | description | source or ref |
| --- | --- | --- |
|  | | |
| pNTPS138 | Two-part selection in in-frame deletion- integration vector: oriT+ sacB+ KanR | Alley MRK, unpublished |
| pMT335 | High copy plasmid carrying a PVan promoter (gentR) | (Thanbichler et al. 2007) |
| pXGFPN-2 | Integration of C-terminal egfp-fusions at Caulobacter P_xylx_ locus (kanR) | (Thanbichler et al. 2007) |
| pSC | Derivative of pET26b (kanR) | (Bergé et al. 2016) |
| plac290-P*_fljM_*  plac290-P*_ctrA_*  plac290-P*_sciP_*  plac290-P*_hfsJ_*  plac290-P*_pilA_*  plac290-P*_fliQ_*  plac290-P*_ccrM_*  pMB278 | Promoter probe plasmid with P*_fljM_*-*lacZ*  Promoter probe plasmid with P*_ctrA_*-*lacZ*  Promoter probe plasmid with P*_sciP_*-*lacZ*  Promoter probe plasmid with P*_hfsJ_*-*lacZ*  Promoter probe plasmid with P*_pilA_*-*lacZ*  Promoter probe plasmid with P*_fliQ_*-*lacZ*  Promoter probe plasmid with P*_ccrM_*-*lacZ*  pNTPS138-∆*citA* | (Fumeaux et al, 2014)  (Fumeaux et al, 2014)  (Fumeaux et al, 2014)  (Fumeaux et al, 2014)  (Skerker et al, 2000)  (Fumeaux et al, 2014)  (Stephens et al, 1995)  This study |
| pMB288 | pNTPS138-∆*citB* | This study |
| pMB289 | pNTPS138-∆*citC* | This study |
| pMB309 | pNTPS138-∆*citB/C* | This study |
| pMB302 | pMT335-*citA* | This study |
| pMB303 | pMT335-*citB* | This study |
| pMB304 | pMT335-*citC* | This study |
| pMB310 | pMT335-*gltA* | This study |
| pMB287 | pSC-*citA* | This study |
| pMB325 | pMT335-*citA^H303W^* | This study |
| pMB326 | pMT335-*citA^H303A^* | This study |
|  |  |  |

# Supplementary material for: Bacterial cell cycle control by citrate synthase independent of enzymatic activity
**Source:** eLife. 2020 Mar 9;9:e52272. doi: 10.7554/eLife.52272
**Supplement:** Supplementary file 3.

**Supplementary File 6 – Table of Oligonucleotides**

| Name | sequence |  |
| --- | --- | --- |
|  | | |
| OMB173 | 5’- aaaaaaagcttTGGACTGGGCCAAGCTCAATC -3’ |  |
| OMB174 | 5’- aaaaaCTGCAGATCGTCAGCGTGGC -3’ |  |
| OMB175 | 5’- aaaaaCTGCAGCTACGTCACGCTCGACAAG -3’ |  |
| OMB176 | 5’- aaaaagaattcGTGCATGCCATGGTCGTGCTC -3’ |  |
| OMB184 | 5’- aaaaaaagcttTCAGCCAGGGTCAGGAAC -3’ |  |
| OMB185 | 5’- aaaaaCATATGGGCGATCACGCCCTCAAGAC -3’ |  |
| OMB186 | 5’- aaaaaCATATGGTCGGACCCGAGGTC -3’ |  |
| OMB187 | 5’- aaaaagaattcATCGCCCGAGATCGCG -3’ |  |
| OMB188 | 5’- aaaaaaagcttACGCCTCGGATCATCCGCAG -3’ |  |
| OMB189 | 5’- aaaaaCATATGCAGAACCTGCTCTGCGTC -3’ |  |
| OMB190 | 5’- aaaaaCATATGGCGGGCTACTCGCCCTC -3’ |  |
| OMB191 | 5’- aaaaagaattcTTGTCGGTCGCGCAGTTC -3’ |  |
| OMB179 | 5’- aaaaacatATGACCGATAAAGCCACGCTG -3’ |  |
| OMB182 | 5’- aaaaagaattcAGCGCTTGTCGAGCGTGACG -3’ |  |
| OMB194 | 5’- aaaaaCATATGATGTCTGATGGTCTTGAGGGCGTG -3’ |  |
| OMB195 | 5’- aaaaagaattcaAGCCGCGACGCGGACCTC -3’ |  |
| OMB196 | 5’- aaaaaCATATGACCGACTGGATGGACG -3’ |  |
| OMB197 | 5’- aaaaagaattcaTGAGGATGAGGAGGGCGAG -3’ |  |
| OMB203 | 5’- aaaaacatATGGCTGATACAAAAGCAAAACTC -3’ |  |
| OMB204 | 5’- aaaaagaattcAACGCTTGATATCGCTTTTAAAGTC -3’ |  |
| OMB183 | 5’- aaaaaaagcttGCGCTTGTCGAGCGTGAC -3’ |  |
| OMB232 | 5’- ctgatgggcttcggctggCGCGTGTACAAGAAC -3’ |  |
| OMB233 | 5’- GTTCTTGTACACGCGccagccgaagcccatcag -3’ |  |
| OMB236 | 5’- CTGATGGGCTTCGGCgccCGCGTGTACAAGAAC -3’ |  |
| OMB237 | 5’- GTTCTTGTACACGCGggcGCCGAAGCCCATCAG-3’ |  |

# Supplementary material for: Bacterial cell cycle control by citrate synthase independent of enzymatic activity
**Source:** eLife. 2020 Mar 9;9:e52272. doi: 10.7554/eLife.52272
**Supplement:** Supplementary file 4.

This file contains information om reagents and antibodies used in the study by Bergé et al

| **Key Resources Table** | | | | |
| --- | --- | --- | --- | --- |
| **Reagent type (species) or resource** | **Designation** | **Source or reference** | **Identifiers** | **Additional information** |
| Strain, Strain Background (*Caulobacter crescentus* NA1000) | *Caulobacter* *crescentus* NA1000 | Evinger and Agabian; PMID: 334726 |  | See table of strains |
| Antibody | CtrARabbit polyclonal | Delaby, 2019 PMID: **31598724** | CtrA antibody are home-made  raised against the full-length protein of *C. crescentus*. | Immunoblot: 1/5000 dilution |
| Antibody | CitARabbit polyclonal | This study | CitA antibody are home-made raised against the full-length protein of *C. crescentus.* | immunoblot: 1/5000 dilution  Description in the material and methods section |
| Antibody | E. coli RNA Polymerase Antibody Sampler KitMouse monoclonal | Biolegend | 699907 | Mix 1:1:1:1 between all sera.  ChIP-Seq: 1/500 dilution |
| commercial assay or kit | Phos-tag | FUJIFILM Wako Chemicals | Distributor  300-93523  Manufacturer  AAL-107M | 25 μM final |
| Chemical Compound | H332PO4 | Hartmann Analytic | cat n° P-RB-1 |  |
| Chemical Compound | Acetonitrile OPTIMA LC/MS Grade | Fisher Scientific | A955-212 |  |
| Chemical Compound | Methanol OPTIMA LC/MS Grade | Fisher Scientific | A456-212 |  |
| chemical compound | Water LC/MS Grade | Fisher Scientific | W/0112/17 |  |
| Chemical Compound | Formic Acid | Biosolve | 069141 |  |
| Chemical Compound | Ammonium hydroxide solution 25% | Sigma-Aldrich | 30501 |  |
| Chemical Compound | Mass Spectrometry Metabolite Library | Sigma-Aldrich | MSMLS-1EA |  |
| Chemical Compound | Major Mix IMS TOF calibration kit | Waters | 186008113 |  |
| Chemical Compound | Leucine Enkephalin | Waters | 700004768-1 | Waters TOF G2-S Sample Kit -2 (700008892) |
| Software, Algorithm | UNIFI V.1.9.3 | Waters |  |  |
| Software, Algorithm | Progenesis QI v2.3 | Nonlinear Dynamics, Waters |  |  |
| Software, Algorithm | SIMCA-P 15.0 | Umetrics |  |  |
| Software, Algorithm | MicrobeJ | Ducret, 2017 PMID: 27572972 |  |  |
| Software, Algorithm | SeqMonk | Babraham bioinformatics institute | V1.40.0 |  |
| Other | polyethyleneimine (PEI) plate | Sigma-Aldrich | Ref Z122882-25EA |  |
| Other | Merck SeQuant ZIC-pHILIC column (150 x 2.1 mm, 5 µm) | Merck Millipore | 1504600001 |  |
| Other | Merck SeQuant ZIC-pHILIC Guard kit (20 x 2.1 mm, 5 µm) | Merck Millipore | 1504380001 |  |

How the deposited data were processed for this re-analysis (not part of the article)

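RNAP occupancy was measured by ChIP-Seq in 3 libraries, 1 each from *WT* cells, the library labelled ∆*citA* and *relA’-FLAG* cells, which were grouped by strain as labelled. Single-end reads of 50 bp were mapped by the authors to the NA1000 chromosome (4042929 bp) with BWA 0.7.17.4, and reads were counted in SeqMonk. The signal values were made by the authors before deposit as read counts in SeqMonk, in 20-bp bins (202147 bins) and in windows of 200 bp each way of the start of a CDS, as described in their methods. The methods state no scaling for ChIP-Seq, and the scale was inferred from the values: reads per 1000000 reads of the library, with a read counted in every bin it touches. The step was found from the low values of the 20-bp bins and then checked on all of them, and the reads of each library and window were taken from it. In each library 2300 bins stood at 0. An input library is not named in the sources used, and no input was subtracted.

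The 61 G_1_-phase and 42 S-phase promoters are the authors' classes from earlier studies. Of their windows, 88 of 103 were centred within 3 bp of an annotated start, and 29 had a blank name and were matched by position. For the comparison with all promoters, the mean of the 20-bp bins over the same 400-bp window was taken at the starts of 3798 of 3886 protein-coding genes. Windows with more than 2 bins at 0 (60 genes) and genes without a strand (28) were left out. The log_2_ ratios of deposited windows and of the 20-bp bins in the same windows had a Pearson r of 0.997 for the library labelled ∆*citA* and 0.995 for *relA’-FLAG* cells. No pseudocount, filter or further scaling was applied. Promoters were called higher or lower at 1.2-fold. List medians were compared with 10000 random lists matched in 10 bins of mean occupancy, and class differences with 10000 random reassignments of the class. Counting intervals are 95% intervals from the reads. With 1 library per strain no replicate error exists and no test between strains was made. Both comparisons use the same *WT* library, so counting noise was simulated 200 times with *WT* shared. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

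The comparisons, the rule for named genes, 17 gene lists and the alternatives, except those named below as chosen later, were chosen before the data were examined. The values of both promoter classes had by then been seen in the paper's source data. Genes were named when the paper names them for RNAP occupancy or promoter probes, or as *citA*, *citB*, *citC* and *xylX*. Further genes were the 10 highest and 5 lowest G_1_-phase and the 5 highest and 5 lowest S-phase promoters of each comparison. Over all promoters, the 10 highest and 10 lowest were named, among those whose higher library was above the median promoter and outside the altered loci, and up to 4 members of a list were named, those with the largest change in the direction of its median. The gene lists were ribosomal proteins, flagellum, chemotaxis, pilus, holdfast, cell division, cell cycle regulators, DNA replication, the TCA cycle, respiration, RNAP and sigma factors, protein quality control, nitrogen metabolism and the PTS, xylose genes, tRNA genes (windows centred on the gene, 44 of 51), translation factors and rRNA genes. Translation factors had 0 genes found by symbol, and the 6 rRNA genes lie nearly wholly in bins at 0, so that both lists were left out.

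On simulated data with counting noise alone, 0 unchanged promoters and 0 promoters changed by 1.1-fold were called, and 100% of those changed by 1.3-fold were called. For the matched lists, the observed ratios were first shuffled within the bins of mean occupancy. The shuffle removes signal shared by neighbouring genes, so a low rate without an added change follows from the design. Of 100 random lists of 61 promoters, 2 in the library labelled ∆*citA* and 1 in *relA’-FLAG* cells lay above the central 95%, and with 0.2 added to the log_2_ ratio 100 and 86 did. Of 100 random draws of classes of 61 and 42 promoters, 0 in the library labelled ∆*citA* and 6 in *relA’-FLAG* cells had a class difference above the central 95% of reassignments, and with 0.2 added to the first class 91 and 52 did, so that in *relA’-FLAG* cells a class difference of that size is often missed. The alternatives were other scalings, background subtraction, removal of the trend along the chromosome, pseudocounts of 1 and 10, a filter on low values, other windows, other thresholds and other bins.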

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

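The 4 tests of the reads at *citA* were chosen after the result was seen, while the other tests were set beforehand except that the other ways of processing were added to the reading of the class difference between strains once its value was known. The first measure of the *citA* neighbourhood was the mean ratio, and the median over its bins replaced it after its outcome had been seen.

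Reads inside *citA* were present in the library labelled ∆*citA*, and the stretch upstream of the gene was 2.43-fold above *WT*, a stretch that the paper's genome-wide source data cover and its text does not discuss. A sample with the wrong label would have the ratio of its neighbourhood inside the gene, but the ratio there was 0.554 of it. A mixture with cells or reads that carry *citA* could give that ratio and stays open as the source of the reads inside the gene. The inner part of the gene held 9.96 RPM per bin in the library labelled ∆*citA*, near the background of 9.22 in that library. In *WT* cells it held 17.9, above a background of 10.8. Without an input library the ratio gives no share of cells, and *citA* DNA with little bound RNAP cannot be told from such a mixture. Such a mixture does not explain the raised stretch, since it would leave the flanks at the level of the neighbourhood, and the upstream stretch stood at 2.42 times it. An extra copy of the DNA beside *citA*, as a plasmid integrated there would bring, may explain raised stretches on both sides. It decides nothing about reads inside the gene, since the plasmid could sit beside an intact or a deleted *citA*. The explanation stays open, because the shorter stretch had 120 bp against the median of the neighbourhood and 60 bp against its mean, on either side of the bound of 100 bp. The deletion plasmid of the paper's methods carries an upstream fragment close in length to the raised stretch of 580 bp. A primer of this fragment shares sequence with the paper's primer for the start of the *citA* CDS, so the fragment reaches into the gene. The library labelled ∆*citA* was still above *WT* there, at 2128821 (50.9 against 26.2 RPM) and 2128841 (31.9 against 22.9), and below it at 2128861 (17.1 against 23.4). The downstream fragment is longer than the stretch on that side, and no biological explanation was tested.

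Both comparisons were lower near the replication origin than near the terminus, by 0.29 on the log_2_ scale in the library labelled ∆*citA* and 0.27 in *relA’-FLAG* cells, a trend the paper does not analyse. A change of RNAP at expressed genes would leave the bins of lowest signal flat, but the slope there was at least 0.933 times that over all bins. Fewer replicating cells in both strains, and with them fewer copies of origin-near DNA, would give slopes over the lowest bins in both, and the smaller of these was 0.253. As a hypothesis, a lower share of replicating cells is consistent with this value and with the direction of the paper's Figure 4B, which shows MB2559. Copy number was not measured without immunoprecipitation, and a difference between library preparations stays untested.

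Occupancy in the library labelled ∆*citA* was higher at G_1_-phase than at S-phase promoters. A stronger enrichment over background would raise other promoters of like occupancy as well, but the G_1_-phase median lay above 99.99% of matched random lists. The position of the promoters on the chromosome does not account for it, since the difference was 1.33 times as large with that trend removed. A larger share of G_1_-phase cells, as in *relA’-FLAG* cells, could give the same difference in both strains, and it stays open: the difference between the strains lay above 89.75% of reassignments, inside their central 95%, while 3 of the 9 other ways of processing that can move it put it outside. Differences between single cultures cannot be excluded with 1 library per strain.

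Other signals lay outside the promoters the paper discusses. The highest fold outside the CtrA-dependent promoters was at CCNA_02930 in the library labelled ∆*citA* (3.41-fold), the next gene downstream of CCNA_02931, and at CCNA_00481 in *relA’-FLAG* cells (4.81-fold). In *relA’-FLAG* cells the medians of holdfast genes (0.29) and of cell cycle regulators (0.58) lay above the central 95% of matched random lists. Those of protein quality control (−0.47) and xylose genes (−0.30) lay below it. Holdfast genes and cell cycle regulators share 5 and 7 genes with the CtrA-dependent classes, and protein quality control and xylose genes share 2 and 0.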

How the results depend on the processing

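The use of the 20-bp bins of the same windows, the matching on *WT* occupancy, the mean of the *citA* neighbourhood and the r that is not squared were chosen after seeing the data, and the other alternatives before. No paired analysis was possible because there was 1 library per condition. The exact binomial test on the reads of 2 libraries was not run. Of the values for the main comparisons, 148 stayed within their counting interval or, for counts, within 1.5 times, and 106 did not. Of the other values 45 did and 31 did not, among them the *citA* stretches, which were 560 bp and 60 bp long against the mean of the neighbourhood. The S-phase median in the library labelled ∆*citA* and the class difference in *relA’-FLAG* cells, both inside the central 95%, changed sign under the alternatives named below. Where a value moved the cause was not tested.

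The difference between G_1_-phase and S-phase medians in the library labelled ∆*citA* lay above the central 95% of reassignments under 9 of the 9 alternatives that can move it, from 0.20 to 0.33. In *relA’-FLAG* cells it did so under 1 of 9, and the difference between the strains under 3 of 9. Median-ratio and background scaling use 1 factor per library and cannot move these differences. The reassignments were not matched on occupancy under any alternative. With random lists matched on *WT* occupancy, the S-phase median of the library labelled ∆*citA* lay above 90.6% of lists, and the other 3 class medians above 100%.

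With background scaling, the median log_2_ ratio was 0.51 for G_1_-phase and 0.30 for S-phase promoters in the library labelled ∆*citA*, and 0.75 and 0.66 in *relA’-FLAG* cells. In the library labelled ∆*citA*, 52 G_1_-phase and 24 S-phase promoters were then higher and 0 S-phase promoters lower. With the background subtracted, which leaves 60 G_1_-phase promoters, these medians were 0.62 and 0.34, and 0.93 and 0.96. In the library labelled ∆*citA* 51 G_1_-phase and 29 S-phase promoters were higher. The class difference was 0.29 in the library labelled ∆*citA* and −0.034 in *relA’-FLAG* cells, a difference of 0.32 between strains. With median-ratio scaling, the S-phase median was 0.10 in the library labelled ∆*citA*, with 0 promoters lower, and the G_1_-phase median in *relA’-FLAG* cells was 0.52. With the trend along the chromosome removed, the medians were 0.40 and 0.13 in the library labelled ∆*citA*, with 0 S-phase promoters lower, and 0.54 and 0.51 in *relA’-FLAG* cells. The class difference in *relA’-FLAG* cells was then 0.030, the difference between strains 0.24, and 5 gene lists lay below the central 95% in the library labelled ∆*citA*.

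With promoters of low occupancy left out (56 G_1_-phase and 34 S-phase promoters kept), the G_1_-phase median in the library labelled ∆*citA* was 0.42 and the S-phase median in *relA’-FLAG* cells 0.53. The class difference was 0.32 in the library labelled ∆*citA* and −0.030 in *relA’-FLAG* cells, a difference of 0.35 between strains. A pseudocount of 10 gave a G_1_-phase median of 0.46 in *relA’-FLAG* cells. Without overlapping windows the S-phase median in *relA’-FLAG* cells was 0.36.

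With a window of 100 bp each way, the G_1_-phase median was 0.36 in the library labelled ∆*citA*, with 2 promoters lower in that class and 0 in the S-phase class, and the medians in *relA’-FLAG* cells were 0.58 and 0.50. With the highest 20-bp bin, the medians were 0.52 and 0.19 in the library labelled ∆*citA* and 0.62 and 0.45 in *relA’-FLAG* cells, with 1 G_1_-phase promoter lower in each strain. The class difference was 0.33 in the library labelled ∆*citA* and 0.17 in *relA’-FLAG* cells. Over the coding sequence, the medians were 0.22 and −0.012 in the library labelled ∆*citA*, with 1 G_1_-phase promoter lower and 4 S-phase promoters higher and 4 lower. In *relA’-FLAG* cells they were 0.30 and 0.14, with 14 S-phase promoters higher and a class difference of 0.17.

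At a threshold of 0, 56 G_1_-phase promoters were higher and 5 lower in the library labelled ∆*citA*, with 29 and 13 in the S-phase class, and 3 G_1_-phase and 4 S-phase promoters were lower in *relA’-FLAG* cells. At 1.1-fold, 5 G_1_-phase promoters were lower in the library labelled ∆*citA*, 16 S-phase promoters higher and 4 lower, and 2 G_1_-phase promoters were lower in *relA’-FLAG* cells. At 1.5-fold, 18 G_1_-phase and 1 S-phase promoters were higher in the library labelled ∆*citA* and 0 S-phase promoters lower, and 25 G_1_-phase and 16 S-phase promoters were higher in *relA’-FLAG* cells. At a log_2_ ratio of 0.5, 1 S-phase promoter was higher and 0 lower in the library labelled ∆*citA*, and 29 G_1_-phase promoters were higher in *relA’-FLAG* cells. Of the highest 5% of all promoters, 19 were G_1_-phase promoters in the library labelled ∆*citA*, and 11 G_1_-phase and 6 S-phase promoters in *relA’-FLAG* cells. Of the highest 20%, 9 were S-phase promoters in the library labelled ∆*citA*, and 38 G_1_-phase and 22 S-phase promoters in *relA’-FLAG* cells. These counts follow from the thresholds.

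The R2 of *relA’-FLAG* cells with *WT* cells, of *relA’-FLAG* cells with the library labelled ∆*citA*, and of the library labelled ∆*citA* with *WT* cells was 0.681, 0.652 and 0.906 on linear values and 0.761, 0.802 and 0.883 over all 20-bp bins. It was 0.785, 0.834 and 0.912 over 400-bp bins, 0.740, 0.797 and 0.902 over coding sequences, and 0.459, 0.491 and 0.860 with low promoters left out. The r on linear values, not squared, was 0.826, 0.808 and 0.952. The slope from origin to terminus was 0.30 for the library labelled ∆*citA* and 0.26 for *relA’-FLAG* cells in 10-kb bins, 0.31 and 0.27 in 50-kb bins, 0.30 and 0.27 in bins without a gene start within 200 bp, and 0.31 and 0.25 over the lowest 25% of bins. Depth limits a window's ratio to the counting intervals alone, and the unknown spread between cultures is not part of them.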

Differences from the paper's values

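Across all promoters, the R2 between *relA’-FLAG* cells and *WT* cells was 0.720 on log_2_ values, where the paper's value is 0.83, and between *relA’-FLAG* cells and the library labelled ∆*citA* it was 0.751, where the paper's value is 0.81, while the Pearson r on linear values, not squared, was 0.826 and 0.808, which round to the paper's values in the paper's order and were compared with them only after the values had been seen. On log_2_ values the r was 0.848 and 0.867. Of the 5 alternatives set before the data were examined, linear values, all 20-bp bins, 400-bp bins, coding sequences and promoters of at least median occupancy, 0 gave the paper's value as R2 for either pair. The nearest R2 values were 0.785 over 400-bp bins for the first pair and 0.802 over all 20-bp bins for the second. The paper's order of the pairs, with *relA’-FLAG* cells closer to *WT* cells than to the library labelled ∆*citA*, was found on linear values (0.681 and 0.652), and the opposite order under the main setting and the other 4 alternatives.

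In the *ccrM* panel of Figure 5G the ∆*citA* trace is drawn above that of *WT*. In the deposited values the library labelled ∆*citA* was above *WT* in 8 of 131 bins of the drawn range. These values are scaled on all reads. The background of the library labelled ∆*citA* stood at a log_2_ ratio of −0.23, further down than the *ccrM* window (−0.17). Scaling on background would therefore reverse that fall. In the *fliQ* panel the ∆*citA* trace is drawn at or above *WT* beside the peak, whereas the library labelled ∆*citA* was above *WT* in 14 of 61 bins of the range and in 12 of 20 bins of the window. Its range mean was 16.6 RPM against 17.8 in *WT* cells, a smaller fall in proportion than that of the background (9.22 against 10.8). Bins were not recounted with background scaling, so both differences from the panels hold for the deposited scale only. At *sciP*, *pilA* and *hfsJ* the deposited values go the way of the panels, with 20, 20 and 16 of 20 window bins above *WT*.

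The paper limits the changes of RNAP occupancy in the *citA* mutant to G_1_-phase promoters. At 1.2-fold, a threshold chosen here, 32 of 61 G_1_-phase promoters and 8 of 42 S-phase promoters were higher in the library labelled ∆*citA*, and 625 of all 3798 promoters were higher.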

Other observations

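The log_2_ ratio to *WT* went up with occupancy across promoters. Its Spearman's rho with mean occupancy was 0.680 in the library labelled ∆*citA*, with a median of −0.21 in the 10% of promoters with the lowest occupancy and 0.41 in the 10% with the highest. In *relA’-FLAG* cells rho was 0.404 and these medians were −0.23 and 0.29. Mean occupancy contains both terms of each ratio.

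There were 93 promoters at least 1.2-fold higher in the library labelled ∆*citA* and lower in *relA’-FLAG* cells, and 50 with the opposite pattern. The promoter of *citB*, a further citrate synthase gene, stood at 0.857-fold of *WT* in the library labelled ∆*citA* and 1.06-fold in *relA’-FLAG* cells, and that of *citC*, whose window overlaps it for the most part, at 0.836-fold and 1.10-fold. The 20-kb bin around both stood at a log_2_ ratio of −0.15 in the library labelled ∆*citA* and −0.23 in *relA’-FLAG* cells, so the values in the library labelled ∆*citA* include the trend along the chromosome. The *citA* promoter window, which overlaps the raised stretch upstream of the gene, stood at 1.71-fold and 0.930-fold.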
